# Myeloid *Mir34a* suppresses colitis-associated colon cancer: characterization of mediators by single-cell RNA sequencing

**DOI:** 10.1038/s41418-024-01380-9

**Published:** 2024-10-18

**Authors:** Janine König, Matjaz Rokavec, Meryem Gülfem Öner-Ziegler, Ye Fei, Heiko Hermeking

**Keywords:** Cancer microenvironment, Experimental models of disease

## Abstract

We have previously shown that general deletion of the gene encoding the p53-inducible Mir34a microRNA enhances the number and invasion of colitis-associated colorectal cancers (CACs) in mice. Since the p53-pathway has been implicated in tumor-suppression mediated by cells in the tumor microenvironment (TME) we deleted *Mir34a* in myeloid cells and characterized CACs in these with scRNA-Seq (single cell RNA sequencing). This revealed an increase in specific macrophage subtypes, such as *Cdk8*^+^ macrophages and *Mrc1*^+^, M2-like macrophages. The latter displayed elevated expression of 21 known Mir34a target mRNAs, including *Csf1r, Axl, Foxp1, Ccr1, Nampt, and Tgfbr2*, and 32 predicted Mir34a target mRNAs. Furthermore, *Mir34a*-deficient BMDMs showed enhanced migration, elevated expression of *Csf1r* and a shift towards M2-like polarization when compared to *Mir34a*-proficient BMDMs. Concomitant deletion of *Csf1r* or treatment with a *Csf1r* inhibitor reduced the CAC burden and invasion in these mice. Notably, loss of myeloid Mir34a function resulted in a prominent, inflammatory CAC cell subtype, which displayed epithelial and macrophage markers. These cells displayed high levels of the EMT transcription factor Zeb2 and may therefore enhance the invasiveness of CACs. Taken together, our results provide in vivo evidence for a tumor suppressive role of myeloid *Mir34a* in CACs which is, at least in part, mediated by maintaining macrophages in an M1-like state via repression of Mir34a targets, such as *Csf1r*. Collectively, these findings may serve to identify new therapeutic targets and approaches for treatment of CAC.

## Introduction

Chronic inflammation of the intestine, as observed in ulcerative colitis (UC) and inflammatory bowel disease (IBD), often results in colitis-associated colorectal cancers (CAC; [1]). Patients with CACs have a poorer prognosis than patients with sporadic or inherited colorectal cancers (CRCs; [1–4]). The genetic alterations that contribute to sporadic CRC and CACs are similar but occur in a different order [2]. For example, the mutational inactivation of *p53* is an early event in CAC, whereas it occurs late in sporadic CRC [2].

Among the p53-induced microRNAs (miRNAs), miR-34a stands out as the most strongly induced miRNA according to numerous comprehensive expression studies [5]. We had previously observed that germline deletion of *Mir34a* enhances tumor initiation, progression, and invasion in a murine model of colitis-associated colon cancer [6]. However, it remained unknown whether the effects of the *Mir34a* inactivation were tumor cell autonomous, or whether *Mir34a*-deficient cells within the tumor stroma were also involved.

The tumor microenvironment plays an important role in tumor progression [7], as it contributes to invasion and therapy resistance by modulating cell-cell interactions and altering cytokine and chemokine signaling (reviewed in ref. [8]). Macrophages are an important part of the tumor microenvironment. It has been shown ex vivo that miR-34a inhibits polarization towards M2-macrophages [9, 10], which are typically alternatively activated, tumor-associated macrophages (TAM) and are known to enhance tumor growth, angiogenesis, invasion, metastasis and therapy resistance [11–13]. Furthermore, M2-polarization of macrophages is promoted by growth factors, such as the colony-stimulating factor (CSF-1), and cytokines, like IL-4, IL-13 and IL-10, released by cells in the tumor-microenvironment (reviewed in ref. [11]).

Colony-stimulating factor 1 receptor (CSF1R) is the receptor for CSF1, also known as macrophage colony-stimulating factor (M-CSF), which, among other functions, is involved in the differentiation of hematopoietic stem cells into macrophages [14–16] and is secreted by epithelial tumor cells after *p53* inactivation [17]. Recently, we showed that *CSF1R* is a direct, conserved target of *miR-34a* in human CRC cells [18] and in a murine model of inherited CRC [19]. Deletion of *Mir34a* in *Apc*^*min/+*^ mice resulted in increased adenoma formation, increased immune cell infiltration and decreased survival of mice. Concomitant intestinal-epithelial-cell (IEC) specific deletion of *Csf1r* reversed these effects [19]. Targeting CSF1R appears to be a promising anti-tumor strategy [11] and the presence of CSF1R-positive macrophages is associated with poor survival [20, 21].

Here, we determined that myeloid cell-specific deletion of *Mir34a* resulted in more invasive CACs, which displayed increased infiltration by macrophages and neutrophils. A comprehensive characterization of CACs and their tumor microenvironment (TME) by scRNA-Seq identified an increase of specific macrophage subtypes in *Mir34a*^*ΔMye*^ CACs as well as elevated levels of *Csf1r* expression in *Mir34a*^*ΔMye*^ macrophages. Deletion or therapeutic inhibition of *Csf1r* reduced the tumor burden in these mice. In addition, numerous *Mir34a* mRNA targets were significantly upregulated in *Mir34a*-deficient macrophages and neutrophils. *Mir34a*-deficient bone-marrow derived macrophages (BMDMs) showed increased migration, elevated levels of Csf1r as well as upregulation of M2 markers whereas the expression levels of M1 markers decreased. Finally, scRNA-Seq revealed a prominent population of inflammatory tumor cells with high expression of chemokines and cytokines as well as macrophage markers in *Mir34a*^*ΔMye*^ CACs.

## Materials and methods

### Breeding and handling of mice

The generation of *Mir34a*^*fl/fl*^ mice was previously described [22]. *LysM-Cre* (*B6.129P2-Lyz*^*tm1(cre)Ifo/J*^) mice and *Csf1r*^*fl/fl*^ (*B6.Cg-Csf1r*^*tm1Jwp/J*^) were purchased from Jackson Laboratories (Stock: 004781 and Stock: 021212) [23, 24]. To delete *Mir34a* in myeloid cells (*Mir34a*^*ΔMye*^), *Mir34a*^*fl/fl*^ mice were crossed with *LysM-Cre* mice. *Mir34a*^*ΔMye*^ mice were crossed with *Csf1r*^*fl/fl*^ mice to obtain *Mir34a; Csf1r*^*ΔMye*^ mice. For generation of *Csf1r*^*ΔMye*^ mice, *LysM-Cre* mice were crossed with *Csf1r*^*fl/fl*^ mice. All mice were backcrossed on C57Bl/6 background for at least five generations. Co-housed *Mir34a*-proficient *Mir34a*^*fl/fl*^ littermates were used as controls in all experiments. Mice at 6–10 weeks of age were intraperitoneally (i.p.) injected with azoxymethane (AOM, 10 mg/kg) 5 days prior to the first and second dextran sodium sulfate (DSS) induced colitis period. The first and second colitis period were induced by giving 2.5% DSS dissolved in drinking water for a period of 5 days, followed by 16 days of regular water. Subsequently, the third colitis period was induced by giving 2% DSS for 5 days. All mice were sacrificed 110 days after the first AOM injection. For experiments with additional conditional deletion of *Csf1r* and inhibitor treatment, the dosage of DSS was reduced in second cycle to 2% and mice were sacrificed 100 days after the first injection. The *Csf1r* inhibitor GW2580 (Sigma-Aldrich) was given in chow (1%) with *ad libidum* access from day 60 onwards. GW2580-supplemented food was prepared by Sniff Special Diets (Soest, Germany). Mice were kept on a 12 h light/dark cycle in individually ventilated cages in a specific pathogen-free facility at Institute of Pathology, Ludwig-Maximilians-University Munich, with chow (standard formulation) and water supply *ad libitum*. All animal protocols were approved by the local authorities (Regierung von Oberbayern, AZ: 55.2-1-54-2532-201-2014; AZ:55.2-2532.Vet_02-21-111). Genotyping primers are listed in Table S3.

### Single cell isolation from murine CACs

6–8 CACs from 3 female mice per genotype were isolated and dissociated according to the 10× Genomics protocol “Tumor Dissociation for Single Cell RNA Sequencing” (CG000147 Rev B). In brief, isolated CACs were lysed using the Mouse Tumor Dissociation kit in gentleMACS C tubes using the gentleMACS Octo Dissociator with heaters (Miltenyi Biotec). The lysis of red blood cells was performed using 1× Red Blood Cell Lysis Solution (Miltenyi Biotec). To increase the percentage of viable cells the protocol “Removal of Dead Cells for Single Cell RNA Sequencing” (10x Genomics, CG000093 Rev C) was employed according to manufacturer’s instructions. For this, the MACS Dead Cell Removal kit and MS Columns with the OctoMACS separator on the MACS multistand (Miltenyi Biotec) were used.

### scRNA-Seq analysis

Single cells were loaded on the 10× Chromium system and labeled with the 3′-CellPlex kit set A (10× Genomics) according to the manufacturer’s recommendations. For each genotype 30,000 cells were loaded. Barcoded sequencing libraries were prepared with the Chromium Single Cell 3′ v.3.1 Gene Expression Kit (10× Genomics). Paired-end sequencing (2 × 100 bp) was performed on Illumina NovaSeq 6000 (Illumina) to obtain 90,000 reads/cell using the standard workflow.

### scRNA-Seq data analysis

Cellranger v7.2.0 software (10× Genomics) was used to align reads to the refdata-gex-mm10-2020-A mouse reference transcriptome and generate a gene-cell unique molecular identifier count matrix for each cell. Cells with more than 200 expressed mRNAs and less than 25% mitochondrial RNA content were selected for further analysis. Moreover, cell doublets were excluded by applying the Scrublet package [25]. The gene expression matrices were normalized using the LogNormalize function of Seurat v5.01 [26]. Next, the Seurat FindVariableFeatures, FindIntegrationAnchors, and IntegrateData functions were used to obtain 2000 of the most variant mRNAs and perform integration with batch correction. Cell clustering was performed by using the Seurat RunPCA, RunUMAP, and Findclusters functions with resolutions from 0.5 to 1.5 for best cluster representation. Cell-type-specific mRNAs and differentially expressed mRNAs between genotypes were identified by the Seurat function FindMarkers. Gene set enrichment analyses were performed using clusterProfiler [27]. The significance of differences in the abundance of cell types/clusters in CACs derived from *Mir34a*^*ΔMye*^ vs. *Mir34a*^*F/F*^ mice was calculated using a single-cell specific method based on the mixed-effect modeling of associations on single cells (MASC) [28]. Detailed results are provided in Table S4.

### Analysis of intercellular ligand-receptor communications

Intercellular communication was analyzed using CellChat [29]. Clustered UMAPs generated by Seurat were imported to CellChat and converted to CellChat objects. Results are presented as Circo plots using the netVisual_aggregate CellChat function.

### Cell differentiation trajectory analysis

Cell differentiation trajectories were estimated based on pseudotime calculated by three different algorithms: Palantir [30], Monocle3 [31], and SlingShot [32]. The naive state of lineages was used as the root node/early cell. The trajectories are shown on the UMAPs calculated with Seurat as described above. To analyze RNA velocity, velocyto [33] was first used to separate unspliced and spliced mRNAs in each cell. Next, scVelo [34] was used to calculate RNA velocity vectors. To determine cell lineages, initial and terminal macrostates were determined using CellRank [35]. For the visualization of gene expression trends for each lineage the expression data was imputed with MAGIC (Markov Affinity-based Graph Imputation of Cells).

### Bioinformatics analysis of public datasets

Expression and clinical data of the TCGA colon adenocarcinoma (COAD) and rectal adenocarcinoma (READ) cohorts was obtained from the MD Anderson standardized data browser (http://bioinformatics.mdanderson.org/TCGA/databrowser/). The RNA-Seq by Expectation-Maximization (RSEM) normalized expression values from the Illumina RNASeqV2 (genes) datasets were used. Expression and clinical data of other CRC patient datasets was downloaded from NCBI GEO (www.ncbi.nlm.nih.gov/geo). The statistics for survival analysis was calculated by log-rank test. For binary classification of cases (high/low expression), the Survminer R-package (https://CRAN.R-project.org/package=survminer) was used to determine optimal cut-off values. The CMS classification of public datasets was obtained from Guiney et al. [36].

### Statistical analysis

GraphPad Prism 10.1.0 was used to determine significant differences between groups via two-tailed unpaired Students *t*-test. Values are represented as mean ± SEM. *P*-values < 0.05 were regarded as statistically significant (*p* < 0.05*; *p* < 0.01**; *p* < 0.001*** and *p* < 0.0001****).

## Results

We had previously reported that germline deletion of *Mir34a* enhances tumor initiation, progression and invasion in a murine model of colitis-associated colon cancer [6]. However, it remained unknown whether the effects of the *Mir34a* inactivation were tumor cell autonomous, or whether *Mir34a*-deficient cells within the tumor stroma were also involved. In a mouse model of intestinal tumorigenesis, it was observed that p53 is a critical regulator of tumorigenesis during inflammation in macrophages [37]. Furthermore, it was shown that p53 is activated during inflammation [38] and may have non-tumor-cell-autonomous tumor suppressive functions [39]. Since *Mir34a* is directly induced by p53, it may mediate these effects of p53. To determine, which cell type mediates the effects of *Mir34a* inactivation on CAC formation, we generated *Villin-Cre/Mir34a*^*F/F*^ and *LysM-Cre/Mir34a*^*F/F*^ mice, to obtain mice with intestinal epithelial cell-specific or myeloid lineage-specific deletion of *Mir34a*, designated as *Mir34a*^*ΔIEC*^ and *Mir34a*^*ΔMye*^ mice, respectively. When CACs were induced as described in Fig. 1A, *Mir34a*^*ΔIEC*^ and *Mir34a*^*ΔMye*^ mice formed more and larger CACs than *Mir34a*^*F/F*^ mice (Fig. 1B–D). The tumor load of *Mir34a*^*ΔIEC*^ and *Mir34a*^*ΔMye*^ mice was less than in *Mir34a*^*–/–*^ mice (Fig. 1C). *Mir34a*^*ΔIEC*^, *Mir34a*^*ΔMye*^ and *Mir34a*^*–/–*^ mice displayed invasive CACs, whereas CACs in *Mir34a*^*F/F*^ mice were non-invasive (Fig. 1E). However, *Mir34a*^*ΔIEC*^ and *Mir34a*^*ΔMye*^ mice displayed less invasive CRCs than *Mir34a*^*–/–*^ mice (Fig. 1E, F). Surprisingly, tumor invasiveness was increased to a larger extent by inactivation of *Mir34a* in myeloid cells than by its deletion in intestinal epithelial cells. Taken together, these results suggested a tumor suppressive role of *Mir34a* in both, the intestinal epithelial cells and in TAMs. As the CAC-promoting effect of myeloid-specific inactivation of *Mir34a* was unexpected, we decided to characterize it in more detail.

**Fig. 1:**
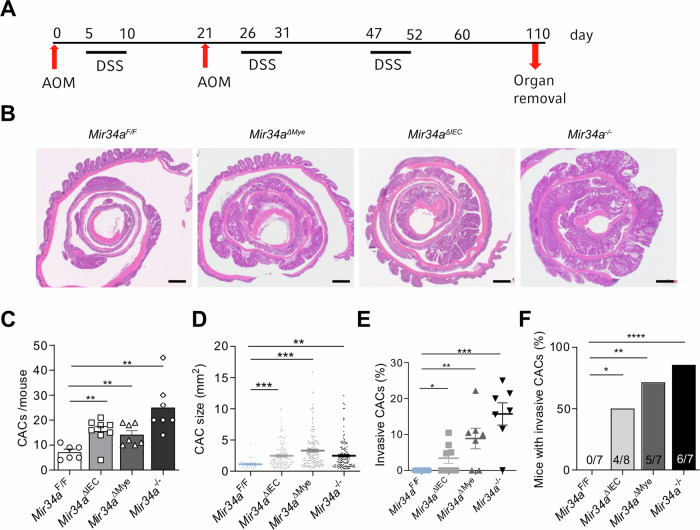
Effects of epithelial- and myeloid-specific deletion of *Mir34a* in a CAC mouse model. **A** Treatment scheme of the CAC model induced by AOM/DSS. **B** Histology of AOM/DSS challenged mice with indicated genotypes, scale bars are 1 mm. **C** CAC incidence in *Mir34a*^*F/F*^, *Mir34a*^*ΔIEC*^, *Mir34a*^*ΔMye*^ and *Mir34a*^*–/–*^ mice (*n* ≥ 7 mice per group). **D** CAC size of mice with indicated genotypes, CAC areas measured by computerized image analysis (*n* ≥ 7 mice per group). **E** Percentage of invasive CACs of indicated genotypes. **F** Number of mice with invasive CACs/total number of mice of indicated genotype. (**C**–**F**) Students *t*-test was used to determine significance. Values represent the mean ± SEM with *p* < 0.05*; *p* < 0.01**; *p* < 0.001*** and *p* < 0.0001****.

### scRNA-Seq analysis of CACs in *Mir34a*^*ΔMye*^ mice

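Single-cell RNA sequencing assigns captured mRNA molecules to the droplet, and thereby to the cell, they came from. Molecules were counted by unique molecular identifiers (UMIs), so that amplified copies of a molecule count as 1. CACs had been induced with 10 mg/kg AOM and 3 cycles of DSS (2.5% in the first cycles, 2% in cycle 3), and mice were sacrificed on day 110. For each genotype, 6 to 8 tumors from 3 mice were combined and 30000 cells were loaded, which gave 1 library per genotype. The paper states that cells were labelled with the 3′ CellPlex kit. The annotation used here gives the library and cell type of a cell but no mouse, so cells were not assigned to mice. With 1 library of pooled mice per genotype, differences between the genotypes were not tested, and cells were not treated as replicates. All intervals given for these libraries are 95% intervals that cover counting error only and not the variation between mice.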

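The authors aligned the reads to the mouse genome (mm10) with Cell Ranger v7.2.0, filtered cells on the number of expressed mRNAs and on mitochondrial content, and removed doublets with Scrublet. They deposited, for each cell, the natural log of 1 plus its UMIs per 10000, together with an annotation that assigns each cell to a cell type. Undoing the logarithm gave whole UMI counts, with a largest deviation of 1.5e-10 UMIs, so the depth of every cell could be recovered. The library labelled *Mir34a* F/F held 147109016 UMIs, with a median of 4787 per cell (505 to 61855). The library labelled *Mir34a* ΔMye held 193133086 UMIs, with a median of 7716 per cell (501 to 84477), and was deeper in 11 of 11 cell types, from 1.11 times in endothelial cells to 5.69 times in B cells. The level of an mRNA in a cell type is given as the mean over its cells of UMIs per 10000 UMIs of the cell. Levels were compared as the log2 ratio of the library labelled *Mir34a* ΔMye over the library labelled *Mir34a* F/F, with an interval whose width comes from the summed UMIs. For shares of cells with a UMI, which rise with depth, each cell was also thinned at random to 1000 UMIs. In B cells, the median number of expressed mRNAs after thinning fell from 639 to 472, the largest fall among the cell types. The cells labelled B cells may thus differ in kind between the libraries, and their ratio of depth may reflect this.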

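The transcript of the targeted gene was examined before any other. The count table holds 6 features named for Cre or for parts of *Mir34a*, of which 4, among them the mature miRNA and the hairpin, had no UMI in any cell. The primary transcript of *Mir34a* (listed as mir34apri) had 133 UMIs (exact Poisson interval 111 to 158) in macrophages of the library labelled *Mir34a* F/F and 462 UMIs (421 to 506) in those of the library labelled *Mir34a* ΔMye. Relative to all UMIs of the macrophages, this was higher in the library labelled *Mir34a* ΔMye, by a log2 ratio of 1.03 (0.74 to 1.32), where a deletion of the sequence it covers would lower it. The paper does not state which sequence the feature covers. In T cells, in which LysM-Cre does not act, 10 and 17 UMIs were found. A feature that joins Cre and *Lyz2* sequence had UMIs in macrophages of both libraries, 451 and 172, while *Lyz2*, into which LysM-Cre is inserted, had 3892 and 1379. Relative to all UMIs of the macrophages, both were lower in the library labelled *Mir34a* ΔMye, by log2 ratios of -2.16 (-2.42 to -1.905) and -2.27 (-2.36 to -2.18). Less *Lyz2* is the direction of the labels, but *Lyz2* was also lower in 8 of 8 other cell types with a value. Less of the joined feature is not the direction of the labels. The joined feature followed *Lyz2*, however, with 11.6% and 12.5% of its UMIs, so it marks neither library as the carrier of Cre. Since these features do not settle the genotypes, the libraries are named by their labels, and every direction given for these data rests on the labels.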

To comprehensively characterize cell types and differential gene expression in CACs and their TME after myeloid-specific *Mir34a*-inactivation, we performed single-cell RNA sequencing (scRNA-Seq) analysis of CACs derived from *Mir34a*^*ΔMye*^ mice and *Mir34a*^*F/F*^ mice. We isolated 6–8 tumors from three mice for each genotype and combined these for scRNA-Seq analyses. After quality control, 38,883 single-cell transcriptomes were obtained (18,571 from *Mir34a*^*ΔMye*^ CACs and 20,312 from *Mir34a*^*F/F*^ CACs). 

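The deposited table held 38883 barcodes for 32291 genes, 20312 in the library labelled *Mir34a* F/F and 18571 in the library labelled *Mir34a* ΔMye. Every cell had more than 200 expressed mRNAs (341 to 5999 and 217 to 5997). The stated filter keeps cells under 25% mitochondrial content, whereas 2470 and 4130 cells of the table were at or above 25%, 17.0% of all cells, and the highest values were 69.9% in each library. Applied to the table, the stated filter leaves 17842 and 14441 cells. All deposited cells were used, and the results were also computed on cells with at least 500 expressed mRNAs and under 10% mitochondrial content, of which there were 13104 and 10924. Median mitochondrial content was 4.63% and 6.28%, and it was higher in the library labelled *Mir34a* ΔMye in 11 of 11 cell types.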

Cell-types were clustered based on the scRNA-Seq results using a uniform manifold approximation and projection (UMAP) plot (Fig. 2A). By utilizing cell-type-specific marker-based annotations, eleven major cell-type subtypes were identified (Fig. 2A and Supplementary Fig. S1A, B). 

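The annotation deposited by the authors was used as given. In the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye, it assigned 11614 and 9865 cells to the epithelial cells, 3088 and 2649 to T cells, 2208 and 2601 to macrophages, 1053 and 1077 to neutrophils, 943 and 926 to B cells, 732 and 785 to mast cells, and 347 and 431 to dendritic cells. Fewer cells were endothelial cells (116 and 107), erythroid cells (106 and 30), fibroblasts (57 and 60) and basophils (48 and 40). Assigning each cell to the type whose fixed marker genes had the highest score gave the deposited type for 69.5% of 4809 macrophages, 89.6% of 2130 neutrophils and 53.7% of 21479 epithelial cells.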

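Macrophages made up 10.9% of all cells (exact binomial interval 10.4 to 11.3) in the library labelled *Mir34a* F/F and 14.0% (13.5 to 14.5) in the library labelled *Mir34a* ΔMye, a difference of 3.14 percentage points (2.48 to 3.80). Neutrophils made up 5.18% (4.88 to 5.50) and 5.80% (5.47 to 6.15), a difference of 0.615 points (0.158 to 1.07). Epithelial cells made up 57.2% (56.5 to 57.9) and 53.1% (52.4 to 53.8), and their share fell by 4.06 points (3.07 to 5.05). The differences exceeded counting error, but with 1 library per genotype they could not be set against the spread between mice. Assigning cells by marker score moved the epithelial and neutrophil shares most. The epithelial share then fell by 17.0 points, and the neutrophil share changed direction and fell by 1.01 points. With epithelial cells left out of the denominator, neutrophils made up 12.1% (11.4 to 12.8) and 12.4% (11.7 to 13.1), with overlapping intervals. The odds ratios in the paper's Table S4, which were computed on cells, are 1.34 for macrophages, 1.13 for neutrophils and 0.849 for epithelial cells. The same odds ratios followed from the cell counts here.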

CACs from *Mir34a*^*ΔMye*^ mice showed an increase of macrophages and neutrophils, and a decrease of tumor epithelial cells when compared to *Mir34a*^*F/F*^ CACs (Fig. 2B). As determined by Cellchat, Csf1/Csf1r signaling, which plays an important role in macrophage recruitment and polarization [40], was elevated in *Mir34a*^*ΔMye*^ CACs (Fig. 2C). This increase is presumably based on the elevated expression of the *Csf1* ligand in neutrophils, mast cells, fibroblasts and basophils as well as on the elevated levels of *Csf1r* in macrophages, neutrophils, and dendritic cells in *Mir34a*^*ΔMye*^ CACs (Fig. 2D). Moreover, *Mir34a*^*ΔMye*^ macrophages displayed elevated expression of *Socs3*, which is a target of Stat3 signaling that is activated by Csf1r [40] (Fig. 2D). Furthermore, Cellchat analyses showed that Cxcr2 signaling, which plays an important role in neutrophil recruitment [41, 42] was elevated in *Mir34a*^*ΔMye*^ CACs (Fig. 2E), which may be due to the elevated expression of *Cxcr2* receptor in neutrophils and increased expression of *Cxcl1* and *Cxcl3* in basophils (Fig. 2F). Moreover, *Mir34a*^*ΔMye*^ neutrophils show elevated expression of *Socs3* (Fig. 2D), which can be induced by Cxcr2-mediated activation of Stat3 [43]. These results imply that the elevated Csf1r and Cxcr2 signaling observed in *Mir34a*^*ΔMye*^ CACs could be responsible for a stronger recruitment and a consequent increase of macrophages and neutrophils.

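The *Csf1* ligand had 312 UMIs (278 to 349) in neutrophils of the library labelled *Mir34a* F/F and 895 UMIs (837 to 956) in those of the library labelled *Mir34a* ΔMye, a mean per 10000 UMIs of 0.836 and 1.14 and a log2 ratio of 0.45 (0.26 to 0.64). The ratio was 0.92 (0.68 to 1.15) in mast cells and 0.52 (0.21 to 0.83) in the 48 and 40 basophils, where *Csf1* reached its highest means, 6.64 and 9.49. In fibroblasts, which had 28 UMIs (18.6 to 40.5) and 60 UMIs (45.8 to 77.2) in 57 and 60 cells, the log2 ratio was -0.46 (-1.13 to 0.24), so that no difference was detectable at this depth. In epithelial cells, *Csf1* had means of 0.164 and 0.149.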

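*Csf1r* had 10382 UMIs (10183 to 10584) in macrophages of the library labelled *Mir34a* F/F and 23817 (23515 to 24121) in those of the library labelled *Mir34a* ΔMye. The means were 5.0 and 5.7, a log2 ratio of 0.18 (0.15 to 0.21). In neutrophils the means were lower, 0.418 and 0.565, with a log2 ratio of 0.43 (0.20 to 0.67), and in dendritic cells 0.544 and 0.801, with a log2 ratio of 0.56 (0.29 to 0.83). T cells, which should lack *Csf1r*, had means of 0.217 and 0.208, and subtracting them moved the value of neutrophils most, to a log2 ratio of 0.83. *Csf1r* was found in 16.2% and 30.8% of neutrophils at median depths of 4107 and 7330 UMIs, and in 7.55% and 13.6% of T cells at 3548 and 8043 UMIs. After thinning, these shares were 4.09% and 5.76% against 1.86% and 2.46%, with 27 and 1 neutrophils and 84 and 7 T cells left out as too shallow. The CellChat communication probabilities were not analysed here. From the levels of ligand and receptor, the paper proposes an explanation of the elevated Csf1/Csf1r signaling.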

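*Socs3* had 2714 UMIs (2613 to 2818) and 7183 UMIs (7018 to 7351) in macrophages of the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye. The means per 10000 UMIs were 1.53 and 1.73, a log2 ratio of 0.18 (0.11 to 0.24). T cells had means of 0.594 and 0.539.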

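*Cxcr2* had 928 UMIs (869 to 990) in neutrophils of the library labelled *Mir34a* F/F and 2463 UMIs (2367 to 2562) in those of the library labelled *Mir34a* ΔMye, with means per 10000 UMIs of 1.76 and 2.58 and a log2 ratio of 0.55 (0.44 to 0.66). It was found in 46.8% and 65.6% of neutrophils, and in 14.7% and 20.1% of them after thinning. In T cells, the shares were 0.972% and 1.28%, and 0.266% and 0.189% after thinning. In basophils, *Cxcl1* had 12 UMIs (6.2 to 21.0) and 27 UMIs (17.8 to 39.3), and its mean was 0.844 and 0.728, a log2 ratio of -0.21 (-1.24 to 0.90). These means were close to those of T cells, 1.22 and 0.664. *Cxcl3* had 85 UMIs (67.9 to 105) and 168 UMIs (144 to 195) in basophils, with means of 3.50 and 3.06 and a log2 ratio of -0.19 (-0.58 to 0.20). For neither chemokine was a difference between the libraries detectable at this depth.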

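In neutrophils, *Socs3* had 390 UMIs (352 to 431) in the library labelled *Mir34a* F/F and 902 UMIs (844 to 963) in the library labelled *Mir34a* ΔMye. The means per 10000 UMIs were 0.732 and 0.905, a log2 ratio of 0.31 (0.13 to 0.48).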

**Fig. 2:**
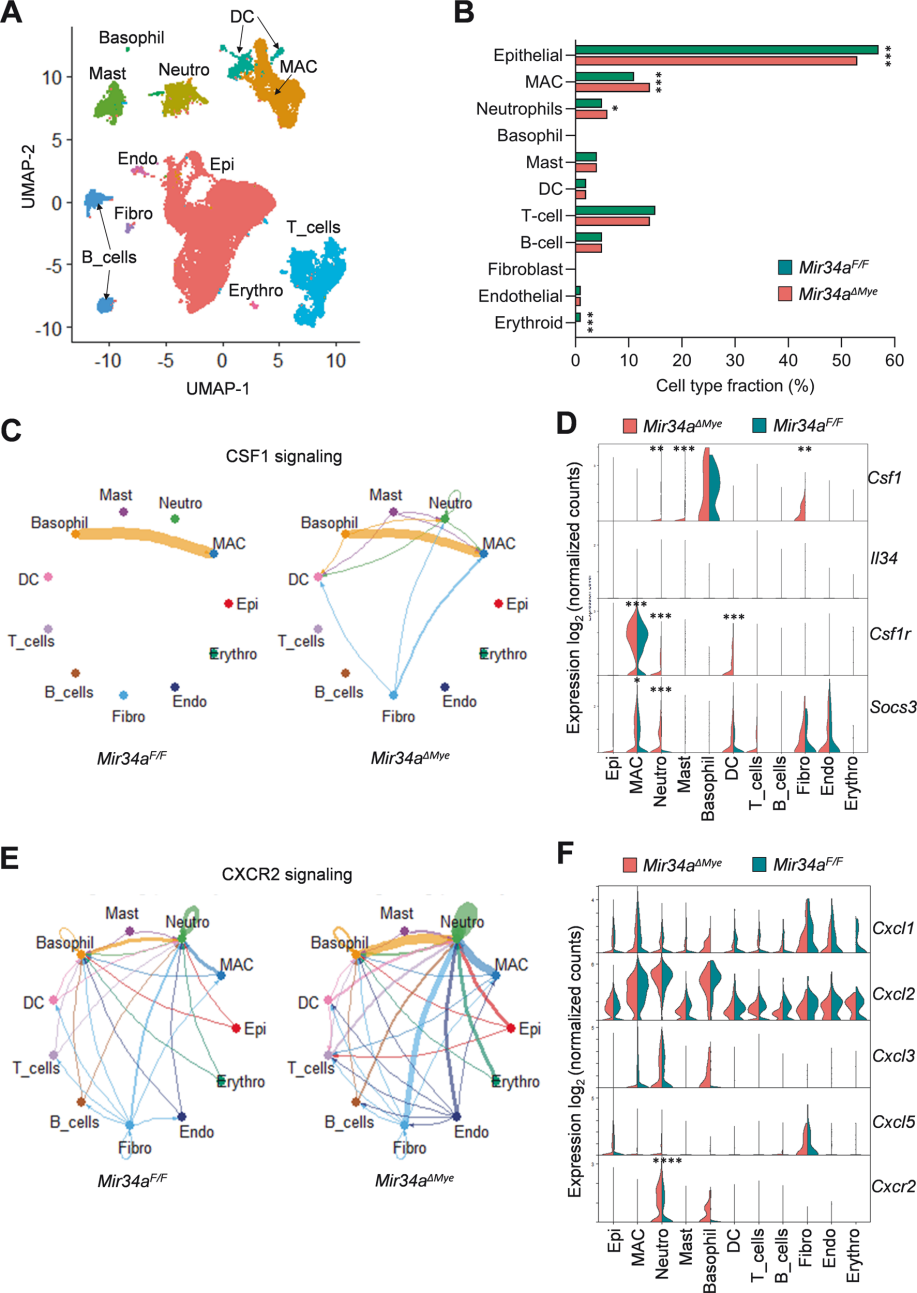
scRNA-Seq analysis of CACs and their microenvironment in mice with myeloid-specific deletion of *Mir34a.* **A** Combined UMAP plot showing subtypes of all cells (38,883 cells) from CACs, derived from *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ mice. **B** Proportions of major cell types in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. **C** CSF1 signaling networks between indicated cell types in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. The edge width represents the communication probability. **D** Expression of CSF1 signaling components in indicated cell types in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. **E** CXCR2 signaling networks between indicated cell types in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. The edge width represents the communication probability. **F** Expression of CXCR2 signaling components in indicated cell types in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. Significance was determined as described in the methods section scRNA-Seq data analysis (*p* < 0.05*; *p* < 0.01**; *p* < 0.001*** and *p* < 0.0001****). The mRNAs not marked with asterices did not reach significance in their differential expression.

### scRNA-Seq analysis of CAC cells

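Within a cell type, the cells of both libraries were clustered again with Seurat, after integration on 2000 variable genes with 30 dimensions, at a resolution of 0.5. A cluster was named after a subtype, as X-like, where at least 3 of the subtype's fixed markers were detected and they were high enough. It stayed unnamed where the markers of another cell type were higher, its leading genes contradicted the name, or its cells were shallow. The threshold, a mean log2 fold of at least 1 or a marker among the 10 leading genes, was set after seeing the clusters. Epithelial cells gave 13 clusters. Clusters 1 and 10 were Krt20-like, clusters 4 and 5 Lgr5-like, cluster 7 Ki67-like, and clusters 9 and 11 Ribosomal-like. Cluster 5 was led by *Rgs6*, *Mdga2* and *Ptn*, and cluster 1 by immune response genes such as *Saa2*, *Ifit1bl1* and *Ifit2* besides *Clca4a*. Clusters 2, 3, 6, 8, 12 and 13 stayed unnamed. Among them, cluster 2 was led by mitochondrial genes, cluster 6 by immunoglobulin genes, cluster 8 by *Defa* genes and *Tff3*, cluster 12 by T-cell genes, and cluster 13, with 6 and 9 cells, by *Chgb* and *Chga*. *Peak1* was a lone marker, on which no cluster was named.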

Next, we divided CAC cells (7848 cells from *Mir34a*^*ΔMye*^ CACs and 8823 cells from *Mir34a*^*F/F*^ CACs) into six subtypes (Krt20+, Peak1+, Lgr5+, Inflammatory, Ki67+, and Ribosomal) (Fig. 3A, B). These included a subtype characterized by high expression of the colonic stem cell marker *Lgr5* and elevated Wnt signaling, a subtype with high levels of the pan-differentiation marker *Krt20*, and a subtype of proliferating cells, which were positive for *Ki67* (Fig. 3B). These 3 subtypes were more abundant in *Mir34a*^*F/F*^ CACs (Fig. 3C). In contrast, a subtype characterized by inflammatory chemokine and cytokine signaling was increased in *Mir34a*^*ΔMye*^ CACs (Fig. 3C, D). These cells expressed pro-inflammatory genes, such as *Cd74*, *S100a8*, and *S100a9*, which have been shown to contribute to the progression of various cancer types [44, 45] (Fig. S2). 

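Since *Lgr5*, *Krt20* and *Mki67* define these subtypes, their shares were compared after clustering without the subtype markers, an alternative chosen after seeing the data. All 11614 and 9865 annotated epithelial cells were the denominators, whereas the paper's sub-clustering used 8823 and 7848 cells. Of the Lgr5-like clusters, one held 11.6% (11.0 to 12.2) of epithelial cells in the library labelled *Mir34a* F/F and 10.5% (9.92 to 11.1) in the library labelled *Mir34a* ΔMye, and the other 10.9% (10.3 to 11.4) and 4.89% (4.47 to 5.33). The Ki67-like cluster held 6.92% (6.47 to 7.40) and 4.91% (4.49 to 5.35). The Krt20-like cluster held 2.05% (1.80 to 2.32) and 2.02% (1.75 to 2.31). A pair of clusters whose *Krt20* markers were raised but stayed below the naming threshold were left out of these shares. The larger held 22.8% (22.1 to 23.6) and 19.1% (18.4 to 19.9), and the smaller, led by *Ifit3*, 1.17% (0.983 to 1.38) and 1.43% (1.20 to 1.68). With the subtype markers kept, the Krt20-like cluster 1 held 2852 and 2093 cells in these libraries, and cluster 10 held 208 and 173. The Lgr5-like clusters 4 and 5 then held 1596 and 1228, and 1308 and 473 cells. The Ki67-like cluster 7 held 811 and 535.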

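No cluster could be named after the inflammatory subtype. The fixed inflammatory markers were highest in cluster 6, but the markers of plasma cells were higher there. Cluster 6 held 187 of 11614 epithelial cells in the library labelled *Mir34a* F/F, 1.61% (1.39 to 1.86), and 1415 of 9865 in the library labelled *Mir34a* ΔMye, 14.3% (13.7 to 15.1). Of its cells, 88.3% came from the library labelled *Mir34a* ΔMye. Its cells had a median of 1379 and 1433 UMIs, while the other epithelial cells of the library labelled *Mir34a* ΔMye had a median of 7916.5. Its leading genes included *Iglc2*, *Ighg2c*, *Ighg1*, *Jchain* and *Igkc*. Clustered without the subtype markers, its counterpart held 1.42% (1.21 to 1.65) and 13.0% (12.3 to 13.7).

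**Figure D1:**
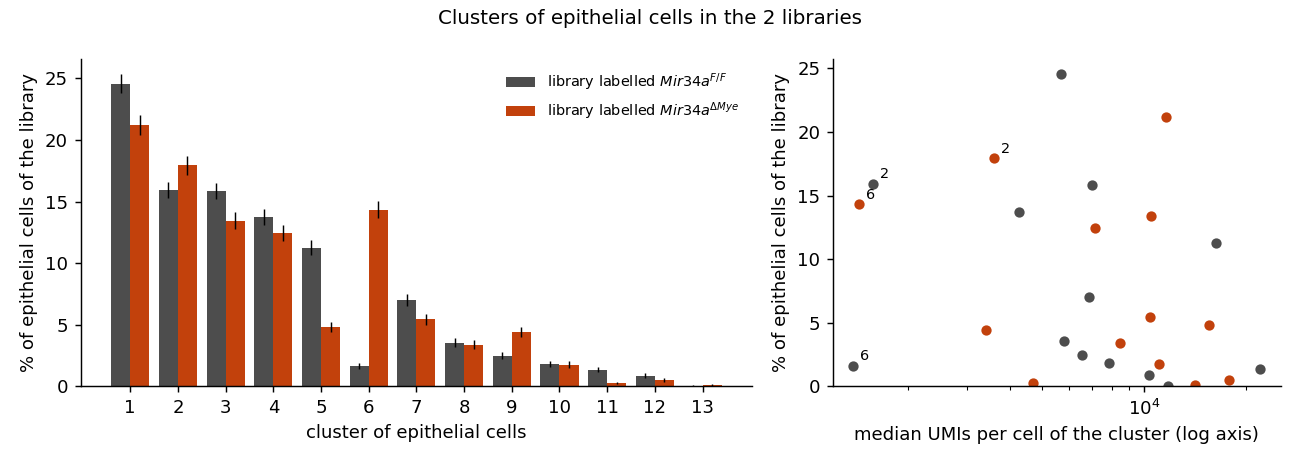
Clusters of epithelial cells in the libraries labelled *Mir34a* F/F (grey) and *Mir34a* ΔMye (orange). Left, bars give the share of each cluster in % of the epithelial cells of the library, with exact binomial intervals for counting error only. Right, each point is a cluster in 1 library, with its median UMIs per cell on a logarithmic axis against the same share, and clusters 2 and 6 are numbered. Cluster 6 lies at 1379 and 1433 UMIs, with 1.61% and 14.3% of the epithelial cells.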

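Among the 13 clusters, cluster 6 had the highest mean per 10000 UMIs of *Cd74* (11.2, next 6.13 in cluster 11), *S100a8* (14.6, next 7.38) and *S100a9* (16.9, next 8.41, both in cluster 11). The means in cluster 6 were 8.02 and 11.6 for *Cd74*, 16.5 and 14.3 for *S100a8*, and 18.3 and 16.7 for *S100a9* in the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye. Neutrophils had *S100a8* means of 610.3 and 426, and macrophages had *Cd74* means of 47.0 and 72.1. Genes of other cell types were also highest in cluster 6, among them *Igkc* (103.3, next 58.0) and the mast cell gene *Cpa3* (1.14, next 0.547). These ranks are over both libraries together, and in the library labelled *Mir34a* ΔMye the 24 cells of cluster 11 had higher means of *Cd74* (17.8), *Igkc* (161) and *Cpa3* (1.24) than cluster 6.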

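In cluster 6 of the epithelial cells, *Epcam* was found in 64.7% and 68.3% of cells in the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye, with means per 10000 UMIs of 7.66 and 8.01. T cells, which do not express *Epcam*, had means of 4.28 and 2.79. *Csf1r* was found in 8.02% and 11.4% of the cells of cluster 6, with means of 0.319 and 0.730. In cluster 1, whose cells are deeper (5686 and 11560 UMIs), *Csf1r* was found in 10.4% and 16.9%, with means of 0.181 and 0.170. *Adgre1* rested on 6 and 70 UMIs in cluster 6, and its means were 0.1265 and 0.281, against 0.0455 and 0.0520 in cluster 1. *Tyrobp* was found in 32.1% and 25.4% of the cells of cluster 6, with means of 2.36 and 1.975, and in 25.1% and 34.45% of the cells of cluster 1, with means of 0.553 and 0.446. T cells had *Tyrobp* means of 1.21 and 1.03.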

Beside epithelial markers, such as *Epcam*, these cells also expressed macrophage marker genes, including *Csf1r* and *Adgre1* (F4/80), as well as the macrophage fusion receptor *Tyrobp* (DAP12) (Fig. 3E). We also analyzed the expression of *Tyrobp* mRNA in the publicly available RNA-Seq data (SRP097890) obtained with the iKAP mouse model of metastatic CRC. The iKAP mouse model harbors conditional alleles of the most common mutations found in human CRC allowing to recapitulate CRC progression, i.e., *K-RAS,* *APC* and *p53* [46]. The expression of *Tyrobp* was lowest in normal colon (NC), increased in non- and low-invasive tumors (TA and T1) and reached its highest level in tumors that invade through the serosa and the outer intestinal wall (T4) and was still elevated in the corresponding liver metastases (Fig. S3A). In human CRC patients, high expression of *Tyrobp* was significantly associated with poor survival in the majority of ten analyzed CRC patient cohorts (Fig. S3B). Since *Mir34a*^*ΔMye*^ CACs showed increased invasion (Fig. 1E), we analyzed the expression of EMT-associated genes, which play an important role in tumor invasion [47]. 

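In epithelial cells, *Cdh1* had 56312 UMIs in the library labelled *Mir34a* F/F and 45805 in the library labelled *Mir34a* ΔMye, means per 10000 UMIs of 5.51 and 4.56, and a log2 ratio of -0.28 (-0.29 to -0.26). The log2 ratio was -0.21 (-0.24 to -0.18) for *Rbm47*, -0.68 for *Krt8*, -0.70 for *Cldn7* and -0.63 for *Cldn4*. These ratios are set against a general shift, since the median over 8978 genes of epithelial cells was -0.22, with 1063 genes higher and 7915 lower in the library labelled *Mir34a* ΔMye. Relative to this median, *Cdh1* was at -0.055, *Rbm47* at 0.012, *Krt8* at -0.46, *Cldn7* at -0.48 and *Cldn4* at -0.41. When immunoglobulin, mitochondrial and ribosomal RNA-like genes were left out of the totals, the median moved by 0.28 to 0.055, with 5516 genes higher and 3462 lower, and *Cdh1* and *Rbm47* changed direction, to 0.011 and 0.087, or -0.044 and 0.032 relative to the median.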

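*Zeb2* had 3022 UMIs (2915 to 3132) in epithelial cells of the library labelled *Mir34a* F/F and 4805 UMIs (4670 to 4943) in those of the library labelled *Mir34a* ΔMye. Its means were 0.540 and 1.00, a log2 ratio of 0.90 (0.83 to 0.96), or 1.12 above the median of all genes. Restricting the epithelial cells to at least 500 expressed mRNAs and under 10% mitochondrial content moved it most, to 1.45. Without the cells of cluster 6, an alternative chosen after seeing the data, the log2 ratio was 0.46. *Zeb2* was found in 17.6% and 33.6% of epithelial cells, and in 4.13% and 8.46% after thinning, with 627 and 160 cells left out. Other cell types had more *Zeb2*, with means of 14.0 and 16.2 in macrophages and 3.45 and 5.06 in T cells.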

The expression of epithelial cell state-associated genes *Cdh1, Rbm47, Krt8, Cldn7*, and *Cldn4* was decreased in *Mir34a*^*ΔMye*^ CAC cells, whereas the expression of the mesenchymal cell state-associated gene *Zeb2* was increased (Fig. 3F). However, the expression of the mesenchymal cell state associated genes *Vim, Snai1, Snai2*, and *Zeb1* did not differ (Fig. 3F), suggesting that CAC cells in *Mir34a*^*ΔMye*^ tumors underwent a partial EMT. 

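*Vim* had means per 10000 UMIs of 1.30 and 1.29 in epithelial cells of the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye, a log2 ratio of -0.010 (-0.048 to 0.029). With UMIs summed over cells, the ratio was -0.69. *Snai1* had 86 UMIs (68.8 to 106) and 71 UMIs (55.5 to 89.6), a log2 ratio of -0.12 (-0.59 to 0.35), and *Snai2* had 12 UMIs (6.2 to 21.0) and 5 UMIs (1.62 to 11.7), with a log2 ratio of -1.76 (-3.61 to -0.15) that became 0.18 after thinning. The interval of this ratio lies around the ratio of means, and the UMI intervals of *Snai2* overlap, so its direction is not settled. *Zeb1* had 1814 and 2318 UMIs, means of 0.278 and 0.420, and a log2 ratio of 0.59 (0.51 to 0.68), or 0.15 with a pseudocount of 1. T cells had *Zeb1* means of 11.1 and 14.5, and without the cells of cluster 6 the log2 ratio was 0.14. From decreased epithelial and increased *Zeb2* expression without a difference in the other mesenchymal genes, the paper proposes a partial EMT of the CAC cells.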

Epithelial cell state-associated genes including *Cdh1* were pre-dominantly expressed in the  more differentiated, Krt20^+^ CAC cells and decreased in the inflammatory CAC cells (Fig. 3G). 

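*Cdh1* was highest in the Krt20-like clusters 10 and 1, with means per 10000 UMIs of 6.89 and 6.75, and lowest in the Ribosomal-like cluster 9, with 2.57. Cluster 6, where the inflammatory markers were highest, had means of 4.26 and 4.63 in the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye. In cluster 1 the means were 7.205 and 6.13.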

In contrary, the mesenchymal cell state associated gene *Zeb2* was mainly expressed in the inflammatory CAC cells (Fig. 3G). 

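Over both libraries together, *Zeb2* had its highest mean per 10000 UMIs, 2.71, in cluster 6, followed by 1.125 in the mitochondrial cluster 2. In the library labelled *Mir34a* ΔMye, the 24 cells of cluster 11 had a higher mean (3.35) than cluster 6 (2.78). Cluster 6 held 50 of the 3022 *Zeb2* UMIs of epithelial cells in the library labelled *Mir34a* F/F and 637 of 4805 in the library labelled *Mir34a* ΔMye. *Zeb2* was found in 22.5% and 33.1% of its cells. In cluster 1, with more UMIs per cell, it was found in 15.9% and 34.8%, with means of 0.371 and 0.462.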

In the iKAP mouse model the expression of *Zeb2* increased from normal colon (NC) towards non- and low-invasive tumors (TA and T1) and reached its highest level in tumors that invade through the serosa and the outer intestinal wall (T4) (Fig. S3C). In human CRC patients, high expression of Zeb2 was significantly associated with poor survival in the majority of ten analyzed CRC patient cohorts (Fig. S3D). Taken together, myeloid *Mir34a*-deficient CACs show a prominent increase of cancer cells with enhanced inflammatory signaling, which display a partially mesenchymal signature and may therefore represent cancer cells with enhanced migratory and invasive capacities.

**Fig. 3:**
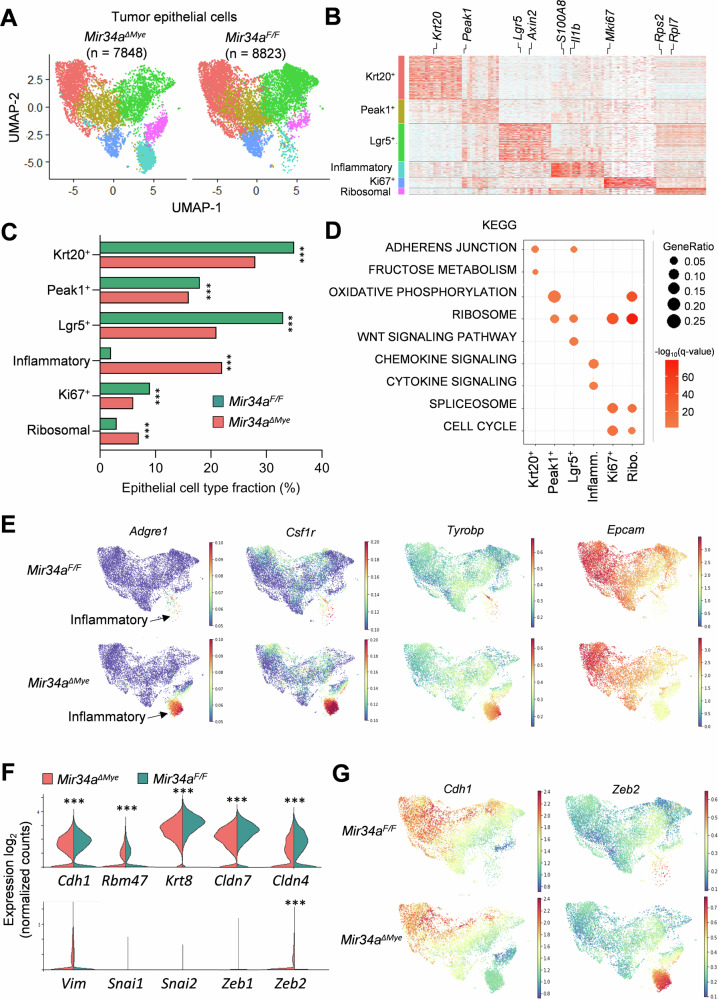
scRNA-Seq analysis of CAC cells in mice with myeloid-specific deletion of *Mir34a.* **A** UMAP plot showing subtypes of tumor epithelial cells from CACs, derived from *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ mice. **B** Heatmap of top ten differentially expressed genes in each tumor epithelial cell subtype. **C** Proportions of tumor epithelial cell subtypes in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. **D** Enrichment of indicated MsigDB Hallmark gene sets in differentially expressed genes for each tumor epithelial cell subtype. **E** UMAP plots of tumor epithelial cells colored by the expression of indicated mRNAs. **F** Expression of indicated EMT-related mRNAs in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ tumor epithelial cells. **G** UMAP plots of tumor epithelial cells colored by the expression of indicated EMT-related mRNAs. Significance was determined as described in the methods section scRNA-Seq data analysis (*p* < 0.001***). The mRNAs not marked with asterices did not reach significance in their differential expression.

### scRNA-Seq analysis of neutrophils in the TME

Sub-clustering of neutrophils (1128 cells from *Mir34a*^*ΔMye*^ CACs and 1115 cells from *Mir34a*^*F/F*^ CACs) revealed nine subtypes (Fig. 4A, B). 

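The annotated neutrophils, 1053 and 1077 cells, gave 10 clusters at a resolution of 0.5. Cluster 1 was Neutro2-like, cluster 2 Neutro3-like and cluster 9 Neutro1-like. The other clusters stayed unnamed, and genes of other cell types led several of them. Cluster 7 was led by T-cell genes such as *Cd3g*, cluster 8 by macrophage genes such as *C1qc*, cluster 10 by B-cell genes such as *Cd79a*, and cluster 3 by epithelial and hemoglobin genes such as *Clca4a* and *Hba-a1*, with a median of 9780 and 16017 UMIs per cell against 4107 and 7330 in all neutrophils. Cluster 6 was led by mitochondrial genes.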

Differentiation trajectory and RNA velocity analyses predicted three lineages of neutrophil differentiation, which initiate at subtype Neutro1, continue via subtypes Neutro2 and Neutro3, and terminate at subtypes TAN1, TAN2, and TAN3 (Fig. 4C–F). Recently, a “neutrotime” transcriptional signature has been characterized, which includes mRNAs encoding factors relevant for differentiation of pre-neutrophils residing in the bone marrow into mature neutrophils in blood and spleen [48]. Our results show that during neutrophil differentiation in *Mir34a*^*F/F*^ and *Mir34a*^*ΔMye*^ CACs the expression of early neutrotime genes decreases, whereas the expression of late neutrotime genes initially increases and then also decreases (Fig. 4G). These results suggest that the differentiation of neutrophils from subtype Neutro1 to subtypes Neutro2 and Neutro3 recapitulates the neutrotime lineage in healthy neutrophil populations, whereas other subtypes might represent tumor associated neutrophils (TAN). The abundance of neutrophil subtypes between *Mir34a*^*F/F*^ and *Mir34a*^*ΔMye*^ mice was similar except for subtype TAN5, which was present primarily in *Mir34a*^*ΔMye*^ mice (Fig. 4H). These neutrophils showed an enrichment of IL6/STAT3 and reactive oxygen species (ROS) signaling (Fig. 4I). 

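The TAN subtypes rest on too few fixed markers to be named, so clusters of neutrophils were compared by number. *Spink1*, the marker of TAN5, was highest in cluster 4, with a mean per 10000 UMIs of 4.08 (next 1.41 in cluster 2). Cluster 4 held 90 of 1053 neutrophils in the library labelled *Mir34a* F/F, 8.55% (6.93 to 10.4), and 134 of 1077 in the library labelled *Mir34a* ΔMye, 12.4% (10.5 to 14.6), so that 59.8% of its cells came from the library labelled *Mir34a* ΔMye. Its cells were shallow, with a median of 1125.5 and 2173 UMIs. With 224 cells it is larger than TAN5 in the paper's Table S4, and it was not taken as TAN5. The intervals of the libraries overlapped for clusters 1, 6, 7, 8, 9 and 10. Cluster 2 held 13.5% (11.5 to 15.7) and 19.0% (16.7 to 21.5), cluster 3 held 17.8% (15.5 to 20.2) and 12.5% (10.6 to 14.7), and cluster 5 held 10.5% (8.75 to 12.6) and 6.96% (5.52 to 8.65).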

Finally, we determined differential mRNA expression between *Mir34a*^*F/F*^ and *Mir34a*^*ΔMye*^ neutrophils (Fig. 4J and extended data 1) and showed that 40 (14 expressed in at least 50% of the cells) published miR-34a targets, such as *Mmp9, Notch2, Nampt, Cd44, Foxp1* and *Csf1r*, were among the mRNAs upregulated in *Mir34a*^*ΔMye*^ neutrophils (Fig. 4K). Moreover, 59 significantly upregulated genes in *Mir34a*^*ΔMye*^ neutrophils represent potential, not yet published miR-34a targets, with 26 of them expressed in at least 50% of the cells (extended data 1). Among these miR-34a targets the increased levels of Matrix metalloproteinase 9 (Mmp9) might play an important role in the enhanced progression of *Mir34a*^*ΔMye*^ CACs, because it has been shown that neutrophil-secreted Mmp9 can break down collagen and remodel the ECM to promote tumor cell invasion and metastasis [49]. 

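In neutrophils, *Mmp9* had 1985 UMIs (1899 to 2074) in the library labelled *Mir34a* F/F and 5302 UMIs (5160 to 5447) in the library labelled *Mir34a* ΔMye, means per 10000 UMIs of 3.74 and 5.41, and a log2 ratio of 0.53 (0.46 to 0.61). Thinning the cells moved it most, to 0.77. The log2 ratio was 0.66 for *Notch2*, 0.64 for *Nampt*, 0.62 for *Cd44* and 0.33 for *Foxp1*. These mRNAs were also higher in T cells, in which LysM-Cre does not act, by log2 ratios of 0.28 for *Notch2*, 0.31 for *Nampt*, 0.40 for *Cd44*, 0.23 for *Foxp1* and 0.27 for *Mmp9*. *Mmp9* was found in 62.8% and 75.5% of neutrophils and in 5.73% and 9.14% of T cells. T cells served as the background for *Mmp9*, whose UMIs there may be free RNA of neutrophils. Its ratio in T cells is therefore no control for loss of *Mir34a* in cells with Cre.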

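The published targets of extended data 1 were taken as a list of 54 genes from its complete sheets for macrophages and neutrophils. The study picked the listed genes from these libraries, so the list is not independent evidence. In neutrophils, 52 of the genes were expressed at a mean of at least 0.1 per 10000 UMIs. Their median log2 ratio was 0.38, with 43 genes higher and 9 lower in the library labelled *Mir34a* ΔMye. Of 10000 random lists matched on mean expression, the middle 95% had medians from -0.18 to 0.12, and the list stood at percentile 100.0. In T cells, 53 genes of the list had a median of 0.18 and stood at percentile 99.9. Percentiles describe these libraries only, since no count of changed genes was made with 1 library per genotype.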

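A potential target was looked for by sequence. Of the 32291 genes, 3088 had an annotated 3′ UTR with a match to the miR-34a seed (CACTGCC), 1067 of them followed by A (CACTGCCA). In neutrophils, 1349 of these genes were expressed, and their median log2 ratio was -0.061, with 590 genes higher and 759 lower in the library labelled *Mir34a* ΔMye. Matched random lists had medians from -0.15 to -0.11 (middle 95%), so that the list stood at percentile 100.0. Seeds with permuted bases gave lists at least as far above random lists for 49 of 100 permutations, and random lists matched also on 3′ UTR length, an alternative chosen after seeing the data, put the list at percentile 52.1. The meta-analysis score behind the paper's count of potential targets was not analysed here.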

*Mmp9* was primarily expressed in Neutro1-3 neutrophil subtypes (Fig. S4). 

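*Mmp9* is itself among the markers by which the Neutro2-like cluster was named. Its mean per 10000 UMIs was 6.91 in the Neutro2-like cluster 1, 6.855 in the Neutro1-like cluster 9, 5.37 in the Neutro3-like cluster 2 and 5.05 in the mitochondrial cluster 6. It was 1.67 in cluster 4 and 1.56 in cluster 5, the lowest of the 10 clusters. In the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye, the means were 5.50 and 8.37 in cluster 1, 5.46 and 9.33 in cluster 9, and 4.74 and 5.81 in cluster 2. From the raised *Mmp9* level and the known role of Mmp9 secreted by neutrophils in remodeling the ECM, the paper proposes that *Mmp9* contributes to the progression of the CACs.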

Taken together, *Mir34a*^*ΔMye*^ neutrophils show an increased expression of the miR-34a target *Mmp9*, which could contribute to the promotion of tumor progression and invasion. Furthermore, the TAN5 subtype, which showed enrichment in IL6/STAT3 and ROS signaling, was almost exclusively present in *Mir34a*^*ΔMye*^ mice.

**Fig. 4:**
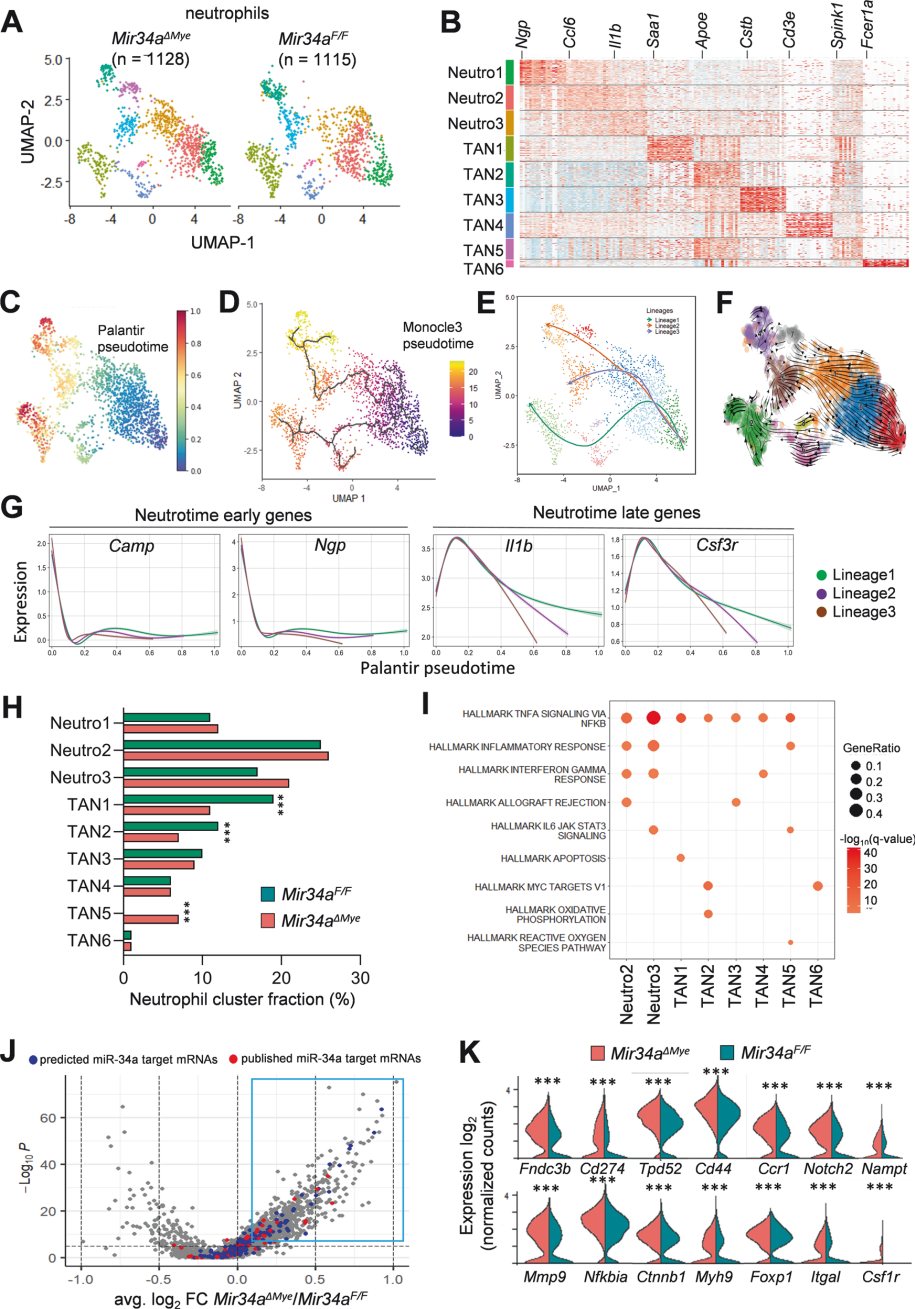
scRNA-Seq analysis of CAC-associated neutrophils in mice with myeloid-specific deletion of *Mir34a.* **A** UMAP plot showing subtypes of neutrophils in CACs derived from *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ mice. **B** Heatmap of the top ten differentially expressed genes in each neutrophil subtype. **C** UMAP plot showing the Palantir pseudotime of neutrophils. The color indicates pseudotime directionality from the earliest (blue) to the latest (red). **D** UMAP plot showing the Monocle analysis of neutrophils. The color indicates pseudotime directionality from the earliest (blue) to the latest (yellow). **E** UMAP plot showing the Slingshot analysis of neutrophils. Terminal cell lineages are indicated. **F** RNA velocity analysis of neutrophil subtypes with vector fields representing RNA velocity projected onto the UMAP plot. **G** Expression trends of indicated Neutrotime mRNAs for the indicated neutrophil lineages. **H** Proportions of neutrophil subtypes in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. **I** Enrichment of indicated MsigDB Hallmark gene sets in differentially expressed genes for each neutrophil subtype. **J** Volcano plot of genes differentially expressed between *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ neutrophils. Predicted and published miR-34a targets are indicated in blue and red, respectively. **K** Expression of indicated miR-34a target mRNAs in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ neutrophils. Significance was determined as described in the methods section scRNA-Seq data analysis (*p* < 0.001***). The mRNAs not marked with asterices did not reach significance in their differential expression.

### scRNA-Seq analysis of macrophages in the TME of CACs

Sub-clustering analysis of macrophages and monocytes (2508 cells from *Mir34a*^*ΔMye*^ CACs and 2090 cells from *Mir34a*^*F/F*^ CACs) identified one monocyte (Ly6c2^+^) and six macrophage subtypes (Mrc1^+^, Cdk8^+^, Spp1^+^, Mitochondrial^+^, Nr4a^+^, and Nos2^+^) (Fig. 5A, B). 

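The annotated macrophages, 2208 and 2601 cells, gave 13 clusters at a resolution of 0.5. Cluster 1 was Mrc1-like, cluster 3 Spp1-like, cluster 4 Monocyte-like and cluster 10 Mt-like, led by mitochondrial genes. The *Nr4a* markers met the threshold in cluster 6, but its leading genes were *Ccl17*, *Ccl22* and *Ccr7*, of which *Ccr7* is a fixed marker of dendritic cells, so it was left unnamed. No cluster could be named after the Cdk8+ or Nos2+ subtypes. Cluster 2, the largest cluster in the library labelled *Mir34a* ΔMye, was led by *Iglc2* and *Ighg2c* and had low UMI counts, as had cluster 5. Clusters 7, 9, 11, 12 and 13 were led by genes of epithelial cells, T cells, dendritic cells, B cells and neutrophils. Cells of cluster 7 were deep, with a median of 11447 and 21254 UMIs.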

Differentiation trajectory analyses using three algorithms (Palantir, Monocle3, and Slingshot) revealed three major lineages of macrophage differentiation: from monocytes towards Mrc1^+^, Nos2^+^, and Cdk8^+^ macrophages (Fig. 5C–E). Similar results were obtained by RNA velocity analysis, which also showed a directional flow of vector fields from monocytes towards the Mrc1^+^, Nos2^+^, and Cdk8^+^ macrophage lineages (Fig. 5F). The Spp1^+^, Mitochondrial^+^, and Nr4a^+^ subtypes presumably represent intermediate stages of macrophages. High expression of *Mrc1* is typical for M2-polarized macrophages, which exhibit pro-tumorigenic and anti-inflammatory features [50], whereas high levels of *Nos2* characterizes M1-polarized macrophages with anti-tumorigenic and pro-inflammatory characteristics [51]. The Mrc1^+^ macrophages were more abundant in *Mir34a*^*ΔMye*^ CACs (Fig. 5G), while Nos2^+^ macrophages were more abundant in *Mir34a*^*F/F*^ CACs (Fig. 5G). These results suggest that the loss of *Mir34a* shifts the polarization of macrophages towards the M2-like state. 

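The Mrc1-like cluster held 367 of 2208 macrophages in the library labelled *Mir34a* F/F, 16.6% (15.1 to 18.2), and 567 of 2601 in the library labelled *Mir34a* ΔMye, 21.8% (20.2 to 23.4), a difference of 5.18 percentage points (2.92 to 7.42). Clustering without the subtype markers, an alternative chosen after seeing the data, moved the difference most, to 1.17 points, since the Mrc1-like cluster then held 4.21% (3.41 to 5.135) and 5.38% (4.55 to 6.32). A further cluster, whose *Mrc1* markers were raised but stayed below the naming threshold, then held 12.1% (10.8 to 13.6) and 15.8% (14.5 to 17.3). Over both libraries together, the *Nos2* mRNA was highest in cluster 8, with a mean per 10000 UMIs of 1.335, led by *Il23a*, *Serpinb2*, *Csf3* and *Il12a*. Cluster 8 held 8.47% (7.34 to 9.71) and 4.31% (3.56 to 5.16) of macrophages. Clustered without the markers, *Il23a* and *Serpinb2* were among the leading genes of a Monocyte-like cluster with 16.5% (15.0 to 18.1) and 10.3% (9.16 to 11.5). The next highest mean of *Nos2*, 1.16, was in cluster 7. By library, the means were 1.805 and 0.551 in cluster 8 and 1.205 and 1.08 in cluster 7, so cluster 7 was higher in the library labelled *Mir34a* ΔMye. Over all macrophages, the log2 ratio was 0.69 (0.63 to 0.74) for *Mrc1* and -0.68 (-0.83 to -0.54) for *Nos2*, which was also lower in T cells, with a log2 ratio of -0.46. *Arg1* was at -1.175 (-1.22 to -1.13) in macrophages and at -1.01 in T cells, and among the macrophage clusters its mean was highest in cluster 8 (13.6, next 8.12 in cluster 3). UMIs of *Nos2* and *Arg1* in T cells may be free RNA of macrophages, so these ratios are no control. The paper uses *Arg1* as an M2 marker and reports it raised in cultured macrophages and, as protein, in the stroma of CACs. Its mRNA in these macrophages went the other way.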

*Mir34a*^*ΔMye*^ CACs also showed a strong increase of the Cdk8^+^ macrophage subtype (Fig. 5G). 

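Over both libraries together, *Cdk8* had means per 10000 UMIs of 10.8 in cluster 2 and 9.97 in cluster 5. In the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye, the means were 2.65 and 12.2 in cluster 2 and 6.87 and 12.6 in cluster 5, so the order of the clusters depends on the mix of libraries. The markers of the Cdk8+ subtype were raised in cluster 2, but those of plasma cells were higher. Cluster 2 held 103 of 2208 macrophages in the library labelled *Mir34a* F/F, 4.66% (3.82 to 5.63), and 599 of 2601 in the library labelled *Mir34a* ΔMye, 23.0% (21.4 to 24.7), so that 85.3% of its cells came from 1 library. Its median depth was 1809 and 2216 UMIs, against 7252 and 11227 in all macrophages. Clustered without the subtype markers, its counterpart held 5.21% and 23.6%. Over all macrophages, *Cdk8* had means of 3.18 and 7.50, a log2 ratio of 1.24 (1.19 to 1.29). *Cdk8* was higher in the library labelled *Mir34a* ΔMye in 11 of 11 cell types, by log2 ratios from 0.40 to 1.94. The ribosomal RNA-like transcript *Gm42418* had means of 369 and 1043 in cluster 2 and 444 and 926.5 in cluster 5, and was also higher in that library in 11 of 11 cell types, by 0.34 to 1.26. Among macrophages matched on *Gm42418*, the log2 ratio of *Cdk8* was 0.060.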

*Cdk8* was shown to enhance β-catenin and MYC activity [52]. Consistently, these macrophages also expressed high levels of MYC target genes (Fig. 5H). Furthermore, Cdk8^+^ macrophages expressed elevated levels of mRNAs encoding enzymes involved in oxidative phosphorylation, which has been associated with M2 macrophage polarization [53]. Next, we determined, which mRNAs display differential expression in *Mir34a*^*F/F*^ vs. *Mir34a*^*ΔMye*^ macrophages (Fig. 5I and extended data 1). 

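Genes were named by a fixed rule, as those with the largest ratios among the genes with a UMI in at least 25% of cells and a mean of at least 0.5 per 10000 UMIs in a library. Of 3451 such genes in macrophages, the median log2 ratio was -0.037. The largest ratios up were those of *Ighg2c* (3.58, 50 and 1129 UMIs), *Iglc2* (2.91), *Gm15564* (2.03), *Jchain* (1.94) and *Ighg1* (1.70). Those down were *Mfge8* (-2.24, 9994 and 2120 UMIs), *Lyz2* (-1.96), *Ccdc162* (-1.50), *Slpi* (-1.50) and *Gm11808* (-1.46). *Mfge8* and *Ighg2c* went the same way in 9 of 9 other cell types with a value, *Lyz2* in 8 of 8, and *Slpi* in 4 of 10. Fold changes in extended data 1 are on the scale of means with a pseudocount of 1. For 57 genes compared there, all were within 1.1 times of the paper's fold on that scale.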

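In macrophages, *Axl* had 2786 UMIs (2683 to 2891) in the library labelled *Mir34a* F/F and 6216 UMIs (6062 to 6372) in the library labelled *Mir34a* ΔMye, means per 10000 UMIs of 1.16 and 1.51, and a log2 ratio of 0.39 (0.32 to 0.45). With a pseudocount of 1, which moved it most, the ratio was 0.22. *Axl* was found in 43.6% and 51.8% of macrophages and in 4.40% and 8.87% of T cells, where the log2 ratio was 0.022. *Tgfbr2* had a ratio of 0.80 (0.23 in T cells), *Ccr1* of 0.37 (0.31), *Nampt* of 0.26 (0.31) and *Foxp1* of 0.21 (0.23). For *Csf1r*, the ratio in T cells was -0.060. Where UMIs of an mRNA in T cells are free RNA of macrophages, their ratio may follow that of macrophages and is then no control. Relative to the median over 8562 genes of macrophages, -0.056, *Csf1r* was at 0.24 and *Axl* at 0.45. Leaving immunoglobulin, mitochondrial and ribosomal RNA-like genes out of the totals moved this median by 0.12, and *Csf1r* and *Axl* then stood at 0.21 and 0.43 relative to it.

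**Figure D2:**
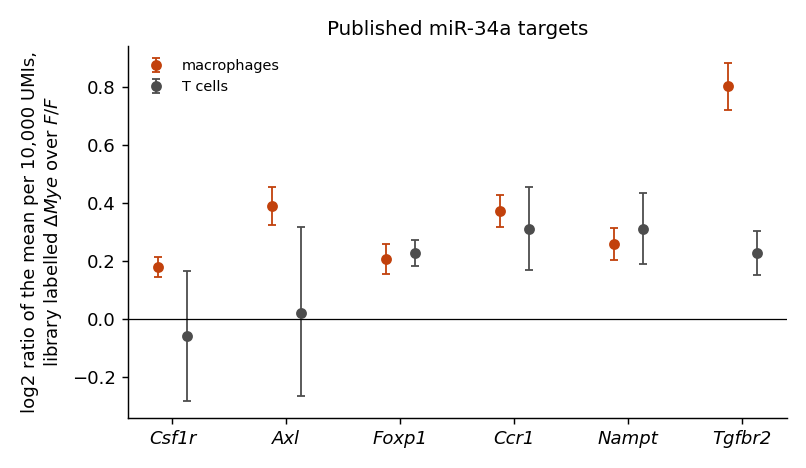
Log2 ratio of the mean per 10000 UMIs, library labelled *Mir34a* ΔMye over library labelled *Mir34a* F/F, of *Csf1r*, *Axl*, *Foxp1*, *Ccr1*, *Nampt* and *Tgfbr2* in macrophages (orange) and T cells (grey). Points are the ratios and bars are 95% counting intervals. *Foxp1* and *Nampt* lie at 0.21 and 0.26 in macrophages and at 0.23 and 0.31 in T cells.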

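The list of published targets had a median log2 ratio of 0.13 over 53 genes in macrophages, with 35 genes higher and 18 lower in the library labelled *Mir34a* ΔMye. The middle 95% of random lists had medians from -0.12 to 0.044, and the list stood at percentile 100.0. In B cells and epithelial cells, the medians of the list were -0.23 (49 genes, percentile 85.3) and -0.12 (49 genes, percentile 99.96). The cells labelled B cells may differ in kind between the libraries, which limits this comparison.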

Among the mRNAs significantly upregulated in *Mir34a*^*ΔMye*^ macrophages were 21 published miR-34a targets, five of them expressed in at least 50% of the cells: *Csf1r*, *Axl*, *Foxp1*, *Ccr1*, *Nampt*, and *Tgfbr2* (Fig. 5J). The expression of these miR-34a targets was highest in Mrc1^+^ M2-like macrophages (Fig. 5K) and upregulated during differentiation into this macrophage lineage as determined by pseudotime analysis (Fig. S5A). 

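Of the 6 mRNAs, 4 had their highest mean per 10000 UMIs in the Mrc1-like cluster 1. These were *Csf1r* (9.55, next 6.29 in cluster 6), *Axl* (2.675, next 2.125 in the Spp1-like cluster), *Nampt* (2.78, next 2.38) and *Tgfbr2* (2.28, next 1.27), over both libraries together. In the library labelled *Mir34a* ΔMye, the 29 cells of cluster 11 had more *Nampt* (3.12) than cluster 1 (2.855). *Foxp1* was highest in cluster 12, led by B-cell genes (10.7), and *Ccr1* in cluster 13, led by neutrophil genes (3.75), while their means in cluster 1 were 2.61 and 3.33. Pseudotime was not analysed here.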

Recently, Zhang and colleagues identified two TAM subtypes expressing *Maf* and *Mgl2* which were sensitive to anti-Csf1r treatment [54]. Here, *Maf* and *Mgl2* were predominantly expressed in the *Mrc1*^*+*^ macrophage subtype, which also expresses *Csf1r* but not *Nos2* (Fig. S5B). 

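*Maf* and *Mgl2* are themselves among the markers that named the Mrc1-like cluster 1. There, their means per 10000 UMIs were 5.37 (next 3.93 in cluster 9) and 1.19 (next 0.653 in cluster 2). *Nos2* had a mean of 0.111 in cluster 1, and was found in 14.45% of its cells at a median depth of 16280.5 UMIs. Over all macrophages, the log2 ratio was 0.15 for *Maf* and 0.66 for *Mgl2*.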

According to our recent miR-34a target meta-analysis [55], 32 of the significantly upregulated mRNAs in *Mir34a*^*ΔMye*^ macrophages represent potential, not yet published miR-34a targets, with seven of them expressed in at least 50% of the cells: *Btg2, Mbln1, Ell2, Prkcb, Cap1, Nf1, and Synj1* (extended data 1). 

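The 7 mRNAs were higher in macrophages of the library labelled *Mir34a* ΔMye, by log2 ratios of 0.51 for *Btg2*, 0.48 for *Mbnl1* (printed as *Mbln1*), 0.45 for *Ell2*, 0.38 for *Prkcb*, 0.28 for *Cap1*, 0.32 for *Nf1* and 0.22 for *Synj1*. In T cells the ratios were 0.30, 0.34, 0.64, 0.41, 0.33, 0.14 and 0.27 in the same order. Of the genes with a seed match in the 3′ UTR, 1515 were expressed in macrophages, and their median log2 ratio was -0.024, with 704 genes higher and 811 lower. Random lists had medians from -0.067 to -0.039, and the list stood at percentile 100.0. In T cells, 1599 genes with a seed match had a median of 0.003 and also stood at percentile 100.0. With random lists matched on 3′ UTR length too, chosen after seeing the data, the percentile was 8.95 in macrophages and 98.8 in T cells.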

The increased levels of *Csf1r* expression might play an important role in the enhanced progression of *Mir34a*^*ΔMye*^ CACs, because Csf1r plays an important role in macrophage recruitment and polarization [40]. Moreover, several other published and potential miR-34a targets that were upregulated in *Mir34a*^*ΔMye*^ macrophages, such as *Axl*, have been associated with M2-polarization and pro-tumorigenic functions in TAMs and might therefore also be involved in the progression of *Mir34a*^*ΔMye*^ CACs [56–58]. In addition, *Pdgfc*, which promotes angiogenesis (reviewed in ref. [59]) and the immunosuppressive cytokine Interleukin 10 (*Il10*), that contributes to tumor immune evasion (reviewed in ref. [60]), were upregulated in *Mir34a*^*ΔMye*^ macrophages, particularly in the Mrc1^+^ subtype (Fig. S6A, S6B). 

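*Pdgfc* had 652 UMIs (603 to 704) in macrophages of the library labelled *Mir34a* F/F and 2020 UMIs (1933 to 2110) in those of the library labelled *Mir34a* ΔMye, with means per 10000 UMIs of 0.319 and 0.463 and a log2 ratio of 0.54 (0.41 to 0.67). *Il10* had 747 UMIs (694 to 803) and 2700 UMIs (2599 to 2804), with means of 0.441 and 0.589 and a log2 ratio of 0.42 (0.30 to 0.54). In T cells, the log2 ratios were 0.30 and 0.38. *Pdgfc* was highest in the Mrc1-like cluster 1, with a mean of 1.14 (0.957 and 1.26 in the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye). *Il10* had a mean of 1.03 in cluster 1 (0.584 and 1.32), and in the library labelled *Mir34a* F/F its mean was higher in cluster 8 (0.959).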

Finally, we analyzed which factors, that are secreted by macrophages, might promote tumor cell invasiveness. CellChat analyzes showed that the semaphorin signaling, which has been previously implicated in tumor progression (reviewed in ref. [61]), is elevated in *Mir34a*^*ΔMye*^ CACs (Fig. S6C). 

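*Sema4d* had 2508 UMIs (2411 to 2608) in macrophages of the library labelled *Mir34a* F/F and 5477 UMIs (5333 to 5624) in those of the library labelled *Mir34a* ΔMye. The means per 10000 UMIs were 1.28 and 1.47, a log2 ratio of 0.19 (0.12 to 0.26). Summing UMIs over cells moved the ratio most, to 0.36. In neutrophils, means of 1.97 and 2.87 gave a log2 ratio of 0.54, and in mast cells, 1.42 and 1.91 gave 0.43. In T cells the means were 1.40 and 1.62 (0.21), and in B cells 0.631 and 0.735 (0.22). Epithelial cells had means of 0.277 and 0.290. *Sema4d* was found in 15.8% and 16.0% of epithelial cells at median depths of 5316 and 6623 UMIs, and in 52.2% and 61.1% of macrophages.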

The Sema4d ligand was expressed in macrophages, neutrophils, mast cells, T-cells, and B-cells (Fig. S6D, S6E) and upregulated in *Mir34a*^*ΔMye*^ CACs (Fig. S6F). Notably, Sema4d is a potential miR-34a target according to our recent miR-34a target meta-analysis [55]. The Plxnb2, which is a receptor for Sema4d, showed the highest expression in tumor epithelial cells (Fig. S6D), suggesting that the elevated levels of Sema4d in *Mir34a*^*ΔMye*^ CACs might have an impact on tumor cells towards increased invasiveness. 

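*Plxnb2* had 9973 UMIs in epithelial cells of the library labelled *Mir34a* F/F and 10085 in those of the library labelled *Mir34a* ΔMye, with means per 10000 UMIs of 1.19 and 1.02, the highest of 11 cell types in both libraries. The next highest were macrophages (0.637) in the library labelled *Mir34a* F/F and erythroid cells (0.568, from 7 UMIs) and fibroblasts (0.532) in the library labelled *Mir34a* ΔMye. Between the libraries, the log2 ratio in epithelial cells was -0.22 (-0.26 to -0.18), equal to the median over all genes. It changed direction with UMIs summed over cells, to 0.11, and with immunoglobulin, mitochondrial and ribosomal RNA-like genes left out of the totals, to 0.020.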

Taken together, these results show that myeloid *Mir34a*-deficiency leads to an increase of macrophages harboring pro-tumorigenic capacities (*Mrc1*^*+*^), presumably by upregulation of *Mir34a* target mRNAs, such as *Csf1r* and *Axl*.

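Within the Mrc1-like cluster 1, *Csf1r* had 3182 UMIs in 367 cells of the library labelled *Mir34a* F/F and 13079 UMIs in 567 cells of the library labelled *Mir34a* ΔMye, with means per 10000 UMIs of 7.92 and 10.6. *Axl* had 925 and 3361 UMIs, with means of 2.47 and 2.81. The median depth of these cells was 10289 and 21638 UMIs. From the larger share of Mrc1+ macrophages and the raised levels of *Csf1r* and *Axl*, the paper proposes that upregulated *Mir34a* targets lead to more pro-tumorigenic macrophages.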

**Fig. 5:**
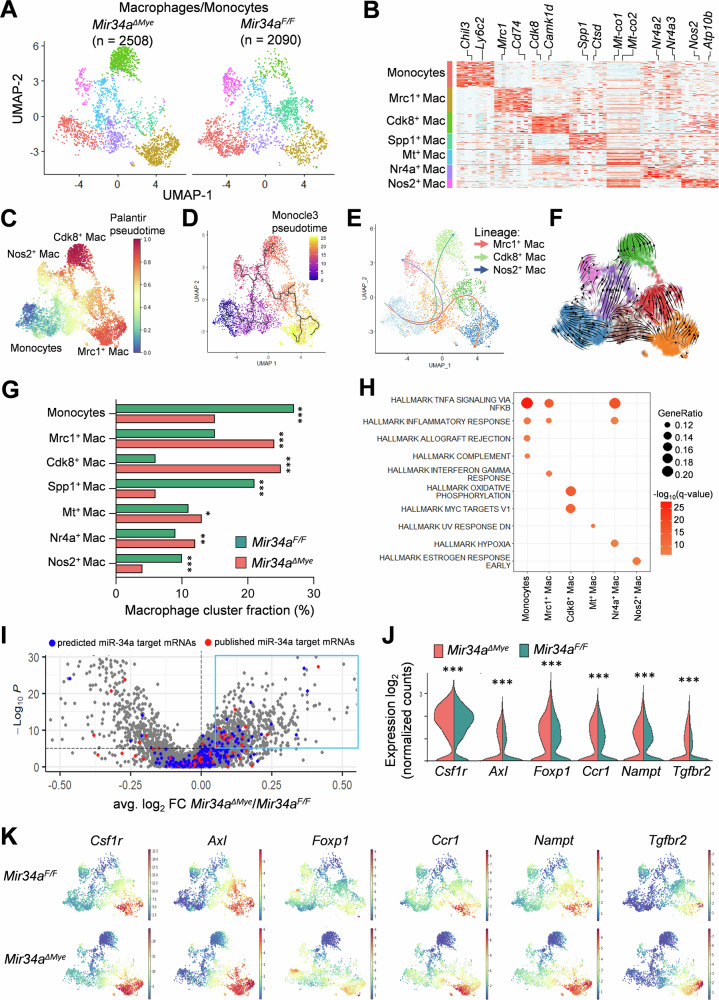
scRNA-Seq analysis of CAC-associated macrophages and monocytes in mice with myeloid-specific deletion of *Mir34a.* **A** UMAP plot showing subtypes of macrophages/monocytes from CACs, derived from *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ mice. **B** Heat-map of top ten differentially expressed genes in each macrophage/monocyte subtype. **C** UMAP plot showing the Palantir pseudotime of monocytes and macrophages. The color indicates pseudotime directionality from the earliest (blue) to the latest (red). **D** UMAP plot showing the Monocle analysis of monocytes and macrophages. The color indicates pseudotime directionality from the earliest (blue) to the latest (yellow). **E** UMAP plot showing the Slingshot analysis of monocytes and macrophages. Terminal cell lineages are indicated. **F** RNA velocity analysis of monocyte/macrophage subtypes with vector fields representing RNA velocity projected onto the UMAP plot. **G** Proportions of monocyte/macrophage subtypes in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ CACs. **H** Enrichment of indicated MsigDB Hallmark gene sets in differentially expressed genes for each monocyte/macrophage cluster. **I** Volcano plot of differentially expressed genes between *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ monocyte/macrophage. Predicted and published miR-34a targets are indicated in blue and red, respectively. **J** Expression of indicated miR-34a target mRNAs in *Mir34a*^*ΔMye*^ and *Mir34a*^*F/F*^ monocytes/macrophages. **K** UMAP plots of monocytes/macrophages colored by the expression of indicated miR-34a target mRNAs. Significance was determined as described in methods section scRNA-Seq data analysis with *p* < 0.05*; *p* < 0.01** and *p* < 0.001***.

### *Mir34a*-deficiency promotes migration and M2 polarization in BMDMs

On the functional level, deletion of *Mir34a* in BMDMs resulted in increased migration when compared to *Mir34a*-proficient BMDMs (Figs. 6A and S7A). When murine CT-26 CRC cells were co-cultured with *Mir34a*-deficient BMDMs their migration was increased when compared to co-culture with *Mir34a*-proficient BMDMs (Figs. 6B and S7B).

**Fig. 6:**
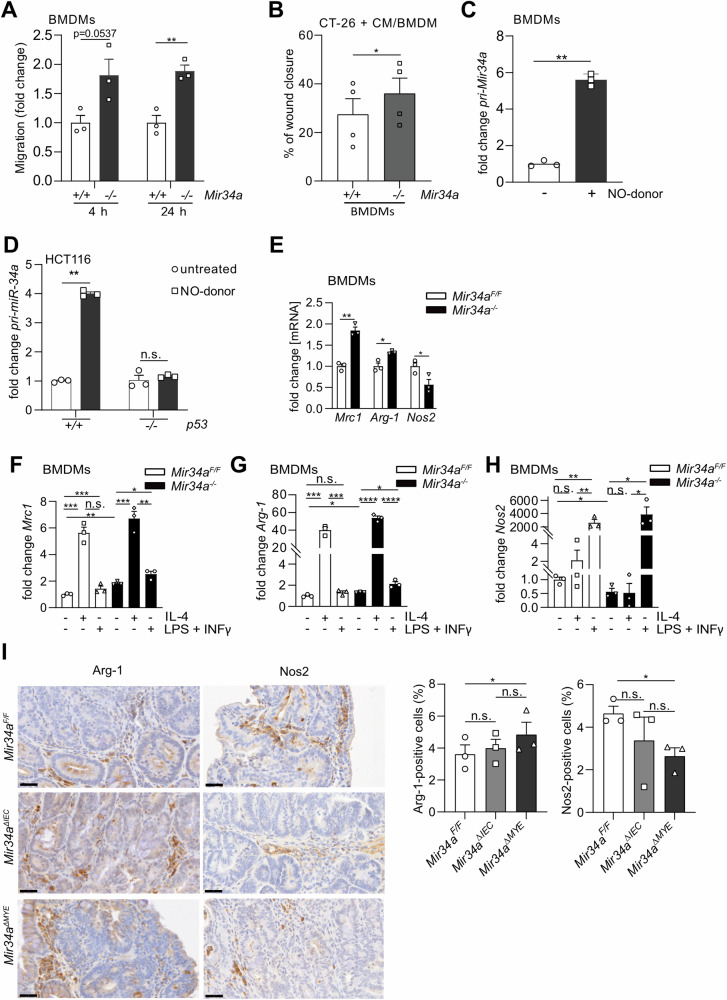
*Mir34a*-deficiency increases migration and polarization towards M2-like macrophages. **A** Fold change of migrated BMDMs after 4 and 24 h (*n* = 3). Assay was performed in triplicate inserts. **B** Percentage of wound closure of CT-26 cells after co-culture with *Mir34a*-proficient or -deficient BMDMs for 24 h (*n* = 4). **C** *pri-Mir34a* expression in *Mir34a*-proficient BMDMs after treatment with 0.5 mM NO-donor (*n* = 3). **D** *pri-miR34a* expression after treatment of HCT116 *p53* wildtype and *p53* knockout cells (*n* = 3) with a 1 mM NO-donor for 24 h. Expression was normalized to *GAPDH*. **E** *Mrc1*; *Arginase-1* and *Nos2* expression in *Mir34a*-proficient and *Mir34a-*deficient BMDMs (*n* = 3). **F** Expression of *Mrc1*; (**G**) *Arginase-1* and (**H**) *Nos2* in *Mir34a*-proficient and *Mir34a-*deficient BMDMs after treatment with IL-4 or LPS + INFγ for 4 h (*n* = 3). **I** Immunohistochemical analysis of Arginase-1 (Arg-1) and Nos2 in CACs of *Mir34a*^*F/F*^, *Mir34a*^*ΔIEC*^ and *Mir34a*^*ΔMYE*^ mice (*n* = 3 mice per genotype). Scale bar represent 40 µm. (**A**–**I**) Students *t*-test was used to determine significance. Values represent the mean ± SEM with *p* < 0.05*; *p* < 0.01**; *p* < 0.001*** and *p* < 0.0001****.

Next, we hypothesized that *Mir34a* expression might be induced by NO, which is released by different immune cells during inflammation [62], as it has been reported that p53 is activated by NO in a CAC model [38]. Indeed, treatment of BMDMs with the NO–donor spermine nonoate induced the expression of *pri-Mir34a* (Fig. 6C). Furthermore, the induction of *pri-miR-34a* by NO is p53-dependent, since *p53*-proficient HCT116 cells, but not *p53*-deficient HCT116 CRC cells showed an induction of *pri-miR-34a* after addition of an NO-donor (Fig. 6D). These results provide a model as to how myeloid *Mir34a* expression is induced under physiological conditions.

Next, we aimed to confirm the increase in M2-like macrophages in *Mir34a*-deficient CACs detected by scRNA-Seq (see Fig. 5G). In *Mir34a*-deficient BMDMs a significant elevation of *Arginase-1* and *Mrc1* and a significant decrease of *Nos2* mRNA levels was detected when compared to *Mir34a*-proficient BMDMs (Fig. 6E). Treatment of BMDMs with IL-4 led to significantly elevated levels of *Arg-1* and *Mrc1* in BMDMs compared to their untreated control (Fig. 6F–G). BMDMs treated with LPS + INFγ showed increased *Nos2* expression compared to untreated control BMDMs (Fig. 6H). Unexpectedly, after IL4-treatment, the induction of *Mrc1* was significantly less pronounced in *Mir34a*-deficient BMDMs when compared to *Mir34a*-proficient BMDMs, whereas the repression of *Nos2* was more pronounced in *Mir34a*-deficient BMDMs (Fig. S7C). After LPS/IFNγ treatment *Nos2* was more induced in *Mir34*-deficient BMDMs, whereas the minor induction of *Mrc1* and *Arg1* was not affected by *Mir34a* deletion (Fig. S7D). In addition, using immunohistochemical detection of protein markers, we observed, that the number of stromal cells displaying expression of the M2-marker *Arginase-1* was significantly elevated in *Mir34a*^*ΔMye*^ CACs, whereas stromal cells positive for the M1 marker *Nos2* were decreased when compared to control CACs (Fig. 6I). In the iKAP mouse model the expression of M2 markers *Arg1* and *Mrc1* increased from normal colon (NC) towards non- and low-invasive tumors (TA and T1) and reached its highest level in tumors that invade through the serosa and the outer intestinal wall (T4) and liver metastases (Fig. S8A, S8B), whereas the M1 marker *Nos2* showed the opposite expression pattern (Fig. S8C). In human CRC patients, high expression of M2 makers *ARG1* and *MRC1* was significantly associated with poor survival, whereas high expression of the M1 marker *NOS2* was significantly associated with good survival in the majority of ten analyzed CRC patient cohorts (Fig. S8D–F). Overall, these results imply that *Mir34a* may prevent CAC migration and invasion by inhibiting polarization of macrophages towards M2.

### Reduction of tumor burden in *Mir34a*^*ΔMye*^ CACs by concomitant deletion of *Csf1r*

The receptor tyrosine kinase Csf1r plays an important role in macrophage recruitment and has been validated as a miR-34a target in CRC cells relevant for the formation of murine intestinal adenomas and human CRCs [18, 19]. As shown above, our scRNA-Seq analysis detected increased expression of *Csf1r* and its ligand *CSF1* in *Mir34a*^*ΔMye*^ vs. *Mir34a*^*F/F*^ macrophages and neutrophils (Figs. 4K and 5J). In *Mir34a*-deficient BMDMs, we could observe an increased expression of *Csf1r* on mRNA and protein levels when compared to *Mir34a*-proficient BMDMs (Fig. 7A, B; uncropped Western blot membrane: see Supplementary Material). The number of cells positive for the macrophage marker F4/80 was significantly increased (Fig. S9A) in CACs of *Mir34a*^*ΔMye*^ mice when compared to *Mir34a*^*ΔIEC*^ and *Mir34a*^*F/F*^ mice. Csf1r positive, stromal cells were also more abundant in the CAC stroma of *Mir34a*^*ΔMye*^ mice when compared to *Mir34a*^*ΔIEC*^ and *Mir34a*^*F/F*^ mice (Fig. S9B), suggesting that the *Mrc1*^*+*^ macrophage subtype identified by scRNA-Seq might contribute to this cell population (Fig. 5K). Furthermore, an increase of *Csf1r* mRNA expression in CACs of *Mir34a*^*ΔMye*^ mice was observed (Fig. 7C). In addition, CSF1R expression was highest in the CMS4 and CRISB molecular subtypes of CRCs in cohorts of CRC patients (Fig. S9C). These subtypes are associated with EMT, metastasis and poor prognosis [36, 63]. Furthermore, scRNA-Seq analysis of human CRCs [54] (GSE81861) revealed that *CSF1R* is predominantly expressed in myeloid cells (Fig. S9D). In the iKAP mouse model the expression of *Csf1r* was lowest in normal colon (NC), increased in non- and low-invasive tumors (TA and T1), and reached its highest level in tumors that invade through the serosa and the outer intestinal wall (T4) and was still elevated in the corresponding liver metastases (Fig. S9E). In addition, we analyzed the expression of *Csf1r* in publicly available RNA-Seq data from the KPN model of metastatic CRC [64], which combines mutant K-*Ras* (K), *p53* (P) deletion and *NOTCH1* (N) activation. KP and KPN mice develop lymph node and liver metastases, whereas AP and APN mice do not. The expression of *Csf1r* was elevated in KP and KPN mice when compared to AP and APN mice (Fig. S9F). Taken together, these results imply that the elevated expression of *Csf1r* caused by *Mir34a*-deficiency may play a major role in tumor progression via TME—tumor cell interactions in the mouse model analyzed here.

**Fig. 7:**
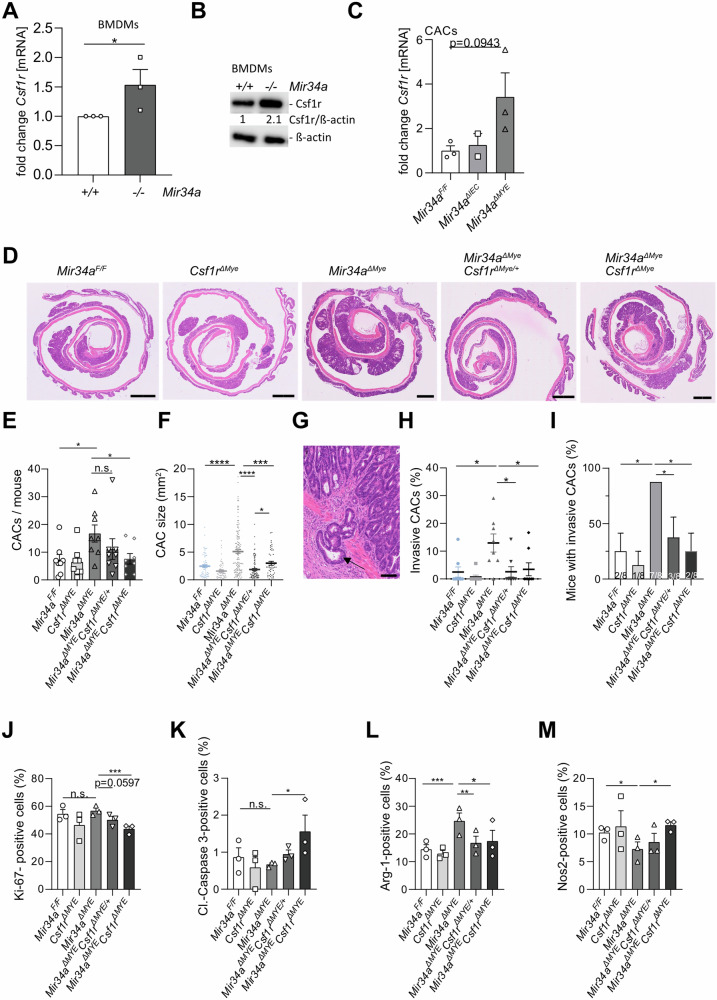
Concomitant deletion of *Csf1r* reverses the effects of myeloid-specific *Mir34a*-deletion on CACs. **A** *Csf1r* expression in *Mir34a*-proficient and *Mir34a*-deficient bone-marrow derived macrophages (BMDMs) (*n* = 3 mice per genotype). **B** Western blot analysis of Csf1r in *Mir34a*-proficient and *Mir34a*-deficient BMDMs. **C** *Csf1r* expression in CACs of *Mir34a*^*F/F*^, *Mir34a*^*ΔIEC*^ and *Mir34a*^*ΔMYE*^ mice (*n* = 3 mice per genotype). **D** Histology of CACs with indicated genotypes, scale bars are 1600 µm. **E** CAC incidence in *Mir34a*^*F/F*^, *Csf1r*^*ΔMye*^, *Mir34a*^*ΔMye*^, *Mir34a*^*ΔMye*^*Csf1r*^*ΔMye/+*^ and *Mir34a*^*ΔMye*^*Csf1r*^*ΔMye*^ mice (*n* = 8 mice per group). **F** CAC size of mice with indicated genotypes, CAC areas measured by computerized image analysis (*n* = 8 mice per group). **G** Example of CAC invasion in *Mir34a*^*ΔMye*^ mice. Scale bars are 100 µm. **H** Percentage of invasive CACs of indicated genotypes. **I** Number of mice with invasive CACs/total number of mice of indicated genotype. **J** Immunohistochemical quantification of Ki-67, (**K**) Cleaved-Caspase 3, (**L**) Arginase-1 (Arg-1) and (**M**) Nos2 in CACs of indicated genotypes (*n* = 3 per genotype). (**A**, **B**, **C**, **E**, **F**, **H**, **I**, **J**, **K**, **L**, **M**) Students *t*-test was used to determine significance. Values represent the mean ± SEM with *p* < 0.05*; *p* < 0.01**; *p* < 0.001*** and *p* < 0.0001****.

In order to determine whether the observed upregulation of *Csf1r* in macrophages is required for the effects of *Mir34a-*deficiency we generated *Mir34a*-deficient mice with concomitant heterozygous and homozygous deletion of *Csf1r* in myeloid cells. *Csf1r*^*ΔMye*^ mice were used as additional controls. Interestingly, concomitant *Csf1r* deletion—heterozygous as well as homozygous—reduced the number of CACs when compared to *Mir34a*^*ΔMye*^ mice (Fig. 7D, E). *Csf1r* deletion alone had no effect when compared to *Mir34a*^*fl/fl*^ mice. Furthermore, the increased size of CACs with a myeloid *Mir34a* deletion was reduced by concomitant *Csf1r* inactivation (Fig. 7F). In *Mir34a*^*ΔMye*^ mice we observed in almost every mouse at least one invasive CAC. Therefore, the percentage of invasive CACs as well as mice with invasive CACs was significantly increased in *Mir34a*^*ΔMye*^ mice when compared to *Mir34a*^*fl/fl*^ or *Csf1r*^*ΔMye*^ mice, and was significantly decreased by concomitant deletion of *Csf1r* when compared to *Mir34a*^*ΔMye*^ mice (Figs. 7G–I and S10A).

Next, we determined whether inactivation of *Csf1r* in this context also influences proliferation and apoptosis. Concomitant homozygous deletion of *Csf1r* and *Mir34a* indeed reduced the number of Ki-67-positive cells significantly, whereas the number of Cleaved-Caspase 3 positive cells increased (Figs. 7J, K and S10B) indicating that deletion of *Csf1r* in *Mir34a*-deficient myeloid cells reduces proliferation and increases apoptosis. Concomitant myeloid-specific deletion of *Csf1r* with *Mir34a* resulted in a reduction of cells expressing the M2 marker Arginase-1 in CACs when compared with CACs in *Mir34a*^*ΔMye*^ mice. *Nos2,* a M1 marker, showed the opposite pattern of expression. Concomitant homozygous deletion of *Csf1r* and *Mir34a* increased the number of Nos2-positive cells significantly to the level present in CACs of *Mir34a*^*fl/fl*^ and *Csf1r*^*ΔMye*^ mice (Figs. 7L, M and S10B). Taken together, these results demonstrate that the increase in *Csf1r* expression is a required mediator of the effects of *Mir34a* inactivation on myeloid cells. The results imply that Mir34a inhibits CAC progression and M2-like polarization, at least in part, by decreasing *Csf1r* expression levels.

### Inhibition of Csf1r in *Mir34a*^*ΔMye*^ mice reduces tumor burden

Since CAC-associated macrophages with *Mir34a*-deficiency displayed an elevated level of *Csf1r* expression (Fig. 5J, K), they may be dependent on Csf1r signaling and therefore especially sensitive to its inhibition. Therefore, we asked whether therapeutic inhibition of Csf1r has a preferential effect on *Mir34a*-deficient CACs. To induce CACs, mice were subjected to AOM/DSS as described above and received the small molecule Csf1r inhibitor GW2580 from day 60 onwards. In *Mir34a*-deficient mice treatment with GW2580 significantly decreased the number of CACs and invasiveness (Figs. 8A, B, D and E; S11A). In wild-type mice treatment with GW2580 significantly reduced CAC size although the number of CACs showed a minor increase (Fig. 8B, C). GW2580 had no effect on invasion of CACs in wild-type mice (Fig. 8D, E). Treatment of *Mir34a*^*ΔMye*^ mice with the GW2580 resulted in decreased proliferation and increased apoptosis in CACs, whereas it had no effect in *Mir34a*^*fl/fl*^ mice (Fig. 8F and G; S11B). GW2580 significantly decreased the number of Arg-1-positive cells in CACs in wild-type mice, but in CACs of *Mir34a*^*ΔMye*^ mice no significant effect was evident (Fig. 8H). For both genotypes the number of Nos2-positive cells increased with GW2580 treatment by ~2%. However, this effect did not reach significance (Figs. 8I and S11B). Taken together, these results demonstrate that CACs with *Mir34a*-deficient myeloid cells and therefore increased *Csf1r* expression levels are sensitive to treatment with a Csf1r inhibitor. In addition, these results partially agree with the observations obtained by genetic inactivation of *Csf1r* in *Mir34a-*deficient myeloid cells and further confirm Csf1r-inhibition as an important mediator of non-tumor-cell autonomous suppression of CACs by miR-34a.

**Fig. 8:**
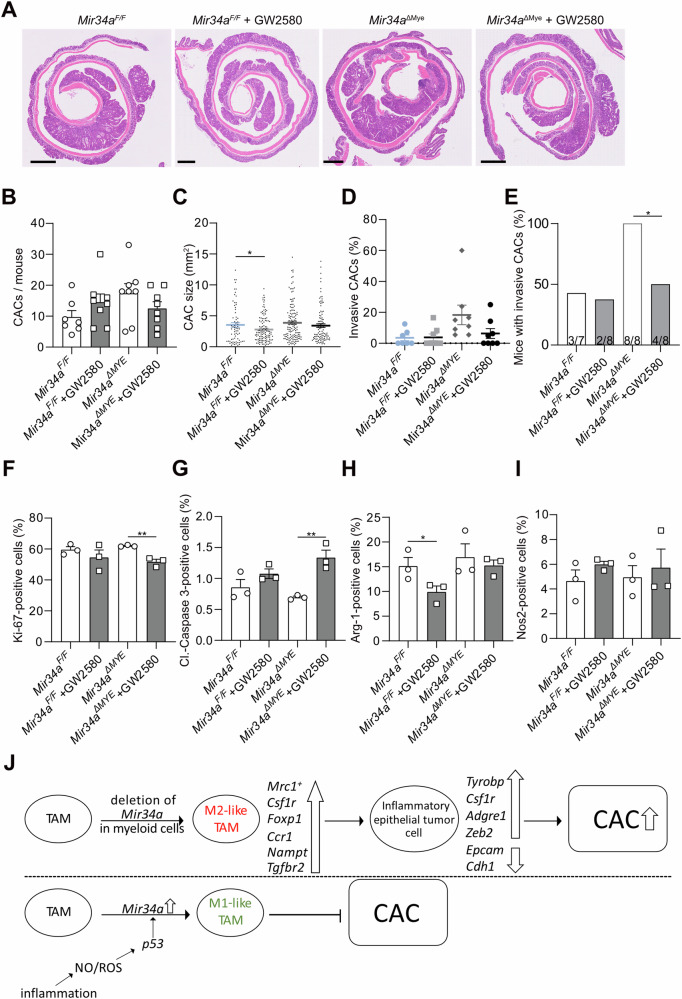
Effects of chemical inhibition of *Csf1r* in mice with myeloid-specific deletion of *Mir34a* deletion. **A** Histology of CACs with indicated genotypes, scale bars are 1600 µm. **B** CAC incidence in *Mir34a*^*F/F*^, *Mir34a*^*F/F*^ + GW2580, *Mir34a*^*ΔMye*^ and *Mir34a*^*ΔMye*^ + GW2580 mice (*n* = 7–8 mice per group). **C** CAC size of mice with indicated genotypes, CAC areas measured by computerized image analysis (*n* = 7-8 mice per group). **D** Percentage of invasive CACs of indicated genotypes. **E** Number of mice with invasive CACs/total number of mice of indicated genotype. **F** Immunohistochemical quantification of Ki-67, (**G**) Cleaved-Caspase 3, **H** Arginase-1 (Arg-1) and (**I**) Nos2 in CACs of indicated genotypes (*n* = 3 per genotype). **J** Model summarizing the results and main conclusions. (**B**, **C**, **E**–**I**) Students *t*-test was used to determine significance. Values represent the mean ± SEM with *p* < 0.05* and *p* < 0.01**.

## Discussion

Here we show that deletion of *Mir34a* in myeloid cells promotes CAC formation and progression (see summarizing model in Fig. 8J). Therefore, *Mir34a* functions as a non-cell autonomous suppressor of CAC formation in tumor-associated myeloid cells. Notably, myeloid-specific inactivation of *Mir34a* increased CAC invasiveness to a larger extent than intestinal epithelial cell-specific deletion of *Mir34a*. Among other *Mir34a* target mRNAs, *Csf1r* was upregulated in *Mir34a*-deficient myeloid cells in CACs. In mice with inactivation of *Mir34a* in myeloid cells concomitant *Csf1r* deletion as well as therapeutic inhibition of Csf1r resulted in decreased proliferation, elevated apoptosis, less invasiveness of CACs and decreased macrophage polarization towards M2. Therefore, *Csf1r* is a required mediator of the effects of *Mir34a* inactivation in tumor-associated myeloid cells.

We found that deletion of *Mir34a* in myeloid cells increased the number of macrophages and neutrophils. In particular, the number of *Mrc1*^*+*^ and *CDK8*^*+*^ macrophages was highly increased in *Mir34a*^*ΔMye*^ CACs. Since these subtypes of macrophages are known to promote cancer [65, 66], their increased abundance may also promote progression of CACs. In a study of lung cancer, it was shown that under hypoxic stress tumor cells suppress exosomal miR-101 [65]. This suppression of miR-101 enhanced CDK8 in macrophages which promoted the expression of pro-inflammatory cytokines IL1A and IL6 in macrophages. Impairment of those cytokines suppressed tumor cell growth in vitro and in vivo. Interestingly, in a study by Zhang and colleagues, two TAM subtypes expressing *Maf* and *Mgl2* were identified which are sensitive to anti-Csf1r treatment [54]. These genes were predominantly expressed in the *Mrc1*^*+*^ subtype of TAMs, which also expressed *Csf1r* and therefore might also be especially sensitive to Csf1r treatment. Additionally, Zhang et al. compared the scRNA-Seq data from murine and human CRCs and concluded that they are similar [54] suggesting that the new therapeutics or druggable pathways identified here in murine CRCs may be transferred to human.

We showed that *Csf1r* deletion or inhibition reprogrammed the macrophages from M2-like towards M1-like, especially in *Mir34a*^*ΔMye*^ mice. Lv et al. showed that the treatment of human M2-like BMDMs with the CSF1R inhibitor PBX17 also reprograms them to M1-like macrophages [67]. They co-cultured human CRC organoids with M2- macrophages and CD8^+^ T-cells and showed that CSF1R inhibition reduces the viability of CRC organoids. However, CSF1R inhibition had no effect on CRC organoid viability without co-culture. These findings indicate that CSF1R inhibition promotes an anti-tumor immune response of CD8^+^ T cells by facilitating the reprogramming of M2-like macrophages towards M1-like macrophages. Consistently, CSF1R inhibition enhanced the therapeutic activity of a PD-1-specific mAb in subcutaneous xenograft mouse models of CRC by improving the infiltration and activation of CD8^+^ T cells in tumors [67]. Since PD-L1 is a miR-34a target [68, 69], which is expressed in macrophages, multimodal therapy studies with Csf1r and PD-1 inhibitors in *Mir34a*^*ΔMye*^ CACs should be performed in the future.

It has been reported that *p53*-deficient mice display an increased risk of developing severe chronic inflammation ([70]; reviewed in ref. [71]) and CACs when exposed to DSS ([72], reviewed in ref. [73]) and that p53 inhibits M2-like polarization [74]. In the *APCmin* mouse model of FAP/familial adenomatous polyposis deletion of *p53* in myeloid cells leads to a higher level of inflammatory cytokines, increased M2-like polarization of TAMs and tumor progression, whereas p53 activation had the opposite effects [37]. Therefore, p53 functions as a non-cell autonomous tumor suppressor in macrophages (also reviewed in refs. [38, 73]). Here, inactivation of the p53 target gene *miR-34a* in myeloid cells associated with CACs had similar effects. Therefore, our results imply that *Mir34a* presumably represents an important mediator of the effects of p53 on macrophages and of the suppression of CAC formation by p53.

During inflammation NO is released from macrophages. Notably, NO was shown to activate p53 [38]. Therefore, *Mir34a* is presumably activated by p53 during inflammation and may direct macrophage polarization towards an M1-like state. In contrast, loss of *p53* or, as shown here, *Mir34a* inactivation in macrophages enhances their polarization towards an M2-like state. We recently showed that *miR-34a* expression is induced by ROS donors, such as curcumin and H_2_0_2_, via the KEAP/NRF2 pathway in a p53-independent manner [75]. Since inflammation is known to generate ROS (reviewed in ref. [76]), it is conceivable that miR-34a is induced by ROS under such circumstances. Therefore, miR-34a may also function to suppress M2-like-polarization in the absence of p53 activation.

Here, the expression of *Csf1r*, which is a conserved miR-34a target mRNA [18, 19], was elevated in macrophages, neutrophils and dendritic cells in *Mir34a*^*ΔMye*^ CACs. Consistently, the presence of CSF1R-positive macrophages is associated with poor survival [11]. We could show that Csf1r inhibition or deletion in myeloid cells decreases the growth and progression of CACs. Therefore, Csf1r-positive macrophages presumably represent important therapeutic targets. Furthermore, CACs harboring *Mir34a*-deficient myeloid cells with increased *Csf1r* expression were more sensitive to treatment with the Csf1r-inhibitor GW2580 than CACs of wild-type mice. This presumably resulted from an increased dependency on Csf1r signaling. Inhibitors of CSF1R or its ligand CSF1 interfere with tumor-promoting TAMs or other myeloid cells in the TME and are currently being tested in clinical trials for treatment of several types of malignancies, such as CRC, melanoma or ovarian cancer (reviewed in refs. [11, 77]). Here we did not study the effect of myeloid *Csf1r* deletion or Csf1r inhibition on overall survival of mice, because we focused on the differences in CAC characteristics at a specific time point. The effect on overall survival should be determined in the future.

Notably, our scRNA-Seq analysis revealed a CAC cell subtype, designated as inflammatory cancer cells, which was almost exclusively present in *Mir34a*^*ΔMye*^ CACs. These cells expressed pro-inflammatory genes, such as Cd74, which contributes to inflammation-driven epithelial cell regeneration in IBD [78]. Furthermore, CD74 was shown to promote a pro-inflammatory tumor microenvironment in pancreatic cancer by inducing the secretion of S100A8/A9 via activation of TRAF6-NF-κB [44]. *S100a8* and *S100a9* were also highly expressed in the inflammatory cluster of *Mir34a*-deficient CACs. These proteins contribute to the progression of inflammatory diseases and cancer [45]. Interestingly, the inhibition of S100A8/A9 with chemical inhibitors decreased tumor burden in the AOM/DSS-induced mouse model of CAC [79]. Therefore, increased levels of Cd74 and S100a8/9 in the inflammatory CAC cell subtype may drive migration and invasion in myeloid *Mir34a*-deficient CACs.

Furthermore, the inflammatory cancer cell subtype identified here expressed high levels of the EMT transcription factor Zeb2, particularly in *Mir34a*^*ΔMye*^ CACs. Interestingly, it has been shown that mice with intestinal epithelial cell-specific, ectopic expression of *Zeb2* develop invasive CRCs, which are driven by myeloid cell-induced inflammation [80]. Thus, the increased expression of Zeb2 may also play an important role in the enhanced invasion of *Mir34a*^*ΔMye*^ CACs.

Among the M2-like macrophage-derived factors with a known role in tumor progression, *Pdgfc* and *Il10* were upregulated in *Mir34a*-deficient macrophages, particularly in the Mrc1^+^ subtype. Pdgfc promotes angiogenesis (reviewed in ref. [59]) and Il10 contributes to tumor immune evasion (reviewed in ref. [59]), suggesting that these factors might contribute to the enhanced progression of *Mir34a*^*ΔMye*^ CACs. Our results also demonstrate that the semaphorin signaling is elevated in *Mir34a*^*ΔMye*^ CACs. The Sema4d ligand, which represents a potential miR-34a target was upregulated in *Mir34a*-deficient macrophages and neutrophils. It has been shown that TAM-derived Sema4d promotes angiogenesis, invasion, and metastasis in breast and gastric cancer [81, 82]. Furthermore, elevated expression of Sema4D in macrophages was associated with poor prognosis in ovarian cancer and facilitated the differentiation of macrophages toward the M2-like lineage [83]. Therefore, the elevated semaphorin signaling might also contribute to the enhanced progression of *Mir34a*^*ΔMye*^ CACs. However, to achieve a better understanding of the crosstalk between myeloid *Mir34a*-deficient stromal cells and CAC cells and to identify myeloid cell-secreted factors that promote tumor progression, further investigations are needed.

Matrix metalloproteinase 9 (Mmp9) showed elevated expression levels in *Mir34a*^*ΔMye*^ neutrophils and represents a known miR-34 target [84]. Neutrophils release Mmp9, which degrades collagen and thereby remodels the ECM to promote tumor cell invasion and metastasis [49]. Moreover, Mmp9 promotes VEGF activation and tumor angiogenesis [85]. Interestingly, neutrophils are the only cells that can release Mmp9 from its endogenous inhibitors, the tissue inhibitors of metallo-proteinases [86]. Thus, Mmp9 in neutrophils may represent a potential therapeutic target in cancer.

Taken together, our study provides evidence that myeloid *Mir34a* prevents CAC progression by inhibiting M2-like polarization of TAM which is, at least in part, mediated by the downregulation of Csf1r signaling. Furthermore, we identified multiple, additional hallmarks of CACs harboring *Mir34a*-deficient myeloid cells, such as increased expression of *Mmp9* in neutrophils and elevated expression of *Zeb2* in an inflammatory subtype of CAC tumor cells. In *Mir34a*-deficient macrophages the miR-34a target mRNA encoding the Axl receptor-tyrosine-kinase, an already approved drug target [87], was upregulated. Also, *engulfment and cell motility protein 1* (*ELMO1)* displayed increased expression in *Mir34a*-deficient macrophages. As shown previously, elevated *ELMO1* expression in stromal cells may promote CRC progression and is associated with poor survival [88]. Furthermore, the predicted *Mir34a* target *protein kinase C beta type* (*Prkcb)* was elevated in macrophages and neutrophils of *Mir34a*^*ΔMye*^ CACs. Interestingly, *Prkcb* was reported to have tumor-promoting properties in breast cancer [89]. This may also apply to CACs. Targeting these and additional, deregulated factors in myeloid cells within the TME identified in this study may improve therapy of CAC in the future.

## Supplementary information

Supplemental Methods, Material, Figures, Tables

Extended data 1

## Data Availability

Single cell RNA-Seq data from this study has been deposited at NCBI GEO GSE253907. Codes were implemented in R (version 4.1.2) and python (version 3.10.0) and are deposited in https://github.com/MatjazRokavec/miR34a_MYE_KO_scRNA-seq. The RNA-Seq data from the iKAP mouse model [46] is available at https://trace.ncbi.nlm.nih.gov/Traces/?view=study&acc=SRP097890. The RNA-Seq data from the KPN mouse model [64] is available at https://www.ebi.ac.uk/ena/browser/view/PRJEB38364.

# Supplementary material for: Myeloid Mir34a suppresses colitis-associated colon cancer: characterization of mediators by single-cell RNA sequencing
**Source:** Cell Death Differ. 2024 Oct 18;32(2):225–41. doi: 10.1038/s41418-024-01380-9
**Supplement:** Supplementary file 1 — Supplemental Methods, Material, Figures, Tables

## **List of contents for Supplementary Material:**

### **Supplementary Methods**

Method S1. Quantitative real-time PCR

Method S2. Primary cell culture (BMDMs)

Method S3. Cell culture

Method S4. Western blot analysis

Method S5. Histological analysis and tumor size/number evaluation

Method S6. Immunohistochemical (IHC) staining

Method S7. Modified Boyden chamber assay

Method S8. Scratch assay

### **Supplementary Tables**

Table S1: Kits

Table S2: Antibodies

Table S3: Oligonucleotides

Table S4: MASC-based statistics for the differences of proportions of cell types between *Mir34a*<sup>ΔMye</sup> and *Mir34a*<sup>F/F</sup> mice

### **Supplementary Figures**

Supplementary Figure S1. Related to Figure 2. scRNA-Seq analysis of CACs and their microenvironment in mice with myeloid-specific deletion of *Mir34a*.

Supplementary Figure S2. Related to Figure 3. scRNA-Seq analysis of CAC cells in mice with myeloid-specific deletion of *Mir34a*.

Supplementary Figure S3. Related to Figure 3. scRNA-Seq analysis of CAC cells in mice with myeloid-specific deletion of *Mir34a*.

Supplementary Figure S4. Related to Figure 4. scRNA-Seq analysis of CAC-associated neutrophils in mice with myeloid-specific deletion of *Mir34a*.

Supplementary Figure S5. Related to Figure 5. scRNA-Seq analysis of CAC-associated macrophages and monocytes in mice with myeloid-specific deletion of *Mir34a*.

Supplementary Figure S6. Related to Figure 5. scRNA-Seq analysis of CAC-associated macrophages and monocytes in mice with myeloid-specific deletion of *Mir34a*.

Supplementary Figure S7. Related to Figure 6. *Mir34a*-deficiency increases migration and polarization towards M2-like macrophages.

Supplementary Figure S8. Related to Figure 6. *Mir34a*-deficiency increases migration and polarization towards M2-like macrophages.

Supplementary Figure S9. Related to Figure 7. Concomitant deletion of *Csf1r* reverses the effects of myeloid-specific *Mir34a*-deletion on CACs.

Supplementary Figure S10. Related to Figure 7. Concomitant deletion of *Csf1r* reverses the effects of myeloid-specific *Mir34a*-deletion on CACs.

Supplementary Figure S11. Related to Figure 8. Effects of chemical inhibition of *Csf1r* in mice with myeloid-specific deletion of *Mir34a* deletion.

Original Western blots (uncropped membranes)

## **Supplementary Methods**

### **Method S1. Quantitative real-time PCR**

RNA was isolated using RNeasy Mini Kit (Qiagen) and cDNA was prepared using Verso cDNA Kit (Thermoscientific) following manufacturer's instructions. A mix containing Fast SYBR Green Mastermix (Applied Biosystems), dH<sub>2</sub>O, cDNA and the indicated primers (listed in Table S2) was prepared and samples were run on a Light Cycler 480 (Roche Diagnostics) using the program IDEAS 2.0. Samples were evaluated using the  $\Delta\Delta C_t$  method (1) and normalized to *cyclophilin* expression.

### **Method S2. Primary cell culture (BMDMs)**

Femur and tibia of mice were collected and bone-marrow was flushed with HBSS containing 10% FBS. The flush-through was filtered, centrifuged and cells were seeded in 10 ml RPMI medium containing 20% L929 conditioned medium. 24 hours later supernatant was collected, centrifuged and re-seeded followed by a change of medium to RPMI medium supplemented with 10% L929 conditioned medium on day 5 after isolation. 48 hours later cells were seeded. One day after seeding BMDMs were treated with 10 ng/ml murine IL-4 (Peprotech; #214-14), 100 ng/ml LPS (Sigma-Aldrich; #L4391) and 5 ng/ml murine INF $\gamma$  (Peprotech; #315-05) for 4 hours or with 0.5 nM NO donor (Spermine Nonoate; Cyman Chemicals; #Cay82150-10) for 24 hours.

### **Method S3. Cell culture**

The murine colorectal cancer cell-line CT-26 was cultured in RPMI1640 medium and the human colorectal cancer cell-line HCT116 was cultured in Dulbecco's modified Eagle medium (DMEM). HCT116 cells were treated with 1 mM NO donor (Spermine Nonoate) for 24 hours.

### **Method S4. Western blot analysis**

Isolated CACs were lysed using RIPA buffer containing protease and phosphatase inhibitor cocktail tablets (Roche). Protein concentration was measured using the BCA Protein Assay Kit (Thermo Scientific) according to manufacturer's instructions. Western blot analysis was performed according to a standard protocol. In brief, proteins were separated on 12% sodium dodecyl sulfate–acrylamide gels and transferred to Immobilon-P membranes. Membranes were incubated with first antibodies and, after washing, then with horseradish-peroxidase coupled secondary antibodies. Antibodies are listed in Table S1. Signals were generated with enhanced chemiluminescent substrate (WBKLS0100; Merck Millipore) and visualized using an

Odyssey Fc imaging system (LI-COR). Data were evaluated using Image Studio Ver. 5.2.

#### **Method S5. Histological analysis and tumor size/number evaluation**

The colon was opened longitudinally and rolled to form a “swiss roll” as described previously (2). Tissues were fixed overnight in 4% paraformaldehyde/PBS (Santa Cruz), dehydrated, embedded in paraffin and 2 µm serial sections were obtained. Number, size and invasiveness of CACs were evaluated on hematoxylin and eosin (H&E) stained sections by using AxioVision Rel. 4.8 (Zeiss) or ImageJ software.

#### **Method S6. Immunohistochemical (IHC) staining**

Tissue sections were deparaffinized, rehydrated and boiled in antigen retrieval solution (Dako). After blocking, primary antibodies were applied and incubated at 4°C overnight or 1 hour at room temperature (RT). Using DAB (3,3'-Diaminobenzidine) (Dako) the bound antibodies were visualized and counterstained with hematoxylin (Vector). Sections were scanned with a Vectra® Polaris™ Automated Quantitative Pathology imaging system and quantified using Image J software. Antibodies are listed in Table S2.

#### **Method S7. Modified Boyden chamber assay**

50,000 BMDMs per Transwell-insert were seeded in culture medium for one day into 24-well Transwell chambers (Greiner Bio One) with an 8 µm pore size. 2 hours prior to the assay the medium was changed to low FBS (0.5 %). The lower chamber was filled with normal growth medium and the Transwell-Inserts (upper chamber) with BMDMs were placed on top. After 4 and 24 hours the Transwell-inserts were removed, BMDMs were fixed with 4% PFA, stained with 0.1% crystal violet and non-migratory cells on the top filter were removed. The cell number was quantified using Image J software.

#### **Method S8. Scratch assay**

70 µl CT-26 cell suspension ( $1 \times 10^6$  cells/ml) per Insert side (Ibidi; #80209) and 200,000 BMDMs were seeded per Transwell. 2 hours before co-cultivation 10 ng/mg Mitomycin C (Sigma-Aldrich; #M0503) was added to CT-26 cells. Followed by co-cultivation of CT-26 cells with *Mir34a*-proficient or *Mir34a*-deficient BMDMs for 24 hours. The percentage of wound closure was measured with AxioVision SE (Zeiss).

## Supplementary Tables

**Table S1. Kits**

| Name                                                                                                          | Catalog Number | Company                  | Use       |
|---------------------------------------------------------------------------------------------------------------|----------------|--------------------------|-----------|
| Impress <sup>®</sup> HRP Horse Anti-Rabbit IgG Polymer Kit                                                    | MP-7401        | Vector laboratories Inc. | IHC       |
| M.O.M. <sup>®</sup> (Mouse on Mouse) Immunodetection Kit, Basic                                               | BMK-2202       | Vector laboratories Inc. | IHC       |
| VECTASTAIN <sup>®</sup> Elite <sup>®</sup> ABC Universal Kit, Peroxidase, R.T.U (Horse Anti-Mouse/Rabbit IgG) | PK-7200        | Vector laboratories Inc. | IHC       |
| Verso cDNA Synthesis Kit                                                                                      | AB-1453/B      | Thermo Fisher Scientific | PCR       |
| Tumor Dissociation kit, mouse                                                                                 | # 130-096-730  | Miltenyi Biotec          | Sc-RNAseq |
| MACS Dead Cell Removal Kit                                                                                    | # 130-090-101  | Miltenyi Biotec          | Sc-RNAseq |

IHC: Immunohistochemistry

**Table S2. Antibodies**

| Name              | Species          | Catalog Number | Company                  | Use | Dilution | Source |
|-------------------|------------------|----------------|--------------------------|-----|----------|--------|
| F4/80             | mouse            | ab6640         | Abcam                    | IHC | 1:100    | rat    |
| Csf1r             | mouse/human      | sc-692         | Santa Cruz Biotechnology | WB  | 1:500    | rabbit |
| Csf1r             | mouse            | SAB4500500     | Sigma Aldrich            | IHC | 1:1200   | rabbit |
| Arginase-1        | mouse/rat        | sc-271430      | Santa Cruz Biotechnology | IHC | 1:200    | mouse  |
| Nos2 (iNOS)       | mouse/rat /human | sc-7271        | Santa Cruz Biotechnology | IHC | 1:50     | mouse  |
| β-actin           | mouse/human      | A2066          | Sigma Aldrich            | WB  | 1:1000   | rabbit |
| Cleaved-Caspase 3 | mouse            | 9661S          | Cell signaling           | IHC | 1:200    | rabbit |
| Ki-67             | mouse            | 12202S         | Cell signaling           | IHC | 1:400    | rabbit |
| ECL               |                  | WBKLS0100      | Millipore                | WB  |          |        |

IHC: Immunohistochemistry; WB: Western blot analysis

**Table S3.** Oligonucleotides

| <b>Name</b>              | <b>Sequence (5'-3')</b>   | <b>Use</b> |
|--------------------------|---------------------------|------------|
| <i>mmu-Cyclophilin</i> R | TTCTGCTGTCTTTGGAAC TTTGTC | qPCR       |
| <i>mmu-Cyclophilin</i> F | ATGGTCAACCCCAACCGTGT      | qPCR       |
| <i>mmu-Arginase-1</i> F  | GTGAAGACGGCAGTGGCT TT     | qPCR       |
| <i>mmu-Arginase-1</i> R  | GTCCCTGGCTTATGGTTACCC     | qPCR       |
| <i>mmu-Nos2</i> F        | GTTCTCAGCCCAACAATACAAGA   | qPCR       |
| <i>mmu-Nos2</i> R        | GTGGACGGGTCGATGTAC        | qPCR       |
| <i>mmu-Csf1r</i> F       | TGTCATCGAGCCTAGTGGC       | qPCR       |
| <i>mmu-Csf1r</i> R       | CGGGAGATTTCAGGGTCCAAG     | qPCR       |
| <i>mmu-Mrc1</i> F        | TTGGTGGCAATTCACGAGAG      | qPCR       |
| <i>mmu-Mrc1</i> R        | GGGAAGGGTCAGTCTGTGTTTG    | qPCR       |
| <i>mmu-pri-Mir34a</i> F  | CTGTGCCCTCTTGCAAAAGG      | qPCR       |
| <i>mmu-pri-Mir34a</i> R  | GGACATTCAGGTGAGGGTCTTG    | qPCR       |
| <i>mmu-370</i> (Cre) Fwd | ACCTGAAGATGTTTCGCGATTATCT | GT         |
| <i>mmu-370</i> (Cre) Rev | ACCGTCAGTACGTGAGATATCTT   | GT         |
| <i>mmu-144</i> (Cre) Fwd | CACAGTGCCCAACATTATTTAGATA | GT         |
| <i>mmu-321</i> (Cre) Rev | GTCTTCAACCTCCCAAGCCTT     | GT         |
| <i>mmu-Mir34a</i> FWD    | ACCTTGCAGGTGCTCAGAAT      | GT         |
| <i>mmu-Mir34a</i> R2     | TGGAGCTAACGGAGTGTGTG      | GT         |
| <i>mmu-Mir34a</i> R4     | CTACCCAAGCTCGACGAAGT      | GT         |
| <i>mmu-Mir34a</i> R8     | TGCAGCACTTCTAGGGCAGT      | GT         |
| <i>mmu-Csf1r</i> F       | CATGGCTGTGGCCTAGAGA       | GT         |
| <i>mmu-Csf1r</i> R       | GGACTAGCCACCATGTCTCC      | GT         |
| <i>Hsa-pri-miR34a</i> F  | CGTCACCTCTTAGGCTTGGA      | qPCR       |
| <i>Hsa-pri-miR34a</i> R  | CATTGGTGTGCGTTGTGCT       | qPCR       |
| <i>Hsa-GAPDH</i> F       | TGTTGCCATCAATGACCCCTT     | qPCR       |
| <i>Hsa-GAPDH</i> R       | CTCCACGACGTACTCAGCG       | qPCR       |

qPCR: Quantitative real-time PCR; GT: Genotyping

**Table S4.** MASC-based statistics for the differences of proportions of cell types between *Mir34a*<sup>ΔMye</sup> and *Mir34a*<sup>F/F</sup> mice

| Cell Type   | size  | p-value     | OR          | OR.95.ci.lower | OR.95.ci.upper | adjusted p-value |
|-------------|-------|-------------|-------------|----------------|----------------|------------------|
| MAC         | 4809  | 6.85344E-21 | 1.335398572 | 1.256931348    | 1.41876412     | 7.53878E-20      |
| Epithelial  | 21479 | 9.17671E-16 | 0.848625422 | 0.815326707    | 0.883284078    | 5.04719E-15      |
| Erythroid   | 136   | 5.19192E-10 | 0.308434239 | 0.205658792    | 0.462570463    | 1.90371E-09      |
| Neutrophil  | 2130  | 0.007776694 | 1.125982842 | 1.031817964    | 1.228741543    | 0.014257272      |
| T_cells     | 5737  | 0.009104276 | 0.927985194 | 0.877306032    | 0.981592009    | 0.014306719      |
| B_cells     | 1869  | 0.1136707   | 1.077916435 | 0.982277262    | 1.182867536    | 0.156297213      |
| DC          | 778   | 0.1657562   | 1.067035684 | 0.915202884    | 1.576764794    | 0.25582955       |
| Mast        | 1517  | 0.2533465   | 1.080573428 | 0.906536709    | 1.308237843    | 0.3373623        |
| Fibroblast  | 117   | 0.4454049   | 1.151804492 | 0.801348702    | 1.65552608     | 0.544383767      |
| Basophil    | 88    | 0.6642342   | 0.911265769 | 0.598923866    | 1.386495643    | 0.73065762       |
| Endothelial | 223   | 0.9472137   | 1.008940016 | 0.775325423    | 1.312945392    | 0.9472137        |

  

| Macrophage cluster | size | p-value     | OR          | OR.95.ci.lower | OR.95.ci.upper | adjusted p-value |
|--------------------|------|-------------|-------------|----------------|----------------|------------------|
| Cdk8 Mac           | 755  | 7.78043E-76 | 5.387452085 | 4.396489491    | 6.601775614    | 5.4463E-75       |
| Spp1 Mac           | 593  | 1.10794E-48 | 0.258276376 | 0.213101633    | 0.313027579    | 3.87779E-48      |
| Monocytes          | 941  | 1.66501E-25 | 0.462954197 | 0.399926541    | 0.535914871    | 3.88503E-25      |
| Nos2 Mac           | 327  | 7.46287E-15 | 0.401763759 | 0.317076403    | 0.509070102    | 1.306E-14        |
| Mrc1 Mac           | 927  | 1.40136E-13 | 1.745593076 | 1.502599347    | 2.027882574    | 1.96191E-13      |
| Nr4a Mac           | 506  | 0.001699636 | 1.350261654 | 1.117773538    | 1.631105575    | 0.001982909      |
| Mt Mac             | 549  | 0.04849986  | 1.198673979 | 1.000561315    | 1.43601326     | 0.04849986       |

  

| Neutrophil cluster | size | p-value  | OR          | OR.95.ci.lower | OR.95.ci.upper | adjusted p-value |
|--------------------|------|----------|-------------|----------------|----------------|------------------|
| TAN5               | 84   | 2.44E-23 | 43.39533804 | 10.64416122    | 176.9190364    | 2.19667E-22      |
| TAN1               | 326  | 5.74E-07 | 0.544459907 | 0.427593986    | 0.693266508    | 2.58484E-06      |
| TAN2               | 207  | 1.05E-04 | 0.563011682 | 0.419373152    | 0.755847515    | 0.000314771      |
| Neutro3            | 411  | 2.39E-02 | 1.281256361 | 1.032872948    | 1.589370574    | 0.053688353      |
| Nautro1            | 261  | 4.83E-01 | 1.096882052 | 0.846809308    | 1.420804203    | 0.87019596       |
| TAN6               | 29   | 6.09E-01 | 1.211626428 | 0.580016387    | 2.531029555    | 0.91296315       |
| Neutro2            | 551  | 6.23E-01 | 1.049578245 | 0.865384283    | 1.272977244    | 0.801075471      |
| TAN3               | 204  | 6.67E-01 | 0.938667706 | 0.703636304    | 1.252205238    | 0.750192075      |
| TAN4               | 125  | 8.44E-01 | 0.964388043 | 0.672137114    | 1.38371216     | 0.8439393        |

  

| Epithelial cluster | size | p-value     | OR          | OR.95.ci.lower | OR.95.ci.upper | adjusted p-value |
|--------------------|------|-------------|-------------|----------------|----------------|------------------|
| Inflammatory       | 1869 | 0           | 16.09551983 | 13.58546507    | 19.0693363     | 0                |
| Lgr5               | 4598 | 4.42806E-67 | 0.543536564 | 0.506846624    | 0.582882438    | 1.32842E-66      |
| Ribosomal          | 755  | 9.50519E-35 | 2.57663087  | 2.202330431    | 3.014546089    | 1.90104E-34      |
| Krt20              | 5267 | 7.04397E-26 | 0.702603649 | 0.657718455    | 0.750551978    | 1.0566E-25       |
| Ki67               | 1271 | 4.10902E-10 | 0.690649937 | 0.614281283    | 0.776512889    | 4.93083E-10      |
| Peak1              | 2911 | 0.0004768   | 0.866625834 | 0.799657069    | 0.939203022    | 0.0004768        |

## Supplementary Figures

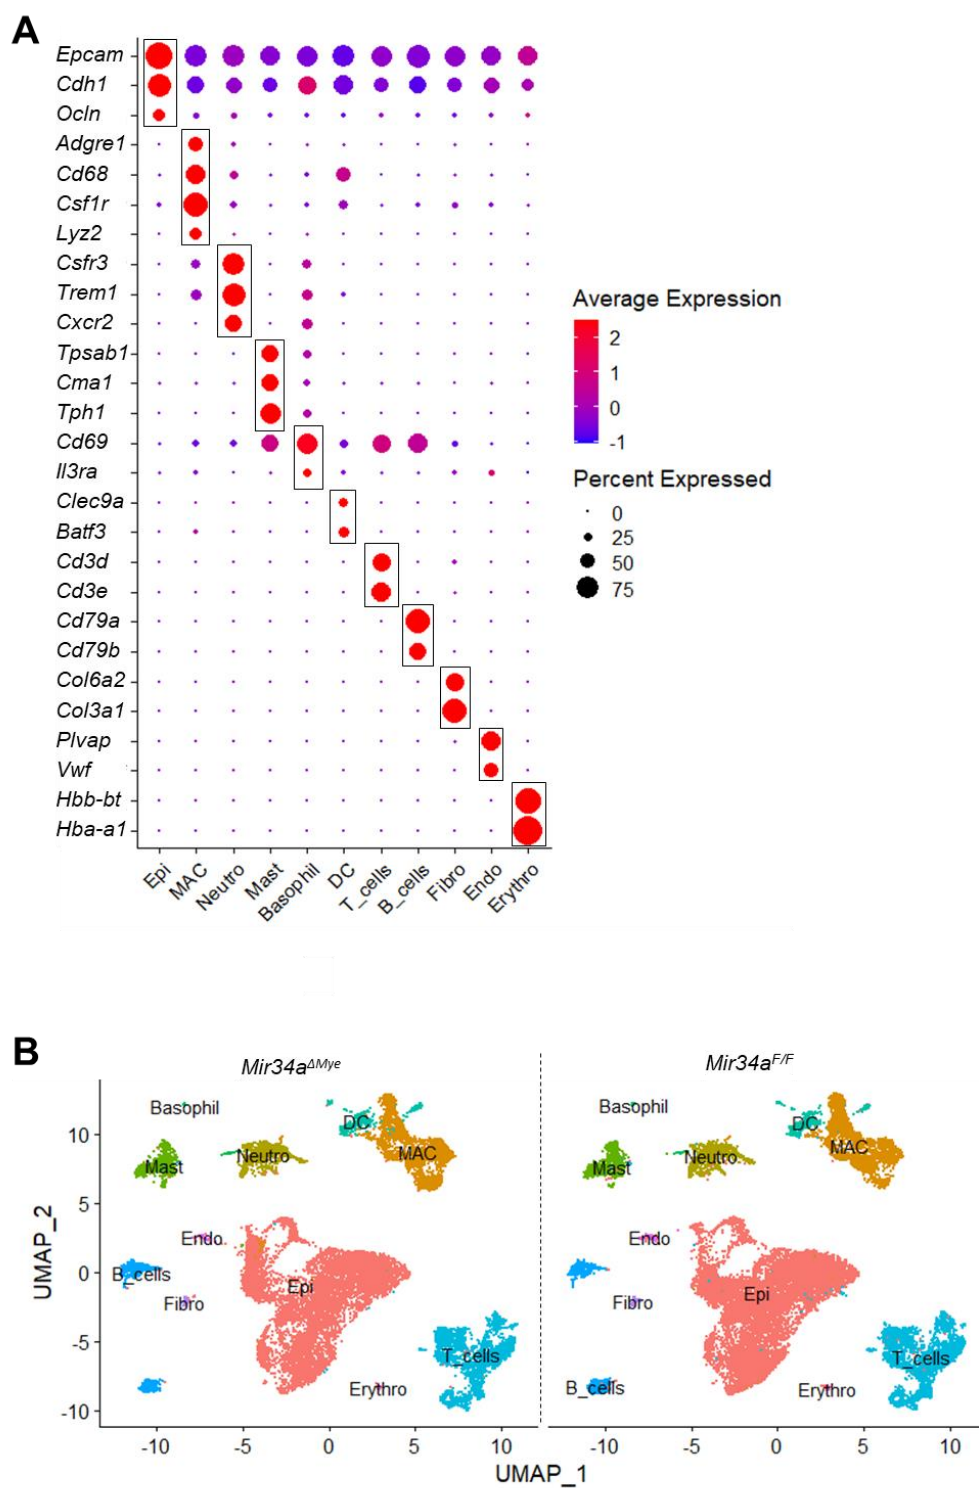

**Figure S1.** Related to Figure 2. **(A)** Expression of cell type marker mRNAs in the indicated cell types. **(B)** UMAP plots of the indicated cell types derived from *Mir34a*<sup>ΔMye</sup> and *Mir34a*<sup>F/F</sup> CACs.

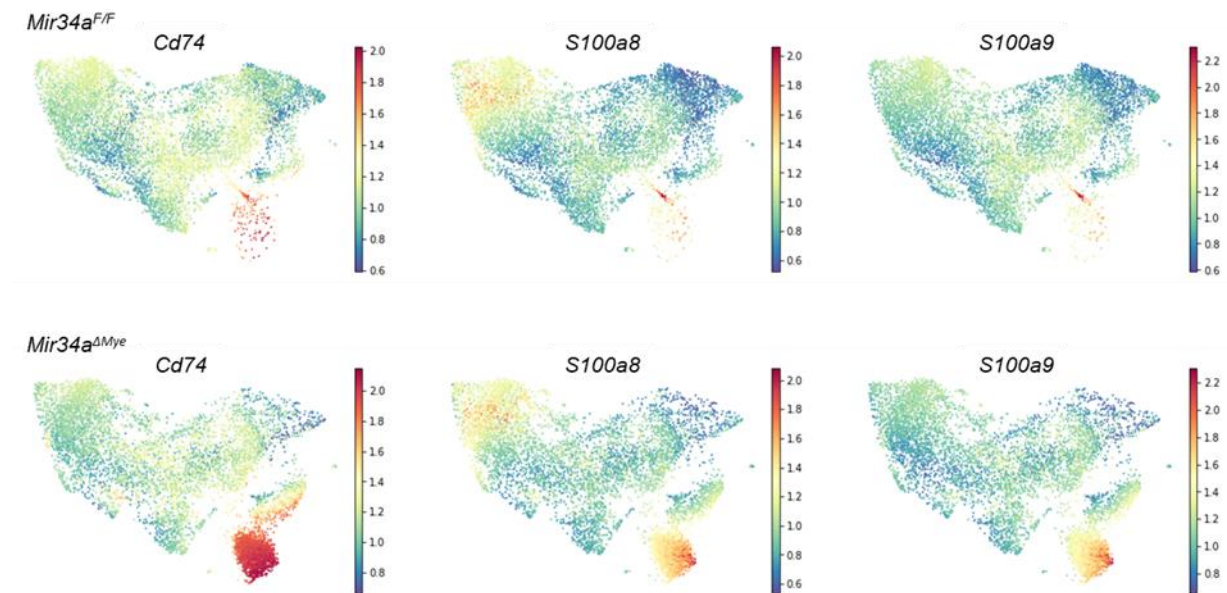

**Figure S2.** Related to Figure 3. UMAP plots of tumor cells pseudo-colored by the degree of expression of indicated mRNAs.

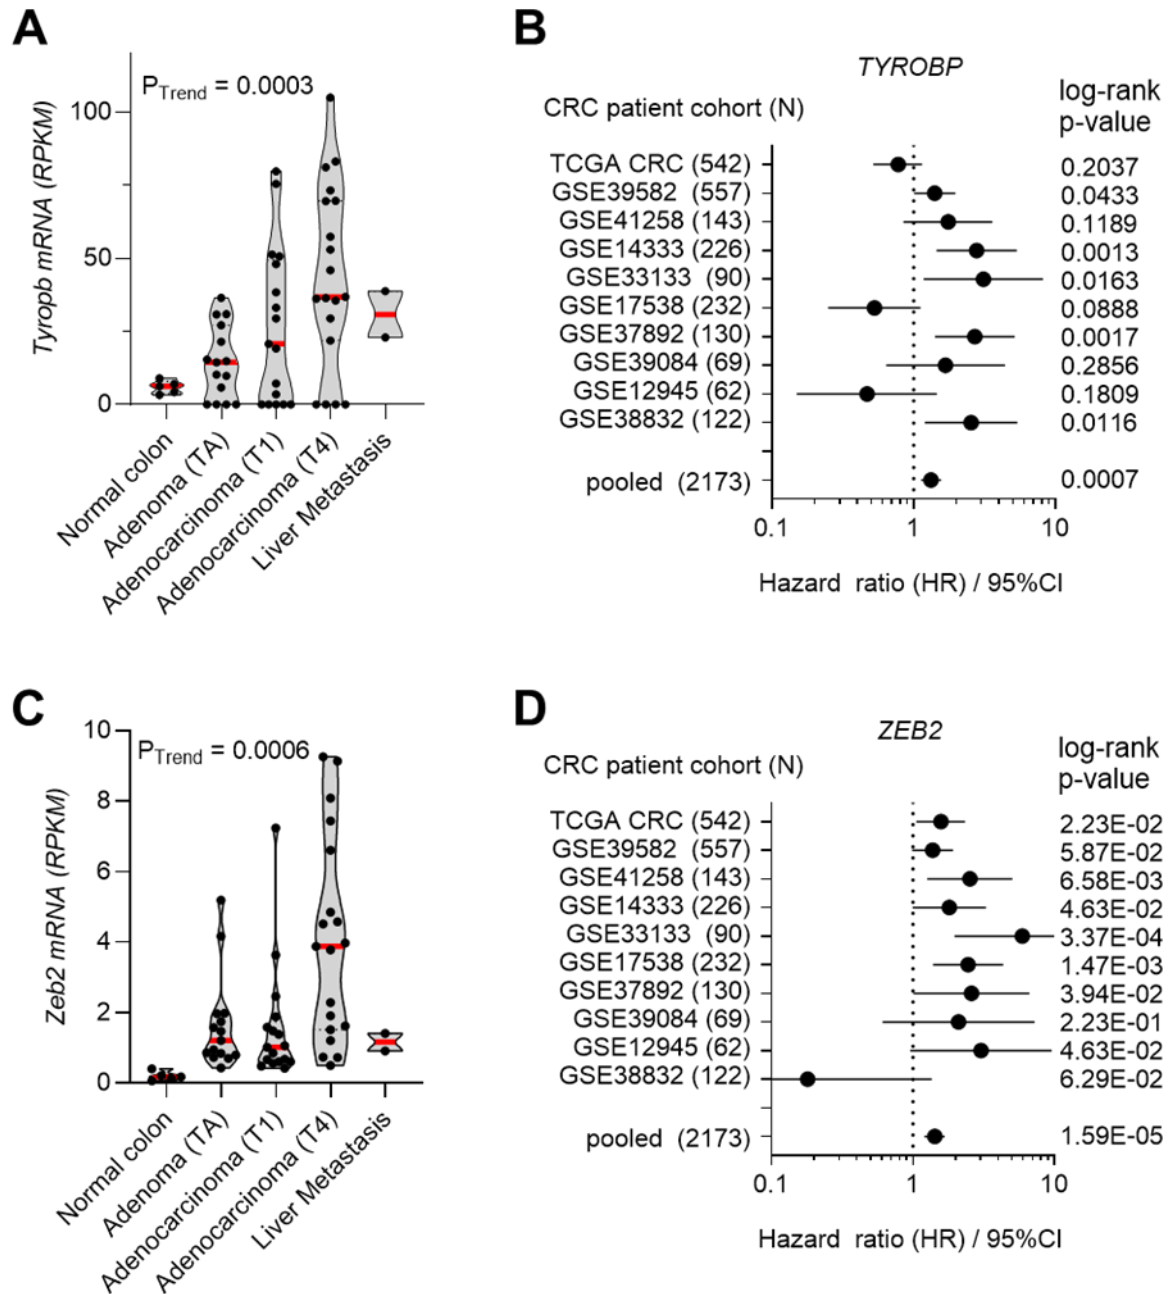

**Figure S3.** Related to Figure 3. **(A, C)** Expression of *Tyrobp* (A) and *Zeb2* (C) mRNAs in the *iKAP* mouse model. NC, normal colon; TA, non-invasive colon tumors; T1, low-invasive colon tumors; T4, high-invasive colon tumors; LM, liver metastases. Significance was calculated using ANOVA with post-test for linear trend from NC to LM. **(B, D)** Relapse free survival of CRC patients from indicated cohorts stratified by the expression of *TYROBP* (B) and *ZEB2* (D) mRNAs. Dots represent Hazard ratios and horizontal lines show 95% CI. P-values were calculated using the log-rank method.

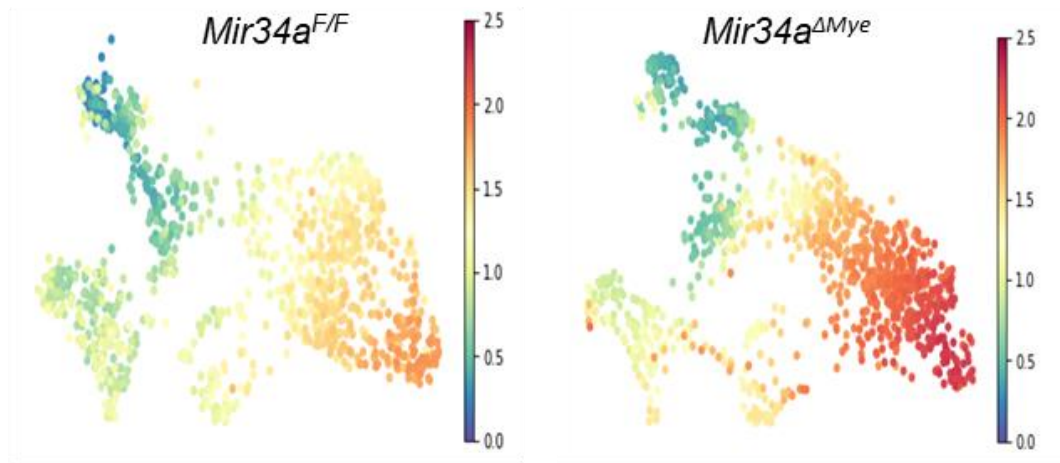

**Figure S4.** Related to Figure 4. UMAP plots of neutrophils pseudo-colored by the degree of expression of *Mmp9* mRNA.

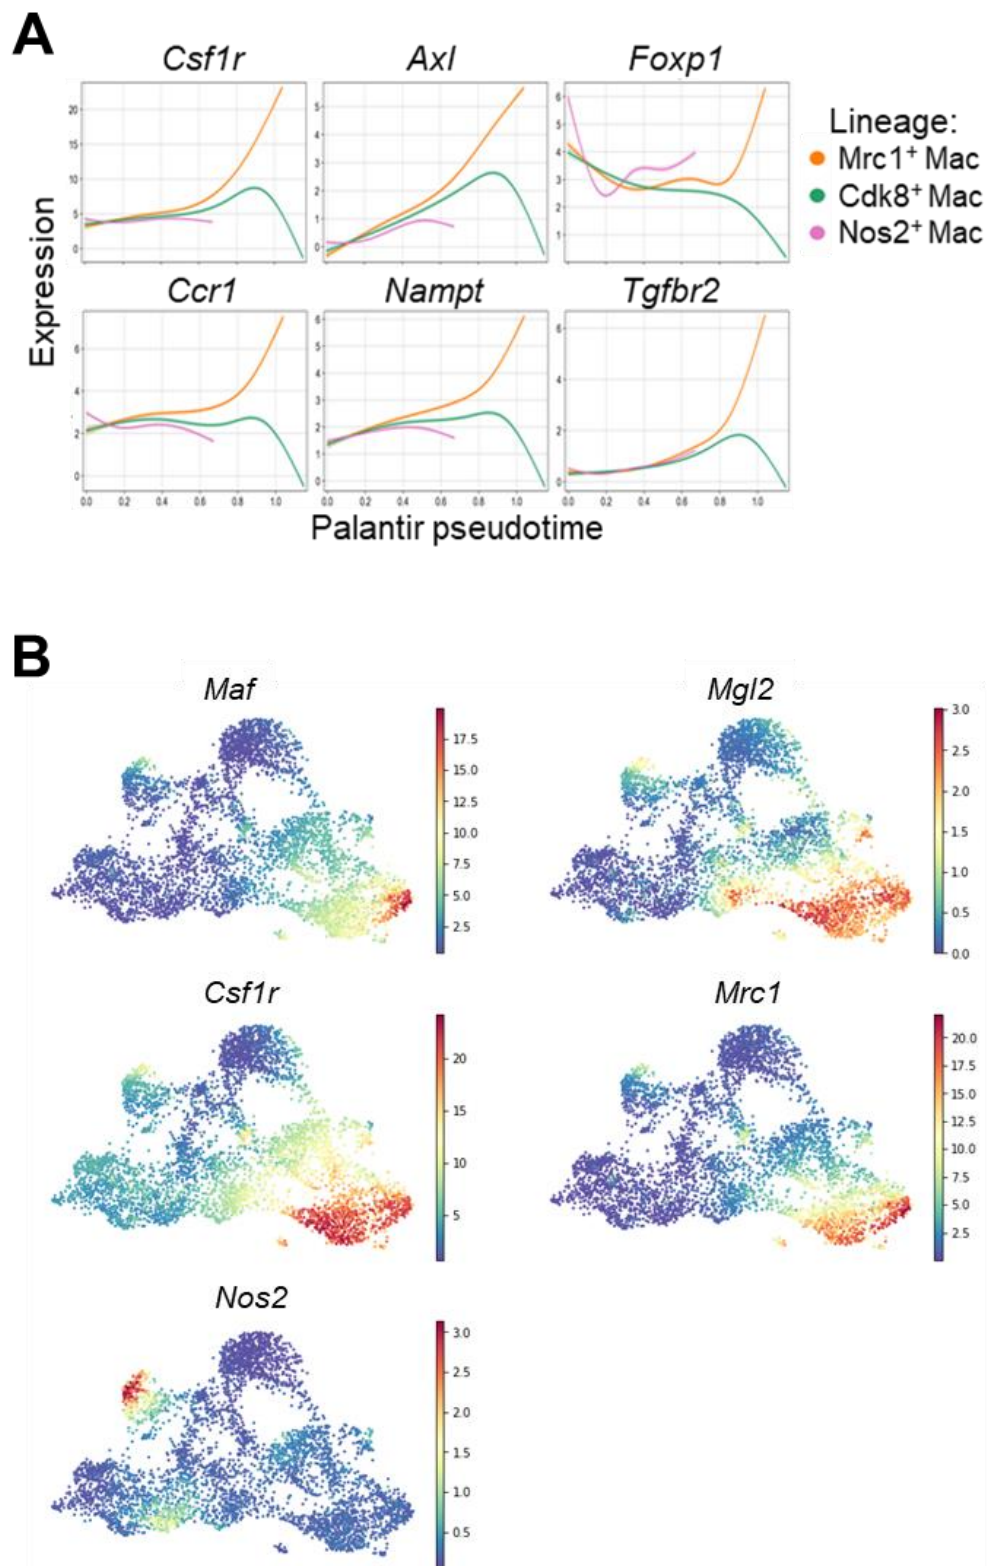

**Figure S5.** Related to Figure 5. **(A)** Expression trends of the indicated miR-34a target mRNAs in different macrophages lineages as a function of pseudotime. **(B)** UMAP plots of macrophages pseudo-colored by the degree of expression of the indicated mRNAs.

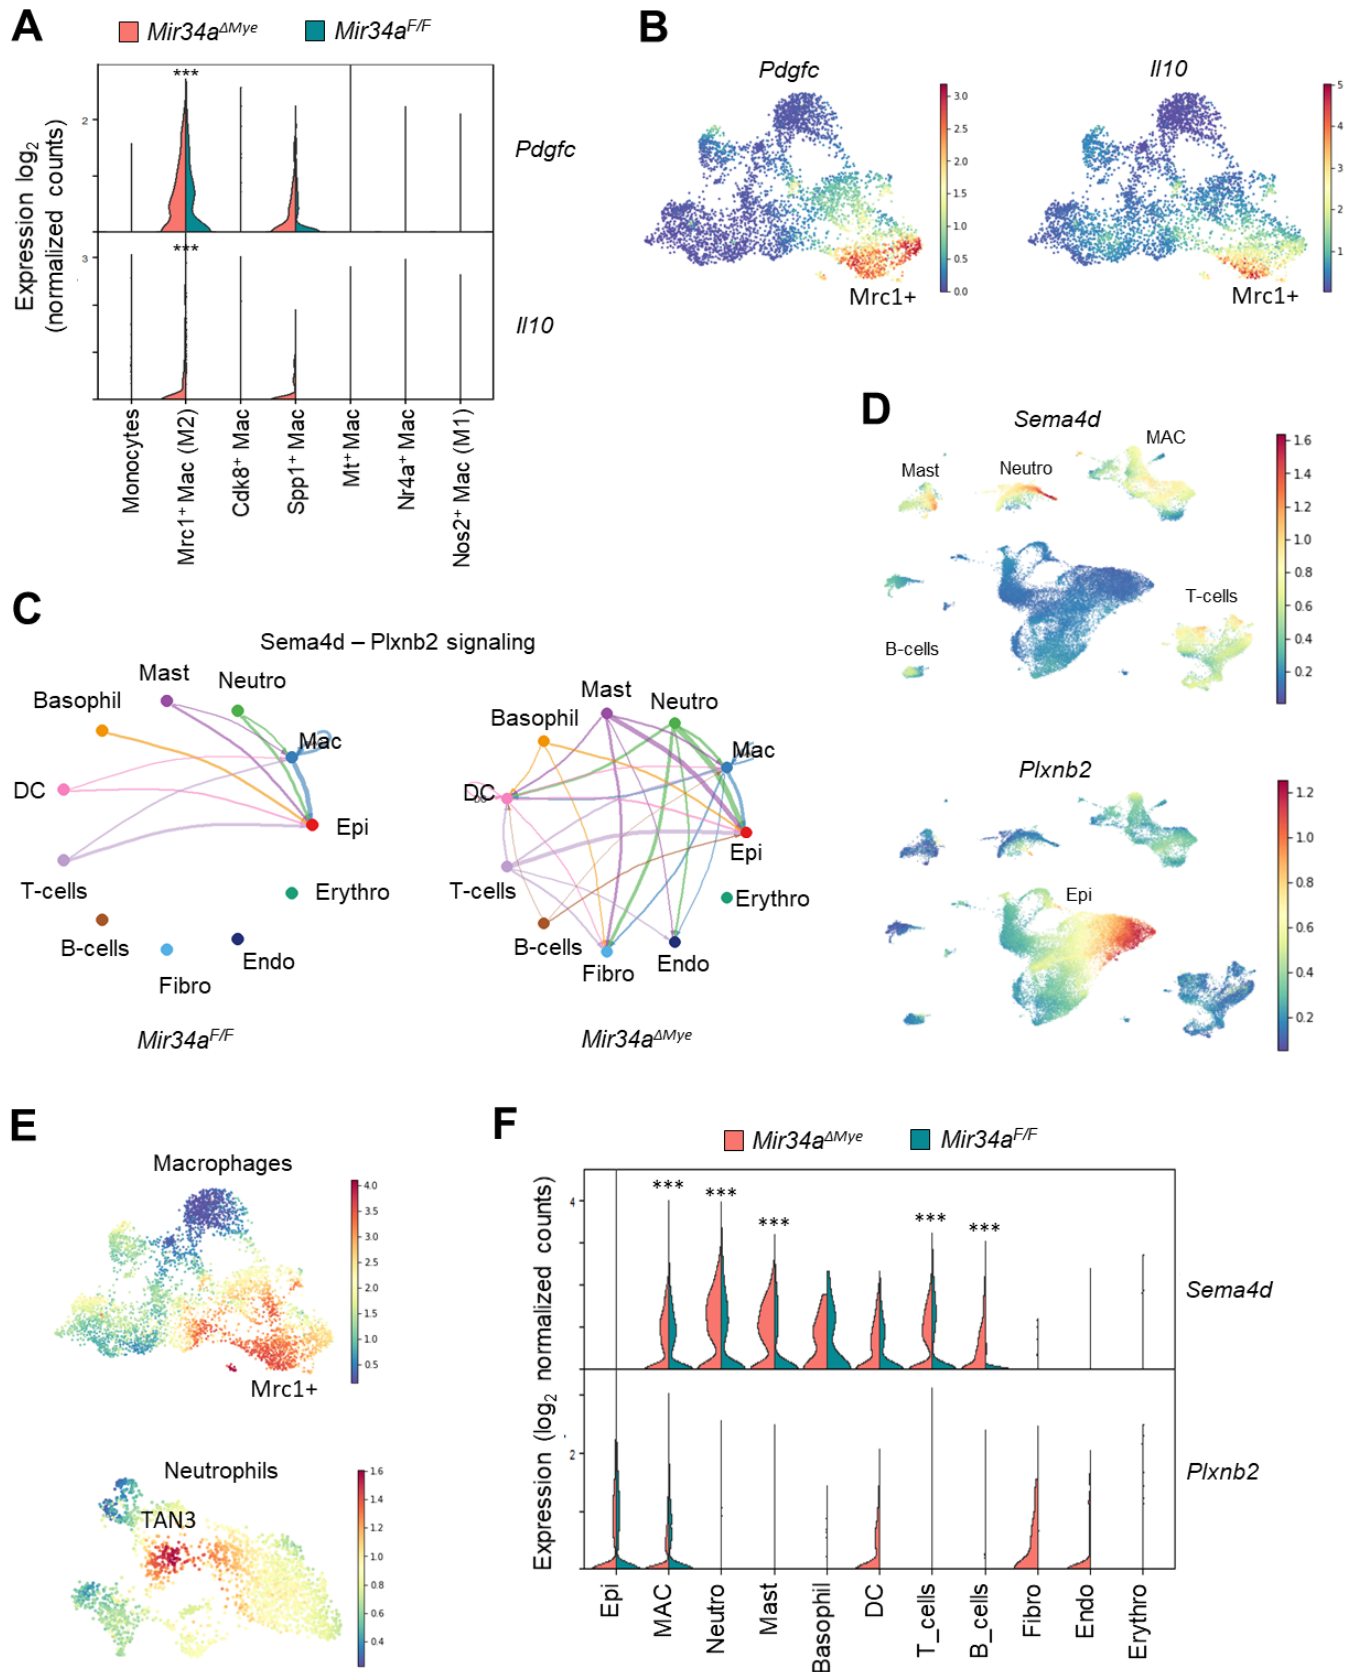

**Figure S6.** Related to Figure 5. **(A)** Expression of *Pdgfc* and *Il10* mRNA in indicated macrophage subtypes in *Mir34a*<sup>ΔMye</sup> and *Mir34a*<sup>F/F</sup> CACs. **(B)** UMAP plots of macrophages pseudo-colored by the degree of expression of the indicated mRNAs. **(C)** Sema4d – Plxnb2 signaling networks between indicated cell types in *Mir34a*<sup>ΔMye</sup> and *Mir34a*<sup>F/F</sup> CACs. The edge width represents the communication probability. **(D)** UMAP plots pseudo-colored by the degree of expression of the indicated mRNAs in

indicated cell types. **(E)** UMAP plots of macrophages and neutrophils pseudo-colored by the degree of expression of *Sema4d* mRNA. **(F)** Expression of *Sema4d* and *Plxnb2* mRNAs in indicated cell types in *Mir34a*<sup>ΔMye</sup> and *Mir34a*<sup>F/F</sup> CACs.

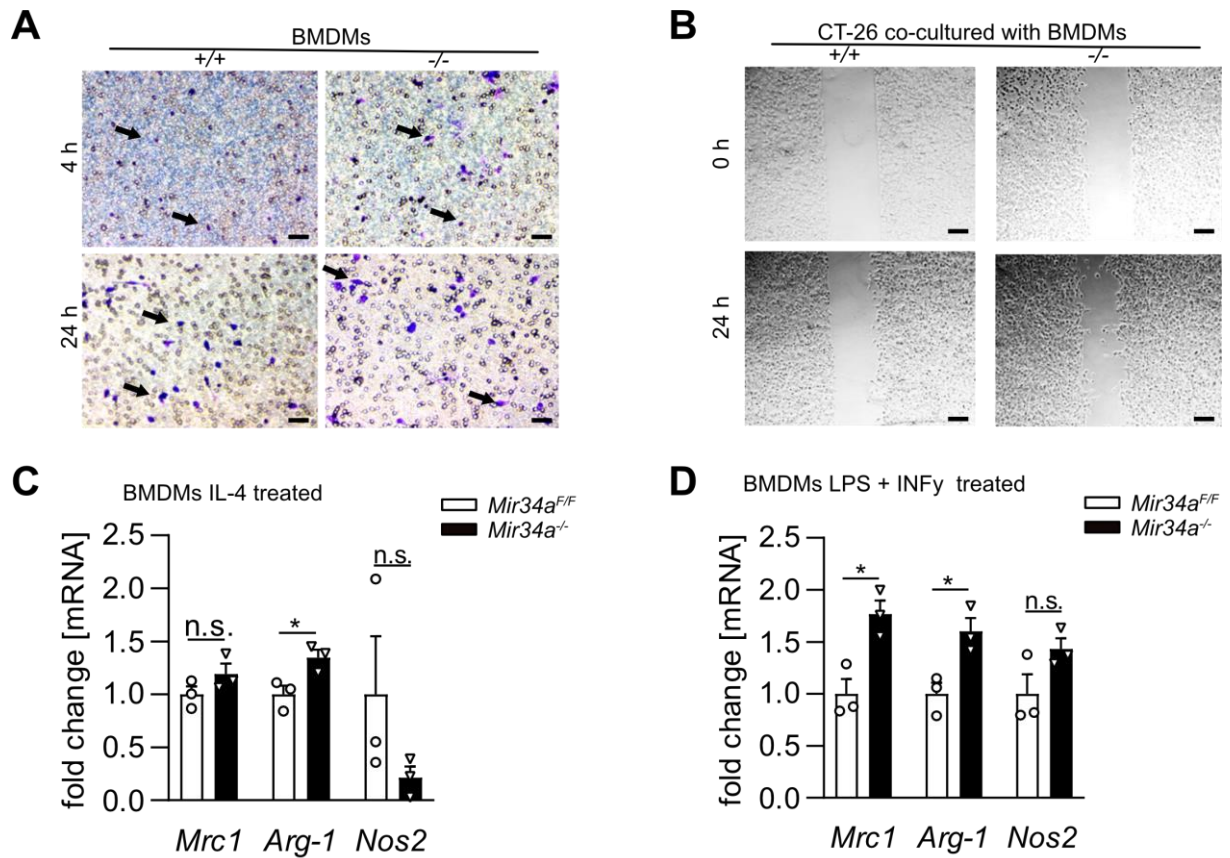

**Figure S7.** Related to Figure 6. **(A)** Modified Boyden chamber assay was performed in triplicate inserts. Crystal violet staining of BMDMs, which migrated through 8  $\mu$ m pores. Arrows indicate BMDMs. Scale bars represent 20  $\mu$ m. **(B)** Wound closure of CT-26 cells co-cultured with *Mir34a*-proficient or *Mir34a*-deficient BMDMs was performed in triplicate inserts for 24 hours. Scale bars represent 50  $\mu$ m. **(C)** Expression of *Mrc1*, *Arg-1* and *Nos2* in *Mir34a*-proficient and *Mir34a*-deficient BMDMs after treatment with IL-4 for 4 hours. **(D)** Expression of *Mrc1*, *Arg-1* and *Nos2* in *Mir34a*-proficient and *Mir34a*-deficient BMDMs after treatment with LPS + INF $\gamma$  for 4 hours. Students t-test was used to determine significance. Values represent the mean  $\pm$ SEM. P-values <0.05 were regarded as statistically significant (p<0.05 \*; p<0.01\*\*; p<0.001\*\*\* and p<0.0001\*\*\*\*).

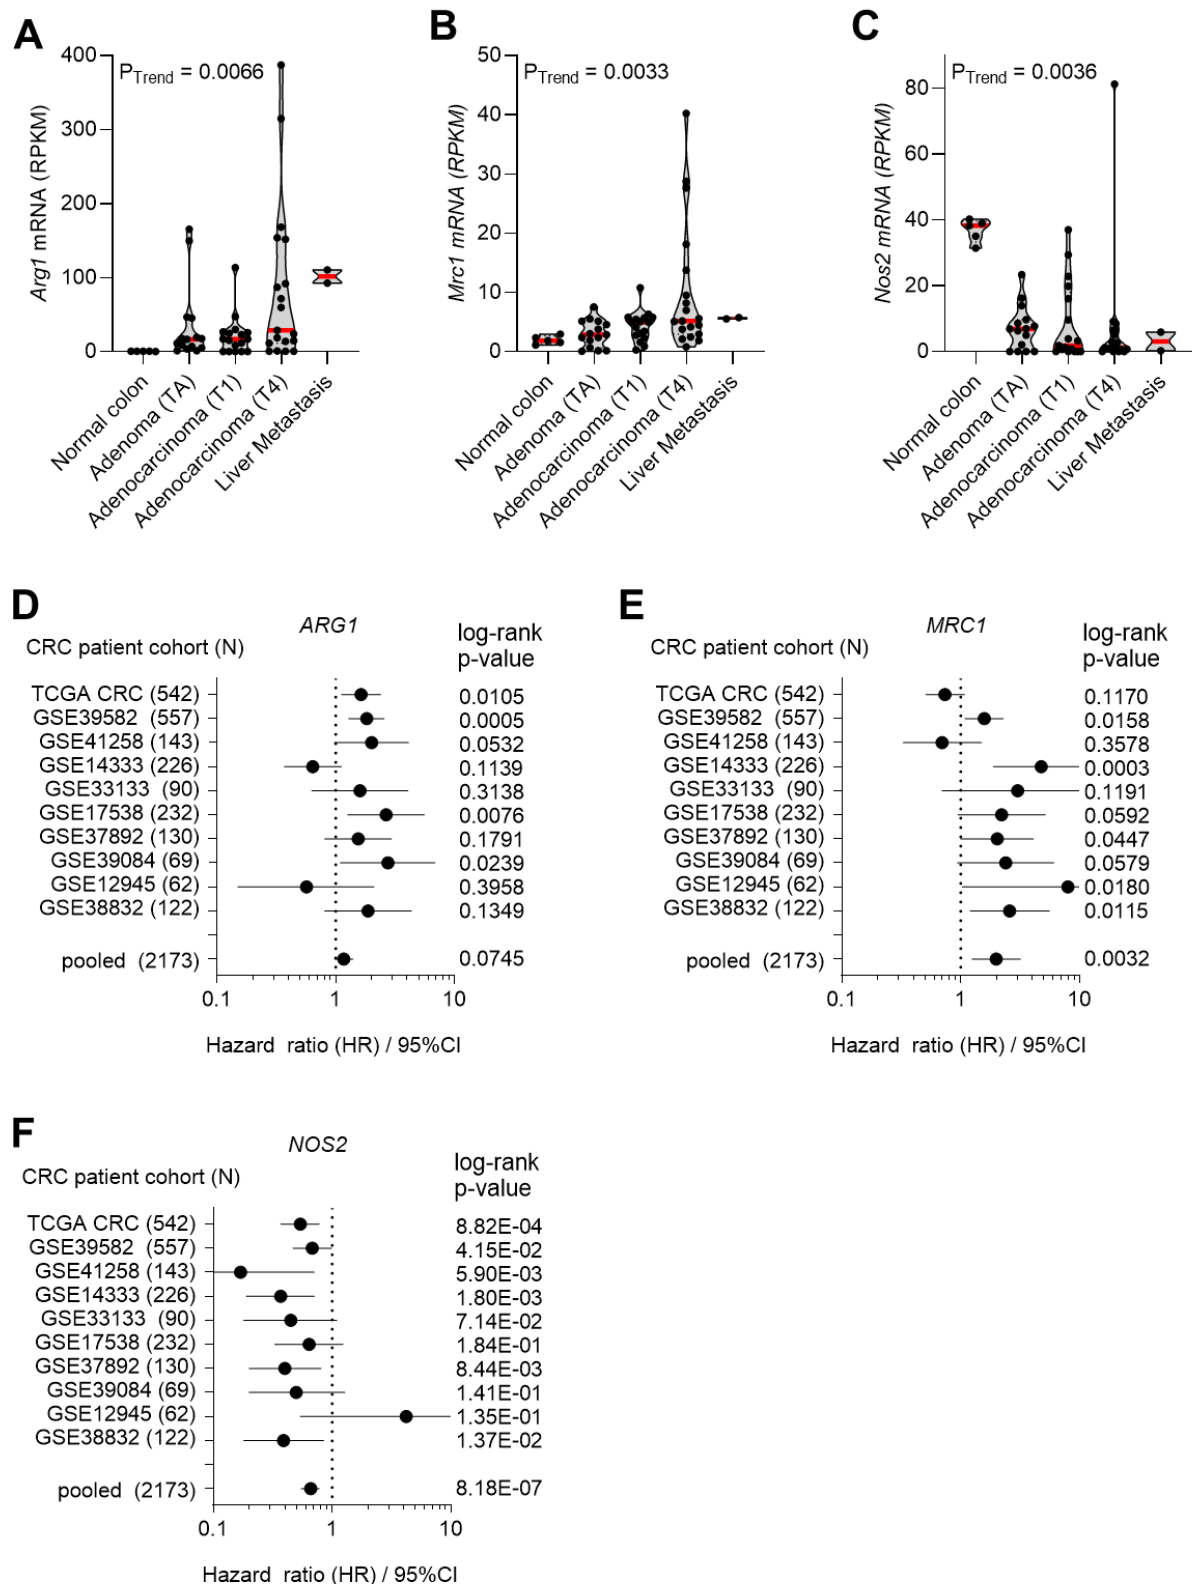

**Figure S8.** Related to Figure 6. **(A-C)** Expression of the indicated mRNAs in the *iKAP* mouse model. NC, normal colon; TA, non-invasive colon tumors; T1, low-invasive colon tumors; T4, highly-invasive colon tumors; LM, liver metastases. Significance was calculated using ANOVA with post-test for linear trend from NC to LM. **(D-F)** Relapse free survival of CRC patients from indicated cohorts stratified by the expression of *ARG1* (D), *MRC1* (E), and *NOS2* (F). Dots represent Hazard ratios and horizontal lines show 95% CI. P-values were calculated using the log-rank method.

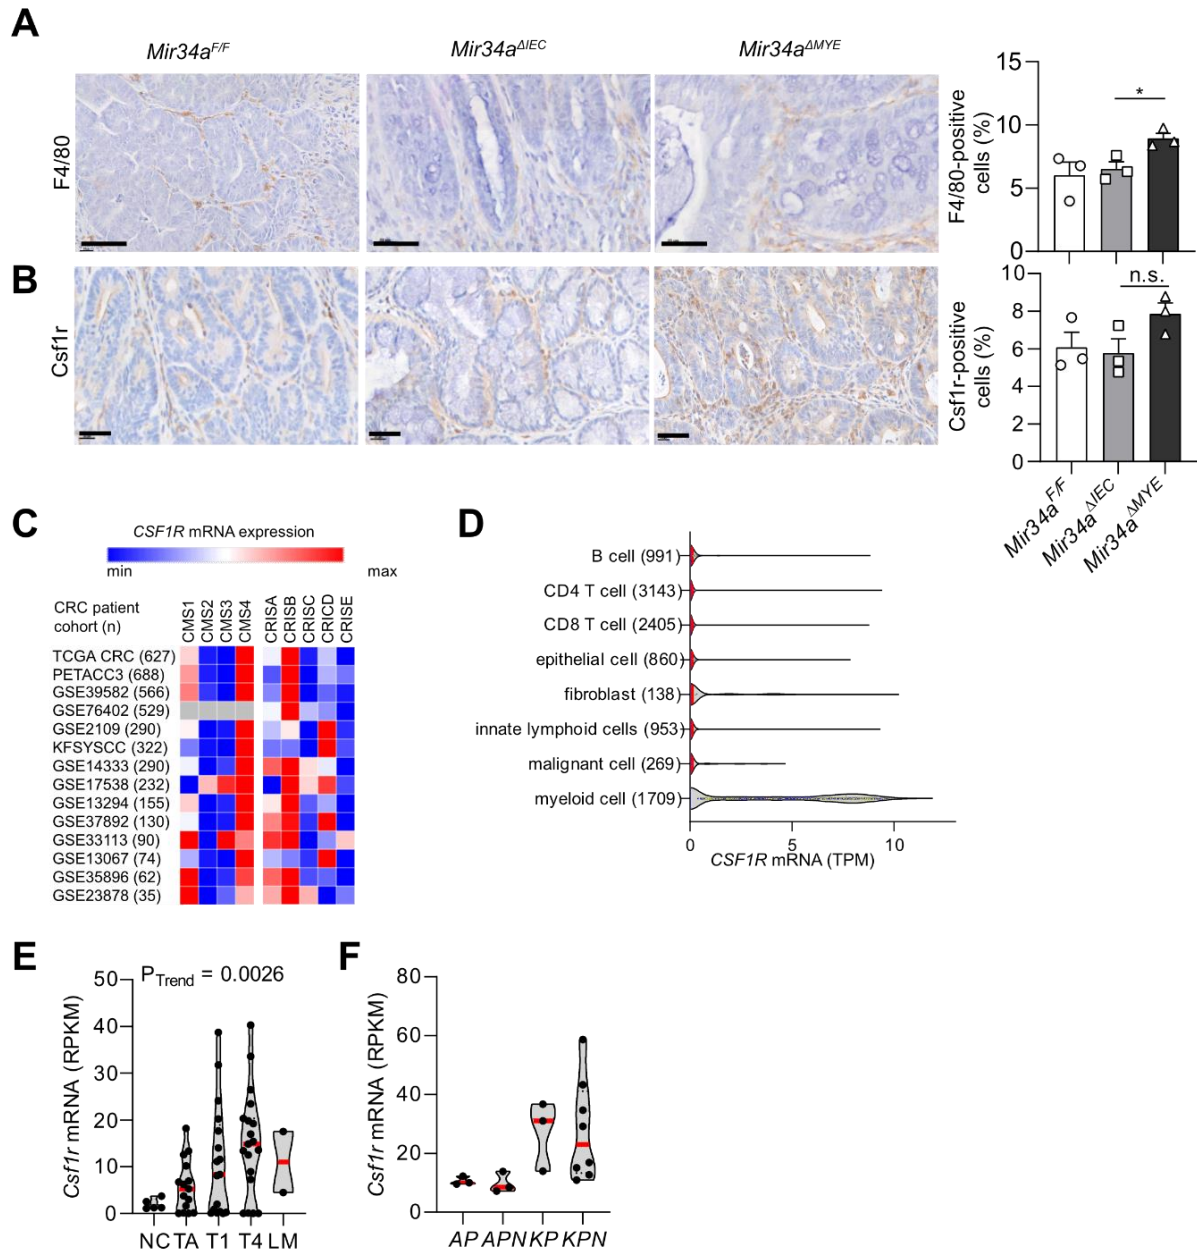

**Figure S9.** Related to Figure 7. **(A)** Immunohistochemical analysis of F4/80 and **(B)** Csf1r in CACs of *Mir34a<sup>F/F</sup>*, *Mir34a<sup>ΔIEC</sup>* and *Mir34a<sup>ΔMYE</sup>* mice (n=3 mice per genotype). Scale bars represent 40 μm. Students t-test was used to determine significance. Values represent the mean ±SEM. **(C)** Expression of *CSF1R* mRNA in the indicated consensus molecular subtypes of CRC (CMS) and CRC intrinsic subtypes (CRIS) in the indicated CRC patient cohorts. **(D)** Expression of *CSF1R* mRNA in the indicated cell types within colon tumors (data is from the GSE146771 single cell RNA-Seq analysis). **(E)** *Csf1r* expression in the *iKAP* mouse model. NC, normal colon; TA, non-invasive colon tumors; T1, low-invasive colon tumors; T4, high-invasive colon tumors; LM, liver metastases. Significance was calculated using ANOVA with post-test for linear trend from NC to LM. **(F)** *Csf1r* expression in colon tumors from indicated mouse models. AP, mutant APC and p53; APN, mutant APC, p53, and activated NOTCH1; KP, mutant KRAS and p53; KPN, mutant KRAS, p53, and activated NOTCH1. P-values <0.05 were regarded as statistically significant (p<0.05 \*; p<0.01\*\*; p<0.001\*\*\* and p<0.0001\*\*\*\*).

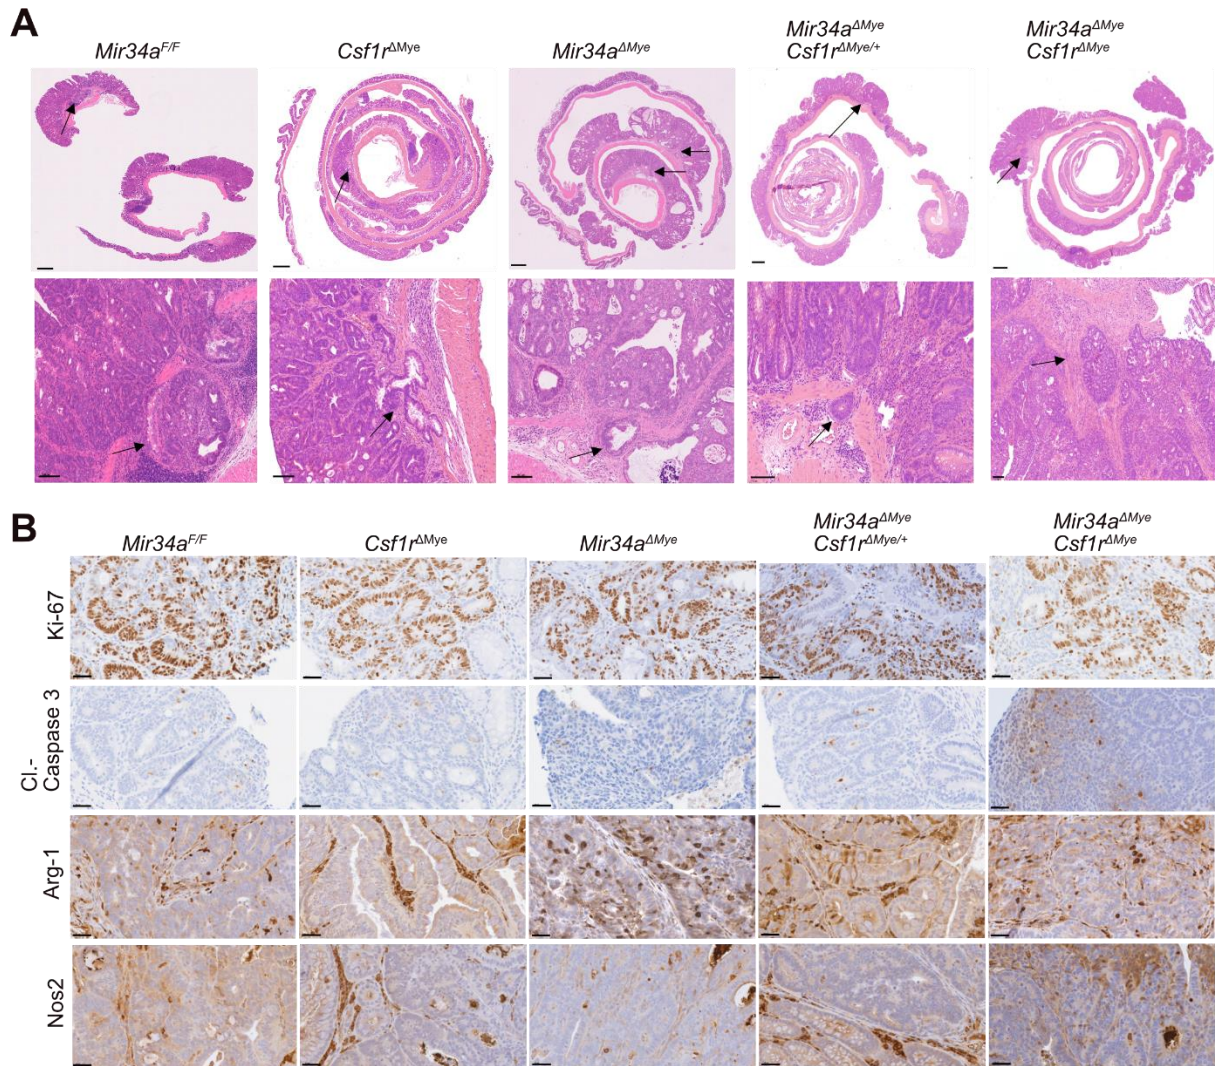

**Figure S10.** Related to Figure 7. **(A)** H&E stained colon sections of mice with the indicated genotypes. Arrows indicate invasive areas. Lower panels show magnified areas. Scale bars represent 800  $\mu\text{m}$  in the upper panel and 100  $\mu\text{m}$  in the lower panel. **(B)** Immunohistochemical detection of Ki-67, cleaved-Caspase 3, Arginase-1 and Nos2 protein expression in CACs from mice with the indicated genotypes. Scale bars represent 40  $\mu\text{m}$ .

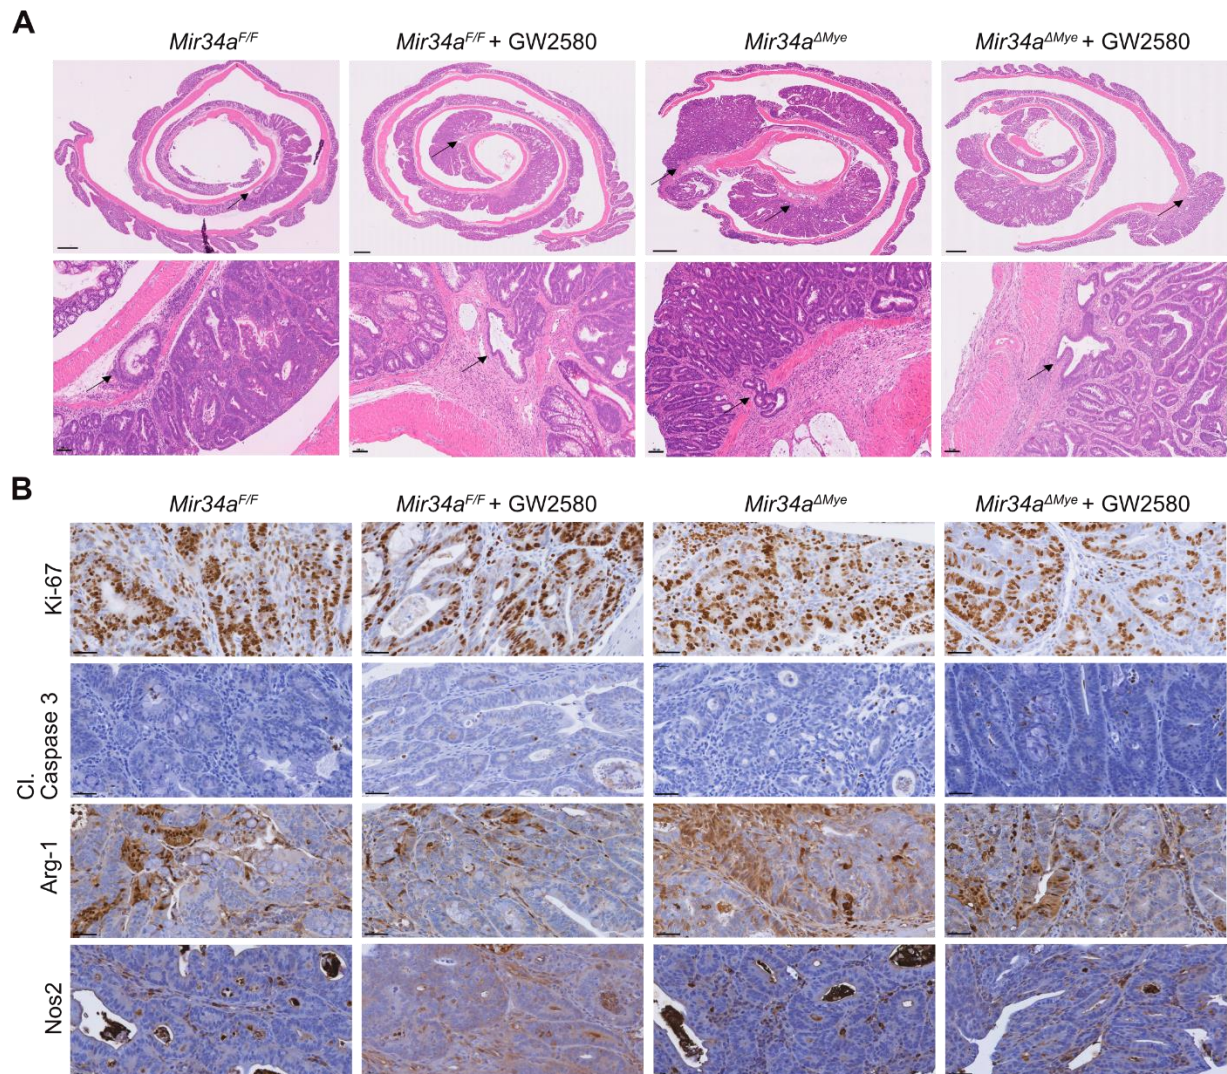

**Figure S11.** Related to Figure 8. **(A)** H&E stained colon sections of mice with the indicated genotypes. Arrows indicate invasive areas. Lower panels show magnified areas. Scale bars represent 800  $\mu$ m in the upper panel and 100  $\mu$ m in the lower panel. **(B)** Immunohistochemistry of Ki-67, cleaved-Caspase 3, Arginase-1 and Nos2 of mice with the indicated genotypes. Scale bars represent 40  $\mu$ m.

## **Supplemental References**

1. Pfaffl MW. A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res.* 2001;29(9):e45.
2. Moolenbeek C, Ruitenberg EJ. The "Swiss roll": a simple technique for histological studies of the rodent intestine. *Lab Anim.* 1981;15(1):57-9.

Uncropped Western blot membranes:

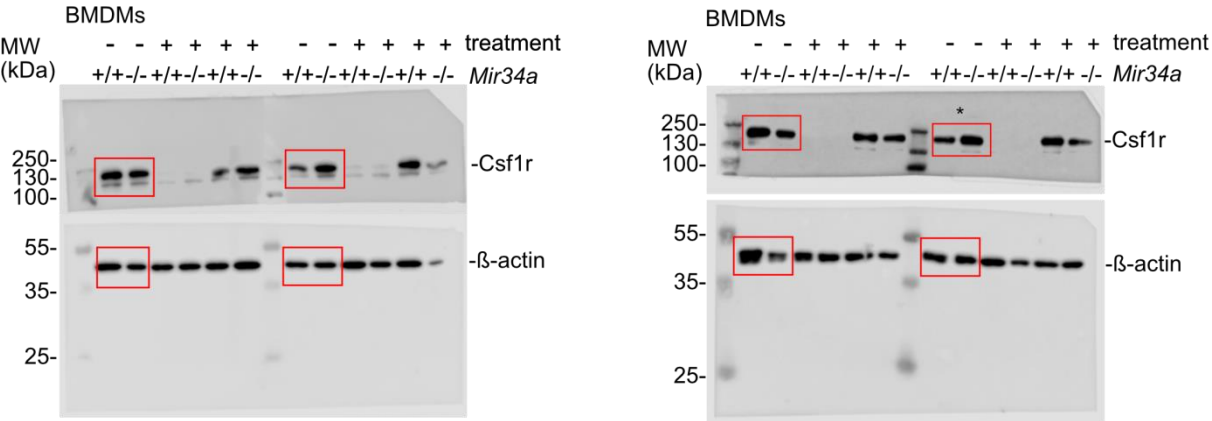

Uncropped membranes of the Western blot analysis shown in Figure 7C. Red boxes show *Mir34a*-proficient (left lane) and *Mir34a*-deficient (right lane) untreated BMDMs. \* indicating membrane areas shown in Figure 7C.

How the deposited data were processed for this re-analysis (not part of the article)

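CACs of mice with the genotypes *Mir34a* F/F and *Mir34a* ΔMye were profiled by single-cell RNA sequencing, with 1 library per genotype from the combined tumors of 3 mice. As the authors describe, libraries were made with 10x 3′ v3.1 chemistry and reads were counted with Cell Ranger 7.2.0 against mm10. The authors filtered cells, removed doublets with Scrublet and normalized with Seurat 5.01. The values were deposited as the natural log of 1 plus UMIs per 10000 UMIs of the cell, which the authors made with LogNormalize. The deposited annotation, which holds the library and cell type of each cell, was used as given.

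The table had 32291 genes, 38883 cells and 96847573 values above 0, and 3261 genes had no UMI. The log was undone and each value divided by the smallest value of its cell, which gave whole UMI counts. Depth per library, and the range of its ratio between the libraries over cell types, are stated at the first result of the libraries. Shallow cells limit rare mRNAs most. In the 48 and 40 basophils, for example, *Cxcl1* rested on 12 and 27 UMIs.

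The level of an mRNA was the mean over cells of UMIs per 10000, and libraries were compared by the log2 ratio of these means. Intervals at 95% were exact Poisson intervals for UMI sums and exact binomial intervals for shares, and the interval of a ratio was taken from the summed UMIs. With 1 library per genotype, no test between genotypes was made, no p-value was computed and changed genes were not counted. As background for an mRNA, 1 other cell type was chosen. Some of these cell types hold the mRNA themselves, such as T cells for *Zeb1* and *Zeb2*, so a subtracted value is a difference between cell types and not a level freed of background. On simulated data, UMIs were drawn from the means of both libraries together and 200 genes were changed by known folds. The interval of the ratio of summed UMIs then held the true ratio for 95.3% over 8587 genes of macrophages. For 97.0% of changed genes, this interval lay off 0 in the right direction. For 7609 genes of neutrophils, these were 95.3% and 87.0%. Every simulated cell of a library had the same level of an mRNA, so ratios of means and of summed UMIs agree there by construction. Intervals of this width around the ratio of means, as most are reported here, were therefore not tested. In the data, 32 of 86 values from UMIs summed over cells stayed within the interval of the reported value. A list of 50 changed genes was placed at percentile 100.0 in both, and 8 and 1 of 100 lists of unchanged genes fell outside the middle 95% of random lists.

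Clustering within epithelial cells, macrophages and neutrophils used Seurat 5.3.0 under R 4.3.3, with integration of the libraries on 2000 variable genes, 30 dimensions and a resolution of 0.5. The library labelled *Mir34a* F/F came first in the integration, whose result depends on the order. Fixed markers named the clusters. At least 3 had to be detected in 10% of the cells of a cluster, with a mean log2 fold of at least 1, or above 0 with a marker among the 10 leading genes. This threshold was set after seeing the clusters. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

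Lists of genes were compared with 10000 random lists matched on mean expression in 20 bins, among genes with a mean of at least 0.1. One list holds the published targets in the complete sheets of extended data 1. Its sheet for epithelial cells was held only in part (1999 genes) and was not used for the list. The other list holds genes whose annotated 3′ UTR carries a match to the miR-34a seed. A 3′ UTR was annotated for 20689 genes, 64.1% of the table, in the GENCODE annotation of mm10, and 30 of the 54 published targets carry a match. Seeds with permuted bases, 100 in number, served as controls.

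Genes named in the text are those that the paper names and, in macrophages, neutrophils and epithelial cells, the 5 with the largest ratio in each direction among genes with a UMI in at least 25% of cells and a mean of at least 0.5 in a library. One gene of neutrophils that meets this rule is not reported here. Others are said to be chosen after their values were seen. These are *Igkc*, *Cpa3*, *Gm42418* and the leading genes of clusters. In addition, *C1qa*, *C1qb*, *Ms4a7* and *Cd68* were used in the test of *Csf1r* in neutrophils, which was chosen after the result was seen.

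The alternatives were UMIs summed over cells, thinning to 1000 UMIs, a pseudocount of 1, subtraction of the background cell type, cells with at least 500 expressed mRNAs and under 10% mitochondrial content, cell types assigned by marker score, shares without epithelial cells, no integration, a resolution of 1.0, a mean of at least 0.5 for lists, and clustering or totals without 414 immunoglobulin, mitochondrial and ribosomal RNA-like genes (*Jchain* was counted among the immunoglobulin genes). *Cdk8* was also placed among these 414 genes. Added after seeing the data were clustering without the subtype markers, integration with the libraries in the other order, lists matched on 3′ UTR length too, and epithelial cells without cluster 6. The communication, trajectory, velocity and Hallmark results of the paper were not analysed here, nor were raw reads.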

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

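The tests in this part were chosen only after the result was seen. Each of the 4 signals is a ratio of the library labelled *Mir34a* ΔMye over the library labelled *Mir34a* F/F, computed on UMIs relative to all UMIs of the cell type. With 1 library per genotype, none was tested between genotypes. The paper reports the primary transcript of *Mir34a* in cultured macrophages, and its extended data 1 lists raised folds of *Ighg2c* in macrophages and of *Igkc* in epithelial cells.

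The primary transcript of *Mir34a* was higher in macrophages of the library labelled *Mir34a* ΔMye, by a log2 ratio of 1.03. A difference in depth or capture across the library should show in the other cell types, but over all cells other than macrophages the ratio was -0.042 (-0.30 to 0.22), from 226 and 275 UMIs. LysM-Cre is inserted at *Lyz2*, so the library that carries it should hold less *Lyz2* and more of the transcript that joins Cre and *Lyz2*. In macrophages of the library labelled *Mir34a* ΔMye, *Lyz2* was lower relative to all UMIs, by a log2 ratio of -2.27 (-2.36 to -2.18), which is the direction of the labels as given. It was also lower in 8 of 8 other cell types with a value, so this fall was not particular to macrophages. The joined transcript was lower too, by -2.16 (-2.42 to -1.905), which taken alone would go with exchanged labels. Its UMIs were, however, 11.6% of those of *Lyz2* in the library labelled *Mir34a* F/F and 12.5% in the library labelled *Mir34a* ΔMye. The log2 ratio of these percentages was 0.11 (-0.16 to 0.36). The joined transcript thus followed *Lyz2* in both libraries and marks neither as the carrier of Cre. Exchanged labels and labels as given cannot be told apart by these features, since the joined transcript marks neither library and the sequence that each feature covers is not stated. A biological explanation, such as more primary transcript where the processed miRNA is lost, may also hold and was not tested. The library labels are therefore used without a statement on which is the knockout.

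Immunoglobulin transcripts were higher in the library labelled *Mir34a* ΔMye, *Ighg2c* in macrophages by a log2 ratio of 3.73 (3.32 to 4.17), *Igkc* in macrophages by 1.08 (1.06 to 1.11) and *Igkc* in epithelial cells by 1.38 (1.37 to 1.39). *Igkc* was higher in 10 of 11 cell types. A fixed amount of free RNA of plasma cells per droplet would take a larger share of shallow droplets and would not rise with their UMIs. In the library labelled *Mir34a* ΔMye, the log2 ratio of *Igkc* per 10000 UMIs between the tertiles of macrophages with the fewest and the most UMIs was 1.64 (means of 62.1 and 20.0). It was 0.91 in the library labelled *Mir34a* F/F (15.7 and 8.39). Per macrophage, however, *Igkc* rose from 15.5 to 49.7 UMIs between the same tertiles in the library labelled *Mir34a* ΔMye and from 4.17 to 18.8 UMIs in the library labelled *Mir34a* F/F. The tertiles therefore cannot tell free RNA from other sources, since the share of *Igkc* fell with depth while its UMIs rose. The rise speaks only against a fixed amount per droplet, and the amount captured may differ between droplets. In the libraries labelled *Mir34a* F/F and *Mir34a* ΔMye, *Igkc* was found in 97.3% and 100.0% of neutrophils and in 97.6% and 99.7% of epithelial cells. Free RNA would give such a presence in nearly all cells of unrelated types. More plasma cells in these tumors, or more of their RNA released on dissociation, were not tested.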

How the results depend on the processing

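No paired analysis was possible because each genotype has 1 library of pooled mice. Clustering without the subtype markers, integration with the libraries in the other order, lists matched on 3′ UTR length and epithelial cells without cluster 6 were chosen after seeing the data, and all other alternatives were set before the data were examined. Of 516 alternative values, 221 stayed within the counting interval of the reported value, 283 moved outside it in the same direction or without a called direction, and 12 changed direction. Of these 12, 5 arose when immunoglobulin, mitochondrial and ribosomal RNA-like genes were left out of the totals, which moves all genes together. Values are log2 ratios of the library labelled *Mir34a* ΔMye over that labelled *Mir34a* F/F, unless given in points. Unless stated, the cause was not tested.

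With UMIs summed over cells, which weights deep cells more, the ratios were 0.43 for *Csf1r*, 0.63 for *Socs3* and 0.36 for *Sema4d* in macrophages, 0.63 for *Mmp9* in neutrophils, and 0.76 for *Zeb2* and -0.21 for *Cdh1* in epithelial cells. *Plxnb2* changed direction to 0.11, the published targets in macrophages moved to 0.32, and the genes with a seed match moved to 0.007 in macrophages, a change of direction, and to -0.13 in neutrophils. With the mean of the background cell type subtracted, which removes more than background where that cell type expresses the mRNA, *Csf1r* was 0.83 in neutrophils and 0.86 in dendritic cells, *Socs3* was 0.35 in macrophages and 1.41 in neutrophils, and *Cdh1* was -0.21.

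Assigning cells by marker score gave share differences of 2.38 points for macrophages, -1.01 for neutrophils, which changed direction, and -17.0 for epithelial cells. Leaving epithelial cells out of the denominator gave 4.49 points for macrophages and 0.2645 points for neutrophils, whose shares of 12.1% (11.4 to 12.8) and 12.4% (11.7 to 13.1) had overlapping intervals. In cells with at least 500 expressed mRNAs and under 10% mitochondrial content, the differences were 5.43 points for macrophages, -7.91 for epithelial cells and 1.185 for the Mrc1-like share of macrophages. *Zeb2* was 1.45 and *Cdh1* was -0.245, and the genes with a seed match were -0.009 in macrophages and -0.035 in neutrophils. The Mrc1-like difference was 8.51 points without integration, 1.23 at a resolution of 1.0 (96 and 145 cells) and 1.17 when clustered without the subtype markers (93 and 140 cells). In the last 2 and under the filter, the markers named a smaller cluster. Under the filter, a further cluster whose *Mrc1* markers were raised but stayed below the naming threshold held 12.8% and 17.1%. With the libraries integrated in the other order, the difference stayed at 5.47 points. Neutrophils then gave 9 clusters, in which the Neutro3-like cluster held 22.9% (20.4 to 25.6) and 24.2% (21.7 to 26.9), with overlapping intervals, and the cluster led by *Limch1*, with *Spink1* among its leading genes, 8.17% (6.58 to 9.99) and 12.9% (11.0 to 15.1).

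With a pseudocount of 1, ratios shrink by construction. *Csf1r* was 0.14 in neutrophils and 0.22 in dendritic cells, *Socs3* 0.11, *Axl* 0.22 and *Sema4d* 0.11 in macrophages, *Cxcr2* 0.38 and *Mmp9* 0.44 in neutrophils, and *Zeb2* 0.38 and *Cdh1* -0.23 in epithelial cells. Leaving immunoglobulin, mitochondrial and ribosomal RNA-like genes out of the totals moved the median of all genes, from -0.22 to 0.055 in epithelial cells and from -0.056 to 0.061 in macrophages. *Csf1r* was then 0.27, *Socs3* 0.24, *Axl* 0.49 and *Sema4d* 0.28 in macrophages, *Mmp9* 0.61 in neutrophils and *Zeb2* 1.18 in epithelial cells, while *Cdh1* (0.011), *Rbm47* (0.087) and *Plxnb2* (0.020) changed direction. Relative to the median of all genes, *Cdh1* went from -0.055 to -0.044, *Rbm47* from 0.012 to 0.032 and *Plxnb2* from -0.001 to -0.035, so these changes of direction follow the shared shift. The published targets were 0.22 in macrophages. The medians of the genes with a seed match changed direction with the shift, to 0.091 in macrophages and 0.020 in neutrophils, while the list stayed at percentiles 99.99 and 100.0 among random lists. Thinned to 1000 UMIs, *Csf1r* was 0.23 in macrophages, *Mmp9* 0.77 and *Zeb2* 1.08, and *Snai2*, which had 12 and 5 UMIs before thinning, changed direction to 0.18. The UMI intervals of *Snai2* overlap, so its direction before thinning was not settled, though it is counted among the changes of direction.

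For genes with a mean of at least 0.5, the medians of the genes with a seed match changed direction to 0.013 in macrophages and 0.13 in neutrophils, at percentile 100.0 in both. Against random lists matched on 3′ UTR length too, their medians of -0.024 and -0.061 stood at percentiles 8.95 and 52.1, and for macrophages this changed the side of the random lists. Without cluster 6, *Zeb2* was 0.46, and 0.43 with the libraries integrated in the other order.

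Shares of inflammatory epithelial cells, Cdk8+ macrophages and Nos2+ macrophages had no value under any clustering, since no cluster met the naming rule. Background subtraction gave no value where the background cell type had more of the mRNA, as for *Zeb2*, *Zeb1*, *Vim*, *Snai1*, *Snai2* and *Csf1r* in epithelial cells, *Cxcl1* in basophils, *Foxp1* in macrophages and neutrophils, and *Tgfbr2*, *Btg2*, *Mbnl1* and *Ell2* in macrophages. Totals without the left-out genes gave none for immunoglobulin genes and *Cdk8*, since these are in the left-out set. Shares without epithelial cells gave none for the epithelial share. Depth limits mRNAs with few UMIs, such as *Snai1* in epithelial cells and *Csf1* in fibroblasts, whose intervals include 0, and *Snai2* in epithelial cells, whose interval was wide (-3.61 to -0.15). The interval of *Snai2* lies around the ratio of means, and its UMI intervals in the libraries overlap.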

Differences from the paper's values

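Among the alternatives named in this part, those without cluster 6 were chosen only after the result was seen. Of the fold changes of extended data 1 that were compared, 57 of 57 went in the paper's direction. With immunoglobulin, mitochondrial and ribosomal RNA-like genes left out of the totals, *Rbm47* and *Vim* in epithelial cells went in the other direction, with folds of 1.04 against 0.918 and 1.14 against 0.988 in the paper. *Vim* did so after thinning too (1.03), and in cells with at least 500 expressed mRNAs and under 10% mitochondrial content (1.09).

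The paper gives *Csf1* as elevated in fibroblasts. Here its log2 ratio was -0.46 (-1.13 to 0.24), with 0.26 after thinning, which has the paper's direction. *Cxcl1* and *Cxcl3* are given as increased in basophils, whereas they were at -0.21 (-1.24 to 0.90) and -0.19 (-0.58 to 0.20). With immunoglobulin, mitochondrial and ribosomal RNA-like genes left out of the totals, *Cxcl1* was at 0.005. *Zeb1* is given as unchanged in CAC cells. Here it was at 0.59 (0.51 to 0.68), and between 0.13 and 0.97 under the alternatives. With a pseudocount of 1, its log2 ratio was 0.15, a fold of 1.11, and extended data 1 of the paper also lists a fold of 1.11, so on that scale the values do not differ. The lowest values, 0.14 without cluster 6 and 0.13 with the libraries integrated in the other order too, came from alternatives chosen after seeing the values. The paper gives its M2 marker *Arg1* as raised in cultured macrophages, and the protein in more stromal cells of CACs. Here its mRNA was lower in macrophages of the library labelled *Mir34a* ΔMye. The paper's values are from cultured cells or from protein, so the measures differ.

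The paper states a filter on mitochondrial content, and 2470 and 4130 deposited cells lie at or above its limit. Odds ratios in Table S4 equal those from the deposited annotation for 9 of 11 cell types. For dendritic cells the paper's value is 1.07 and the value here 1.37, and for mast cells they are 1.08 and 1.18. With cells assigned by marker score, the odds ratio was 0.861 for neutrophils, for which the paper's value is 1.13, and 0.439 for epithelial cells (0.849 in the paper). The sub-clustering of the paper held 8823 and 7848 epithelial cells, and the deposited annotation has 11614 and 9865.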

Other observations

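The tests of free RNA, doublets and genes switched on in cluster 6, of *Csf1r* in neutrophils, of the share of *S100a8* and *S100a9*, of the epithelial genes in a macrophage cluster and of ratios shared by cell types were chosen only after the result was seen.

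Cluster 6 of the epithelial cells came mostly (88.3%) from the library labelled *Mir34a* ΔMye and had few UMIs. With 1 library per genotype, such a cluster may be a trait of that library and not a cell type. Droplets with an epithelial and an immune cell should hold more UMIs than others, but its median was 0.181 times that of the other epithelial cells (1433 against 7916.5). Genes of macrophages and neutrophils switched on in the epithelial cells should raise these genes alone. Instead, relative to their level in the cells of all other types, macrophage markers stood at 32.2%, neutrophil markers at 27.6%, mast cell markers at 29.4% and B-cell markers at 37.1%, within a range from 17.7% for T cells to 66.8% for endothelial cells. The markers of 10 of 11 other types were raised over other epithelial cells, with mean log2 folds of 1.77 for mast cells, 1.79 for plasma cells and 1.46 for macrophages. RNA of other cell types free in the droplets could bring this mixture, and 46.55% of the profile of the cluster was assigned to other types. In other epithelial clusters of the library this ranged from 0% to 77.9%, so the share does not separate free RNA from other sources, and the 2 cannot be told apart by it.

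*Zeb2* in epithelial cells had a log2 ratio of 0.90, and 0.46 without cluster 6 (0.43 with the libraries integrated in the other order). The cluster may therefore account for part of the ratio, and about as much remained. *Cdh1* was at -0.275 with and -0.284 without it, so the cluster does not carry that ratio.

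*Cdk8* in macrophages had a log2 ratio of 1.24, and 0.060 among macrophages matched on *Gm42418*. A difference in ribosomal RNA-like transcripts across the library, higher in 11 of 11 cell types, is a candidate explanation, and a change of *Cdk8* in macrophages alone is not what the other cell types show. *Cdk8* had itself been placed in the left-out set with the ribosomal RNA-like genes.

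*Csf1r* in neutrophils had 0.455 UMIs per cell in the library labelled *Mir34a* ΔMye and 0.208 in the library labelled *Mir34a* F/F. RNA of macrophages free in the droplets would give neutrophils and other cells alike, but T cells had 0.166 and 0.0874, and B cells 0.267 and 0.103. Droplets that also hold a macrophage should bring its other transcripts along. Set against T cells, B cells, epithelial cells and mast cells in both libraries, *C1qa*, *C1qb* and *Ms4a7* reached at most 0.939 times the UMIs that the *Csf1r* of neutrophils would need (upper bound over lower bound). Above T cells in the library labelled *Mir34a* ΔMye, for example, at most 0.257 *C1qa* UMIs per neutrophil were found, and at least 0.653 would be needed. *Adgre1* and *Cd68* stood higher than *Csf1r*, at 12.6% and 28.3% of their level in macrophages, against 7.11%. Neither free RNA nor droplets with an average macrophage account for the level in neutrophils by themselves. Expression in neutrophils, or droplets with monocytes that lack these transcripts, remains open and was not tested.

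Over 7576 genes of neutrophils with a mean of at least 0.1 the median log2 ratio was -0.13, and over the 2591 with a mean of at least 0.5 it was 0.033, so its direction depends on this limit. If *S100a8* and *S100a9* had lowered the genes of the larger set, they should take a larger share of the UMIs in the library labelled *Mir34a* ΔMye, but they took 14.4% in the library labelled *Mir34a* F/F and 10.2% in the library labelled *Mir34a* ΔMye. For neutrophils, genes among those with the largest ratios were *Ighg2c* (3.88), *Iglc2* (2.42), *Jchain* (1.77), *Gm15564* (1.65) and *Igkc* (1.47) up, and *Gm41609* (-1.69), *Gm47283* (-1.50), *Nupr1* (-1.17) and *Ptn* (-1.14) down. In epithelial cells they were *Ighg2c* (3.66), *Iglc2* (2.96), *Ighg1* (2.05), *Jchain* (2.00) and *Igkc* (1.72) up, and *Gm11808* (-1.44), *Gm11290* (-1.37), *Gm41609* (-1.15), *Ptn* (-1.13) and *Mfge8* (-1.11) down.

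Genes with a seed match stood at percentile 100.0 in macrophages and neutrophils and also at percentile 100.0 in T cells, which lack LysM-Cre, so loss of miR-34a in cells with Cre does not account for the position alone. With permuted seeds, 49 of 100 lists lay as far above random lists in neutrophils, and 38 in macrophages. The length of the 3′ UTR may therefore account for the position of the list in macrophages and neutrophils. In T cells, 11 of 100 permuted lists lay as far above random lists. With 3′ UTR length matched too, the list still stood at percentile 98.8 there, so length does not account for it as fully in T cells. The published targets, which the study picked from these libraries, stayed at percentiles 99.98, 100.0 and 99.1 in macrophages, neutrophils and T cells under this matching.

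A macrophage cluster led by epithelial genes had a median of 1.655 times the UMIs of the other macrophages in the library labelled *Mir34a* F/F (1.99 in that labelled *Mir34a* ΔMye). This is consistent with droplets that hold a macrophage and an epithelial cell, and macrophages that have taken up epithelial cells remain an open biological alternative.

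Across 2657 genes, the log2 ratios in macrophages and in T cells had a Spearman's rho of 0.752. It was 0.744 between macrophages and epithelial cells (2371 genes) and 0.804 between neutrophils and T cells (2157 genes). It was lower between macrophages and neutrophils, at 0.642 (2269 genes), and between macrophages and B cells, at 0.453 (2318 genes). Genes are not independent replicates. A difference between the libraries shared by macrophages, T cells and epithelial cells may therefore underlie part of the ratios, and B cells follow it less. The cells labelled B cells may differ in kind between the libraries, with medians of 639 and 472 expressed mRNAs after thinning. Their lower value may reflect this.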
